# Chromatin landscape at *cis*-regulatory elements orchestrates cell fate decisions in early embryogenesis

**DOI:** 10.1038/s41467-025-57719-4

**Published:** 2025-03-27

**Authors:** Francesco Cardamone, Annamaria Piva, Eva Löser, Bastian Eichenberger, Mari Carmen Romero-Mulero, Fides Zenk, Emily J. Shields, Nina Cabezas-Wallscheid, Roberto Bonasio, Guido Tiana, Yinxiu Zhan, Nicola Iovino

**Keywords:** Developmental biology, Epigenetics, Embryogenesis, Methylation analysis

## Abstract

The establishment of germ layers during early development is crucial for body formation. The *Drosophila* zygote serves as a model for investigating these transitions in relation to the chromatin landscape. However, the cellular heterogeneity of the blastoderm embryo poses a challenge for gaining mechanistic insights. Using 10× Multiome, we simultaneously analyzed the in vivo epigenomic and transcriptomic states of wild-type, E(z)-, and CBP-depleted embryos during zygotic genome activation at single-cell resolution. We found that pre-zygotic H3K27me3 safeguards tissue-specific gene expression by modulating *cis*-regulatory elements. Furthermore, we demonstrate that CBP is essential for cell fate specification functioning as a transcriptional activator by stabilizing transcriptional factors binding at key developmental genes. Surprisingly, while CBP depletion leads to transcriptional arrest, chromatin accessibility continues to progress independently through the retention of stalled RNA Polymerase II. Our study reveals fundamental principles of chromatin-mediated gene regulation essential for establishing and maintaining cellular identities during early embryogenesis.

## Abstract (web summary)

Germ layer specification during zygotic genome activation is regulated by chromatin state. Here, the authors use single-cell multiome profiling in *Drosophila* to show that H3K27me3 and H3K27ac at cis-regulatory elements control cell type-specific gene expression and developmental progression.

## Introduction

The transition of a pluripotent zygote into a metazoan with specialized cell types occurs with remarkable speed and precision. The *Drosophila* *melanogaster* embryo continues to serve as a valuable model for uncovering how cellular identities are established. After fertilization, cycles of nuclear divisions generate a syncytial embryo with approximately 6000 nuclei that migrate toward the periphery and become surrounded by cell membranes at cycle 14^1,2^. Transplantation experiments and in situ hybridization  experiments suggest that cellular identities are already primed at cycle 14 (stage 5)^1,3–6^. At this stage, the zygotic genome is activated, and cells exhibit spatial gene expression and chromatin accessibility patterns that respond to positional cues along the anteroposterior and dorsoventral axes^7–13^. ZGA is facilitated by transcription factors, including pioneers such as Zelda and GAGA factor^14–22^, as well as histone modifications and histone variants^23–27^.

Spatiotemporal regulation of the epigenome has been revealed to shape the distinct transcriptomic networks that ensure proper development^23,24,26–35^. Cell type-specific transcription is frequently regulated by enhancers, whose activities, in turn, are activated and repressed by acetylation and methylation of histone H3 lysine 27 (H3K27), respectively^27,36–38^. These histone modifications are deposited by the acetyltransferase CBP/p300 complex and the methyltransferase Polycomb repressive complex 2 (PRC2)^24,27,28,30–32,35,39–55^. Established *cis*-regulatory networks confer unique transcriptional patterns to each cell type and have been shown to play a pivotal role at later stages of development^7,56–65^. Nevertheless, the extent to which the epigenetic landscape contributes to the formation of germ layer identities in the early ZGA *Drosophila* embryo, before gastrulation, remains unclear.

Here, we explore how chromatin dynamics during ZGA regulate germ layers precursors establishment. By using multiple chromatin profiling and transcriptomic approaches at both bulk and single-cell resolution, we identify cell type-specific enhancer accessibility as a key determinant of gene expression. Furthermore, we demonstrate that *cis*-regulatory elements activity is ensured by precise epigenetic regulation mediated by E(z) and CBP, along with their respective histone modifications H3K27 trimethyl and acetyl. This mechanism ensures robust control of cell fate, preventing the emergence of undifferentiated states at the onset of zygotic transcription and facilitating proper embryogenesis.

## Results

### H3K27me3 and H3K27ac are distributed differently across germ layers in the early embryo

To assess the relationship between the epigenome and transcriptome during early embryo development, we precisely collected wild-type *Drosophila* embryos in three stages of embryogenesis that span the first 2.5 h after fertilization: (i) before cycle 9, when transcription has not been initiated and the nuclei are still totipotent, (ii) cycle 10–12, when some nuclei have moved to the periphery, and the minor wave of ZGA initiates (around 600 genes transcribed) and (iii) cycle 14, when cellularization occurs, and the major wave of ZGA begins (6000 genes transcribed) (Fig. 1a and Supplementary Fig. 1a)^23,66^.

**Fig. 1:**
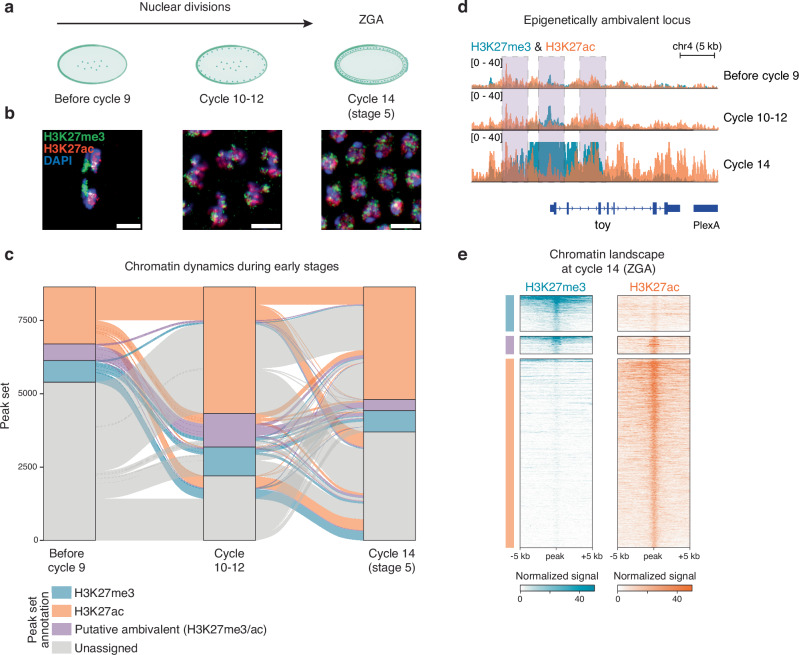
Histone H3K27 trimethylation and acetylation dynamics during early embryonic development. **a** Schematic representation of early embryonic development. After fertilization, the *Drosophila* embryo undergoes rapid and syncronous cycles of nuclear divisions. By cycle 14 (stage 5), nuclei migrate to the periphery of the syncytium, get cellularized and transcriptionally activate their genome (ZGA). **b** Representative immunofluorescence staining from three biological replicates across early embryonic development. H3K27me3 and H3K27ac localize to chromatin before ZGA. Scale bar, 5 µm. **c** Chromatin dynamics during early embryonic development. The alluvial plot shows the epigenetic states from before cycle 9 to cycle 14, based on H3K27me3, H3K27ac, H3K27me3/ac (putative ambivalent) or unassigned peaks. Blue cluster represents H3K27me3 specific peaks, purple cluster represents putative ambivalent peaks, and orange cluster represents H3K27ac specific peaks. Gray clusters represent unassigned peaks in each time point. **d** Genome browser snapshot of a putative ambivalent locus throughout early embryogenesis from bulk CUT&Tag normalized profiles (see Methods) for H3K27ac (in orange) and H3K27me3 (in blue). The putative ambivalent peaks are highlighted by purple dashed boxes. **e** Heat maps of normalized CUT&Tag signal (see Methods) for H3K27me3 and H3K27ac at cycle 14 (ZGA). The intensity of the signal is centred on peak cathegories specific to cycle 14, ranked based on H3K27me3. Blue cluster represents H3K27me3 peaks, purple cluster represents ambivalent peaks (H3K27me3/ac) and orange cluster represents H3K27ac peaks.

We used immunofluorescence to detect the opposing and mutually exclusive modifications of H3K27: H3K27me3 (a marker of repressed transcription) and H3K27ac (a marker of active transcription). We found that both were present at all three developmental stages, aligning with previous findings (Fig. 1b and Supplementary Fig. 1b)^24,27^. In particular, H3K27me3 is inherited from the maternal germline^27,30^, while H3K27ac is established de novo after fertilization^24,27^. Before cycle 9, H3K27me3 formed distinct patterns that were non-overlapping with regions marked by H3K27ac, which were more uniformly distributed along the chromosome arms and in pericentromeric regions (Fig. 1b and Supplementary Fig. 1b). This pattern was evident in lateral sections of cellularized embryos (Supplementary Fig. 1a, b).

To study the distribution of these marks on chromatin, we performed CUT&Tag as well as ATAC-seq across early embryogenesis. To compare different stages, we adopted total histone 3 (H3) CUT&Tag as a control to normalize for the number of nuclei at each developmental time point. Additionally, we incorporated a spike-in to ensure quantitative accuracy in our measurements (Supplementary Fig. 1c). As development progressed, the enrichment of H3K27me3 and H3K27ac on chromatin increased, as did chromatin accessibility (Supplementary Fig. 1d–g)^67^. Intriguingly, our CUT&Tag revealed putative ambivalent regions across all three stages, bearing both H3K27me3 and H3K27ac (Fig. 1c and Supplementary Data 1), as illustrated by the *toy* and *opa* loci (Fig. 1d and Supplementary Fig. 1h). Presumed ambivalent peaks and total peaks of H3K27me3 and H3K27ac were similarly distributed throughout the genome (Supplementary Fig. 2a). Additionally, we could identify in cycle 14 embryos, ZGA-specific ambivalent regions (Fig. 1e and Supplementary Data 1). Genes associated with these peaks are involved in developmental processes, cell fate commitment, and embryonic morphogenesis (Supplementary Fig. 2b).

Bivalent chromatin domains enriched for both H3K4me3 and H3K27me3 at poised genes have been very well documented in vertebrates^55,68–73^. However, in *Drosophila*, only H3K4me1 and H3K27me3 bivalency has been described^44,74^. Additionally, no evidence supports the presence of regions bearing both H3K27me3 and H3K27ac^44,75^. Therefore, we speculated that these putative ambivalent regions of H3K27me3 and H3K27ac arose from the differential epigenetic status across distinct cell types within the whole embryo, leading to the assumption that a possible cell type-specific distribution of these two marks could be already in place at these early developmental stages. Using a known germ layer marker for mesoderm, we FACS-sorted mesoderm nuclei from embryos during gastrulation and performed ChIP-seq (Supplementary Fig. 2c)^44^. We compared the chromatin landscape of this mesoderm cell subset to the CUT&Tag data from the whole cycle 14 embryos and found that sorted mesoderm nuclei did not exhibit any ambivalence. (Fig. 1e and Supplementary Fig. 2d). Furthermore, the repressive H3K27me3 mark was significantly enriched within genes that are not expressed in the mesoderm (Supplementary Fig. 2e)^76^. These results suggest that a distinct, mutually exclusive distribution of these two histone modifications may be already defining different cell subsets as early as ZGA.

### Enhancer opening is associated with cell fate commitment at ZGA

To address whether this mechanism is present in all embryonic cells during ZGA, we explored the epigenome and transcriptome landscape of the whole embryo at the single-nucleus level. Briefly, we isolated nuclei from hand-sorted wild-type embryos at cycle 14 (ZGA) and performed scATAC-seq and scRNA-seq of two biological replicates using 10× Multiome (Fig. 2a). Clustering and uniform manifold approximation and projection (UMAP) based on gene expression, genome-wide chromatin accessibility, and their integration, revealed well-defined cell clusters (Fig. 2b and Supplementary Fig. 3a, b). Annotation of the principal germ layers (mesoderm, ectoderm, and endoderm) and their sub-types (e.g., anterior-posterior ectoderm, ventral ectoderm, anterior endoderm) was based on the BDGP in situ database (insitu.fruitfly.org) and previously published marker genes^76^ (Supplementary Data 2). Transcript levels and genomic accessibility of marker genes correlated in all germ layers (Supplementary Fig. 3c). Thus, the progenitors of the different embryonic cell types are already well established at this early developmental stage, not only at the transcriptomic level but also at the chromatin accessibility level. We classified an additional cluster of nuclei as yolk cells, which provide metabolic support for the developing embryo^76–79^, and a small cluster that we named “undifferentiated cells” exhibiting no expression of germ layer-specific marker genes (Fig. 2b and Supplementary Fig. 3a and c).

**Fig. 2:**
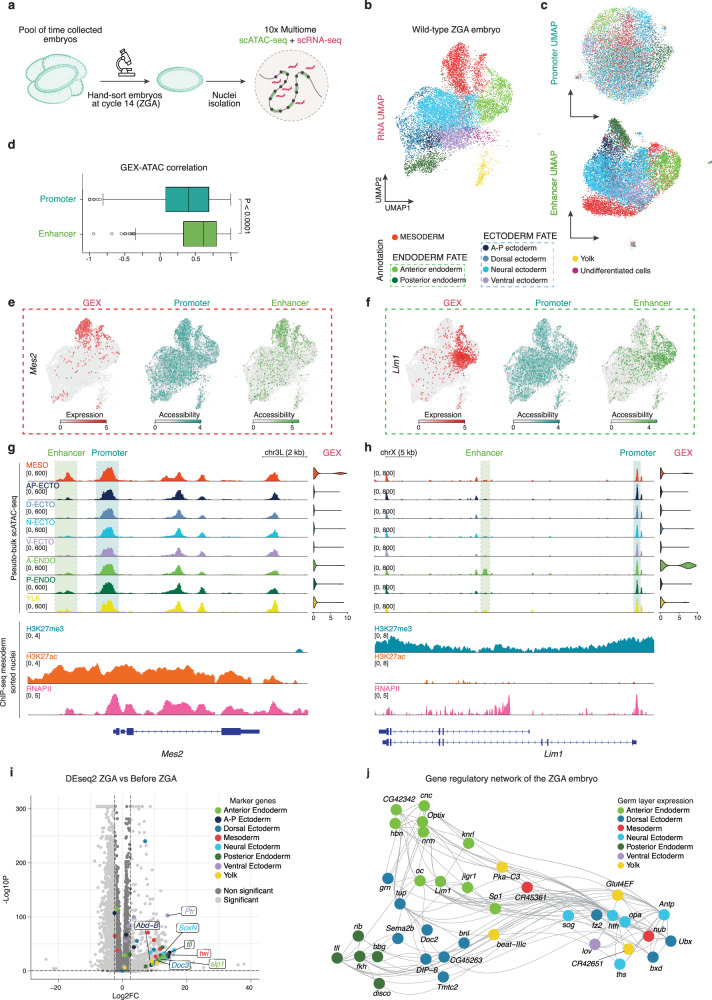
Single-cell multiomic profiling reveals enhancer-guided early cell fate commitment in ZGA embryos. **a** Experimental design and schematic representation of collection strategy and manual selections of ZGA embryos. Nuclei are isolated and processed for 10× Multiome (scATAC-seq + scRNA-seq). Adapted from an image created in BioRender. Cardamone, F. (2025) https://BioRender.com/a06c492. **b** UMAP embedding of scRNA-seq data of two integrated biological replicates of the ZGA embryo. Cluster identities were assigned by expression of marker genes. A-P ectoderm, anterior-posterior ectoderm. **c** UMAP embedding of scATAC-seq based on either promoter peaks or enhancer peaks associated to the highly variable genes, highlighting the contribution of enhancer regions in driving germ layers definition. **d** Distribution of spearman correlation between gene expression (GEX) and accessibility (ATAC) of highly variable genes (HGVs) at their most accessible promoter peak or at their highest score linked peak (enhancer), in each single-cell. Boxes center refers to mean, lower and upper quartiles (Q1 and Q3, respectively). Whiskers, 1.5 × IQR below Q1 and above Q3. Outliers are shown. Two-sided Mann–Whitney *U* test. *P* = 3.45 × 10^−22^. **e**, **f** Gene expression (GEX) or chromatin accessibility of most accessible promoter peak or highest score linked peak (enhancer) of *Mes2* (mesoderm marker gene) and *Lim1* (anterior endoderm marker gene). Dashed boxes highlight the germ layer where the gene is expressed. **g**, **h** Genome browser snapshot of *Mes2* and *Lim1* loci. Top, aggregated ATAC reads of each germ layer and violin plot of the respective *Mes2* or *Lim1* gene expression (GEX). Promoter is highlighted by blue dashed box, enhancer is highlighted by green dashed box. Bottom, ChIP-seq signal of H3K27me3 (this study), H3K27ac and RNA polymerase II (RNAPII) from mesoderm sorted nuclei^44^. MESO, mesoderm. AP-ECTO, anterior-posterior ectoderm. D-ECTO, dorsal ectoderm. N-ECTO, neural ectoderm. V-ECTO, ventral ectoderm. A-ENDO, anterior endoderm. P-ENDO, posterior endoderm. YLK, yolk. **i** Volcano plot showing differential gene expression analysis in ZGA versus before ZGA embryos. Dot colour represents the marker genes used to annotate the 10× Multiome dataset or significance. Two-sided Wald test. Source data are provided as Source Data file. **j** Gene regulatory network of the wild-type ZGA embryo inferred by Pando^84^ on the 10× Multiome dataset. Dot colour represents the annotated germ layer of the cell with the highest gene expression value for each gene.

Next, we examined whether the accessibility of specific *cis*-regulatory elements, such as enhancers and promoters, define cell identity at ZGA. To this end, we focused on highly transcriptomically variable genes (HVGs) in our dataset and performed UMAP visualization based on (i) the most accessible promoter of those genes or (ii) the enhancer with the highest correlation to gene expression (see Methods and Supplementary Fig. 3d). Intriguingly, enhancer accessibility could define the different germ layers resembling the transcriptomic embedding, whereas promoters did not (Fig. 2c and Supplementary Data 3). Among those putative enhancers, 62% overlapped with a curated list of regulatory regions^80^, underscoring the reliability of our method (Supplementary Data 3). Additionally, gene expression correlated with the accessibility of enhancers rather than promoters (Fig. 2d), in line with previous findings at later developmental stages (4 to 6 h embryos)^59,60^. The same was observed for marker genes, suggesting that their expression is instructed preferentially by enhancers (Supplementary Fig. 3e). To support our findings with an orthogonal approach, we performed clustering and visualization in our scATAC-seq embedding based on previously annotated enhancer peaks^80^, confirming that enhancers are better definers of cell types already at the ZGA stage (Fig. 2c and Supplementary Fig. 3f). To exemplify this at single-cell level, we looked at gene expression and chromatin accessibility for germ layer specific marker genes, such as *Mes2* (mesoderm marker), *Lim2* (anterior endoderm marker), and *fkh* (posterior endoderm marker). Interestingly, enhancer accessibility correlated with the expression of these genes in the same nuclei, whereas promoters were ubiquitously open regardless of gene expression (Fig. 2e–h and Supplementary Fig. 3g, h). Our single-cell findings expand on the ChIP-seq results of H3K27me3 and H3K27ac in nuclei from mesoderm cells, suggesting that the mutually exclusive enrichment of these two marks is likely not limited to mesoderm but is also a feature of ZGA embryos, as inferred from the differential chromatin accessibility measured by scATAC-seq. This implies that the specification of different chromatin states across different germ layers starts quite early in the embryo, already at the ZGA stage (Fig. 2g, h and Supplementary Fig. 3h). On the other hand, RNA polymerase II (RNAPII) was present both at mesoderm and other germ layer specific genes in mesoderm sorted nuclei, in line with previous findings, suggesting that promoter accessibility is maintained across different cell types by a possibly paused RNA polymerase independently of cellular identity, while productive transcription is governed by tissue specific enhancers (Fig. 2g, h and Supplementary Fig. 3h)^63,81–83^.

Moreover, to understand the timing of germ layer specification during embryogenesis, we generated bulk RNA-sequencing (RNA-seq) from (i) early quiescent embryos (before cycle 9) and (ii) cycle 14 embryos during ZGA. 

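Wild-type embryos were laid within 1 h at 25 °C, staged by hand under oil and collected before nuclear cycle 9 or at cycle 14, with 3 biological replicates at each stage. The paper describes RNA extracted from whole embryos, removal of ribosomal RNA and strand-specific libraries, and calls these libraries total RNA-seq, while the sample labels give the molecule as nuclear RNA. The authors mapped the reads to the dm6 genome with STAR, keeping reads that map to many positions, and deposited an estimated count for each gene and library without normalization. Of all values, 2.9% are not whole numbers, as happens when reads are divided between genes, and counts were rounded before testing. Library totals lay between 16107225 and 17545597 estimated counts before cycle 9, with a median of 17192553, and between 6243485 and 13773740 at cycle 14, with a median of 10523092. The floor of 3 counts corresponds to 0.171 to 0.186 CPM (counts scaled to library size) before cycle 9 and to 0.218 to 0.481 CPM at cycle 14, so low expression is measured less precisely at cycle 14. Counts from amplified libraries are not independent molecules, and these floors cover counting error only. Counts were normalized with edgeR's TMM factors, genes with too few counts in every group were removed with filterByExpr, and edgeR's quasi-likelihood model was fitted to the 8467 remaining genes over all 18 libraries of both stages and 3 genotypes. A gene was called differentially expressed at an adjusted p-value (Benjamini-Hochberg) under 0.05 and an absolute log2 fold change of at least 1. The same counts can be normalized with DESeq2, which the authors used, and this choice moves the balance between higher and lower genes. Between cycle 14 and the stage before cycle 9, 1778 genes were higher and 2526 lower, so that 41.3% of the called genes were higher. With DESeq2's size factors and Wald test 2414 were higher and 2236 lower, or 51.9% higher.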

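Across the 52 marker genes of the annotated germ layers, the median level in wild-type embryos was 0.0678 CPM before cycle 9 and 68.9 CPM at cycle 14. Before cycle 9, 35 of the 52 markers had a mean under 1 CPM, and at cycle 14 none did. The mesoderm marker twi, on chromosome 2R of dm6 from 22985374 to 23048325, had 0.0189 ± 0.0328 CPM (SD, n = 3) before cycle 9 and 279 ± 13.3 CPM (SD, n = 3) at cycle 14. The neural ectoderm marker sog, on chromosome X from 15603283 to 15633434, had 0 counts in every library before cycle 9 and 606 ± 36.3 CPM (SD, n = 3) at cycle 14. The ventral ectoderm marker Ptr, on chromosome 2R from 6181748 to 6196320, had 0.0769 ± 0.0319 CPM (SD, n = 3) and 1606 ± 110.2 CPM (SD, n = 3). The other markers were not all silent at the earlier stage. Before cycle 9, 13 of the 52 had at least 10 CPM, namely hb, numb, bun, jigr1, lov, fra, bbg, ush, Corp, cnc, Mes2, zfh1 and ken. The anterior endoderm marker cnc had 448 ± 6.75 CPM (SD, n = 3) before cycle 9 and 98.4 ± 2.30 CPM (SD, n = 3) at cycle 14.

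**Figure D1:**
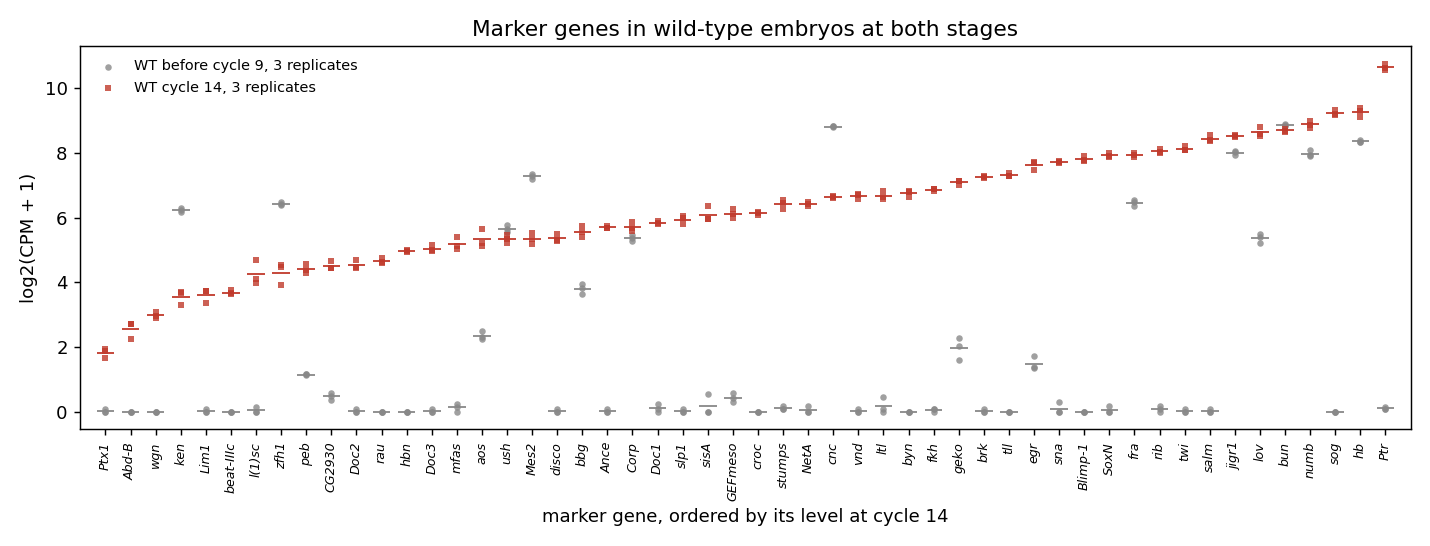
Levels of the 52 marker genes in wild-type embryos, as log2(CPM + 1), for 3 replicates before cycle 9 (grey circles) and 3 at cycle 14 (red squares), with a line at each mean. Of the 52 markers, 35 sit under 1 CPM before cycle 9 and 13 sit at or above 10 CPM.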

We examined the expression levels of our set of marker genes used for annotating the multiomic dataset (Supplementary Fig. 3c and Supplementary Data 2). 

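In edgeR's quasi-likelihood test, 42 of the 52 marker genes were higher at cycle 14 than before cycle 9, 4 were lower and 6 were not called. These counts were the same when p-values were adjusted over the 52 markers alone. The median log2 fold change of the markers was 9.41. Because twi had at most 1 count per library before cycle 9, its increase is a lower bound, at least 1603-fold, with an adjusted p-value of 5.31e-14 from edgeR's test with Benjamini-Hochberg adjustment. The corresponding bound for sog is at least 3483-fold (adjusted p = 1.06e-11 from edgeR's test), and that for Ptr is at least 9228-fold (adjusted p = 1.46e-13 from edgeR's test). The 4 markers that were lower at cycle 14 were Mes2, zfh1, ken and cnc. Their log2 fold changes were -1.97 for Mes2 (standard error 0.13), -2.17 for zfh1 (standard error 0.15), -2.77 for ken (standard error 0.12) and -2.19 for cnc (standard error 0.08), all with adjusted p-values of at most 4.05e-10 from edgeR's test. The 6 markers that were not called were hb, numb, jigr1, Corp, bun and ush. Of these, hb and numb rose with log2 fold changes of 0.90 and 0.91, just under the fold threshold. For each of these genes except ush, which had an adjusted p-value of 0.329 in edgeR's test, the difference passed the p-value threshold. With 3 libraries against 3, the smallest p-value an exact permutation test of any single gene can give is 0.1. The alternative that moved the marker count most was a filter of at least 10 counts in every sample, which removes genes absent before cycle 9 and left 8 markers higher. By edgeR's fitted log2 fold change, which ranks genes at 0 counts above genes with a few, the largest increases among genes with at least 5 CPM were those of mira, CG7271 and sog, although the bound for Ptr is higher, and CG7271 has counts that are not whole in 66.7% of libraries. The paper reads the timing of germ layer specification from this contrast between the stages.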

Differential expression analysis showed that cell identity markers are actively expressed at the time of ZGA but not earlier, suggesting that, while positional informations are instructed by maternally deposited factors^8^, germ layer specification occurs exclusively with the awakening of the zygotic genome (Fig. 2i). Consequently, gene regulatory network (GRN) analysis^84^ based on our ZGA scRNA-seq and scATAC-seq revealed the cooperative regulation of cell type specification by key regulators as *tll* and *sog*, which were expressed in posterior endoderm and neural ectoderm, respectively (Fig. 2j).

Overall, our data suggest that ZGA represents the earliest time point in embryogenesis in which cell type specific enhancers become active and initiate the transcriptional programs essential for germ layer specification.

### E(z) and CBP depleted embryos display aberrant ZGA and failure in completing embryogenesis

E(z) and CBP are responsible for H3K27me3 and H3K27ac modifications, respectively^24,27,85–87^. To explore the roles of these enzymes on the establishment of cell type-specific transcriptomes and chromatin states at ZGA, we generated embryos with maternal depletion of each factor at both RNA and protein levels (Supplementary Fig. 4a)^24,27^.

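At the RNA level, nej, the gene that encodes CBP (chromosome X of dm6, 9665442 to 9687066), had 1122 ± 55.1 CPM (SD, n = 3) in wild-type embryos before cycle 9 and 268 ± 33.2 CPM (SD, n = 3) in CBP-KD embryos. The log2 fold change was -2.06 (standard error 0.14, adjusted p = 1.64e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At cycle 14 nej had 1960 ± 404 CPM (SD, n = 3) in wild type and 580 ± 67.8 CPM (SD, n = 3) in CBP-KD, a log2 fold change of -1.76 (standard error 0.14, adjusted p = 1.44e-08 from edgeR's test). E(z) (chromosome 3L, 10634575 to 10638130) had 103 ± 4.19 CPM (SD, n = 3) in wild type before cycle 9 and 0.182 ± 0.111 CPM (SD, n = 3) in E(z)-KD, where no library had more than 4 counts. The log2 fold change was -9.11 (standard error 0.31, adjusted p = 1.44e-12 from edgeR's test). At cycle 14 E(z) had 33.1 ± 1.39 CPM (SD, n = 3) in wild type and 4.74 ± 1.08 CPM (SD, n = 3) in E(z)-KD, a log2 fold change of -2.80 (standard error 0.20, adjusted p = 6.77e-09 from edgeR's test). The 3 knockdown libraries lay below the 3 wild-type libraries in each of these 4 comparisons, and an exact two-sided permutation test gave p = 0.1, the smallest that 3 against 3 allow. Over the alternative settings and with each replicate left out in turn, the log2 fold change of nej stayed between -2.18 and -1.97 before cycle 9 and between -1.93 and -1.66 at cycle 14. That of E(z) stayed between -9.44 and -8.67 before cycle 9 and between -2.99 and -2.62 at cycle 14. E(z) overlaps the gene CG34001 on the opposite strand, and how the authors' counting treated strand was not determined here. In the knockdown of the other factor, nej did not differ in E(z)-KD embryos (log2 fold change -0.03 before cycle 9, adjusted p = 0.910 from edgeR's test, and -0.22 at cycle 14, adjusted p = 0.158), whereas E(z) was lower in CBP-KD embryos at cycle 14 (log2 fold change -1.66, adjusted p = 6.13e-07 from edgeR's test) but not before cycle 9 (log2 fold change -0.16, adjusted p = 0.473).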

By immunofluorescence, we observed a dramatic loss of H3K27me3 and H3K27ac in embryos depleted of E(z) and CBP, respectively (Supplementary Fig. 4b). Additionally, DAPI staining of cycle 14 embryos did not highlight dramatic differences in morphology nor nuclei number across conditions, except for the expected twisted phenotype and a slight reduction of nuclei upon CBP depletion^88^ (Supplementary Fig. 4c). However, only about 20–30% of the CBP-KD and E(z)-KD embryos reached cycle 14, and none of them completed embryogenesis (Supplementary Fig. 4d)^24,27^. This observation goes in line with previous reports showing a complete arrest of embryogenesis at the ZGA stage in CBP perturbed embryos across species, strengthening its conserved role in regulating early embryogenesis^24,31,89–91^.

To investigate whether any maternal effects upon CBP or E(z) depletion could cause defects in embryogenesis before ZGA, we performed bulk RNA-seq in embryos before cycle 9 and at cycle 14 (Supplementary Fig. 4e). 

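In this experiment E(z), the methyltransferase that deposits H3K27me3, or CBP, the acetyltransferase that deposits H3K27ac, was depleted by RNA interference in the female germline, which acts on the maternal product. Libraries of E(z)-KD and CBP-KD embryos, 3 biological replicates per genotype and stage, were set beside the 6 wild-type libraries. Library totals before cycle 9 lay between 14745385 and 17946981 estimated counts in E(z)-KD, with a median of 17604511, and between 13918026 and 15245855 in CBP-KD, with a median of 14265916. At cycle 14 they lay between 14237645 and 17040484 in E(z)-KD, with a median of 15747720, and between 13804809 and 18262562 in CBP-KD, with a median of 16402468. Wild type at cycle 14 was therefore the least deeply sequenced group, and its replicate 1 the smallest library. Between replicates, the chi-square statistic divided by the number of genes lay between 3.2 and 20.54 over the 18 replicate pairs. This sets the spread between separate collections of embryos against counting noise alone, so that values above 1 follow from the design. Each knockdown was compared with wild type at the same stage, and the difference between the effects at the 2 stages was tested as an interaction. Replicate numbers are shared between groups, although same-numbered libraries are separate collections of embryos. The ERCC spike-ins that were added to the RNA were not used here, so the values are relative to the RNA of each library and cannot show a change in its total amount.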

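Before cycle 9, 630 genes were higher and 178 lower in E(z)-KD than in wild type among the 8467 genes tested, and 636 were higher and 205 lower in CBP-KD. The called genes make up 9.54% of the tested genes in E(z)-KD and 9.93% in CBP-KD. With every library thinned to the smallest total, 631 genes were called in E(z)-KD and 548 in CBP-KD, so both numbers fall at lower depth. Same-numbered libraries of E(z)-KD and wild type deviated together to a small degree, with a mean correlation of deviations from the group means of 0.123, against -0.0613 for libraries with different numbers. With the replicate number as a block, 620 genes were higher and 177 lower in E(z)-KD. The counts moved up with no fold threshold, to 1569 higher and 1310 lower genes in E(z)-KD and 2043 higher and 628 lower in CBP-KD. They moved down with a filter of at least 10 counts in every sample, which left 207 higher and 91 lower genes in E(z)-KD and 118 higher and 98 lower in CBP-KD. Along the first 2 principal components of the 500 most variable genes, the mean of the E(z)-KD libraries lay at a distance of 1.55 from the wild-type mean, and that of the CBP-KD libraries at 3.81. The single CBP-KD libraries lay between 1.86 and 6.63 from the wild-type mean, so their own spread is as large as the mean distance. The farthest wild-type library lay at 0.911. Both distances gave an exact permutation p of 0.1, the smallest that 3 libraries against 3 allow. These distances depended on the transformation more than on any other choice. With log2 CPM, the PCA distance between E(z)-KD and WT before cycle 9 was 34.3 and the PCA distance between CBP-KD and WT before cycle 9 was 26.4. By edgeR's fitted log2 fold change, the largest increases in E(z)-KD were those of CG11453 (72.6 ± 7.98 CPM, SD, n = 3), Vdup1 (37.4 ± 6.60 CPM, SD, n = 3) and CG14567 (33.4 ± 4.79 CPM, SD, n = 3), each with 0 counts in wild type, and the largest decreases were those of snRNA:U2:34ABa and E(z) itself. In CBP-KD the largest increases were those of DNApol-gamma35, CG17470 and LM408, and the largest decreases those of CG33649, Hayan and Idgf2. DNApol-gamma35 and CG33649 have the same coordinates in the annotation (chromosome 2L, 13831482 to 13833105), so the division of reads between them is uncertain, and snRNA:U2:34ABa has counts that are not whole in 77.8% of libraries.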

Notably, Principal component analysis (PCA) showed mild transcriptomic differences between wild-type and maternally depleted embryos before cycle 9, suggesting that the germline depletion of these factors does not drastically impair the maternal RNA load. In contrast, a marked transcriptomic difference was observed at cycle 14, confirming that the depletion of E(z) or CBP has a direct effect on the ZGA process.

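At cycle 14, 956 genes were higher and 1099 lower in E(z)-KD than in wild type, and 1016 were higher and 1287 lower in CBP-KD. The called genes make up 24.3% of the tested genes in E(z)-KD and 27.2% in CBP-KD. The share of called genes that were higher was 46.5% in E(z)-KD and 44.1% in CBP-KD. With DESeq2's size factors and test it was 36.2% (751 higher, 1326 lower) and 34.8% (789 higher, 1477 lower). On the same principal components, the distance from the wild-type mean was 21.1 for E(z)-KD, with single libraries between 20.3 and 22.2, and 48.3 for CBP-KD, with single libraries between 42.7 and 51.7. These are 13.6 and 12.7 times the distances before cycle 9, and over the alternatives the ratio ran from 1.21 to 20.7 for E(z)-KD and from 2.39 to 31.0 for CBP-KD. Each again gave an exact permutation p of 0.1, the smallest possible. With log2 CPM in place of the variance stabilizing transformation, the PCA distance between E(z)-KD and WT cycle 14 was 41.5 and the PCA distance between CBP-KD and WT cycle 14 was 63.1. Tested directly as an interaction, the E(z)-KD effect differed between the stages for 1245 genes and the CBP-KD effect for 1632 genes. From the contrast between this stage and the earlier one, the paper concludes that the depletions act on ZGA itself.

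**Figure D2:**
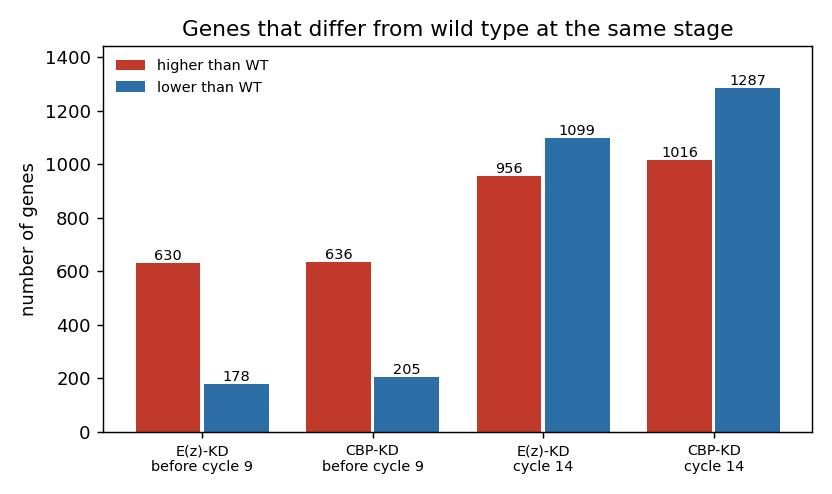
Number of genes higher (red) and lower (blue) than wild type at the same stage in E(z)-KD and CBP-KD embryos, 3 replicates per group, at an adjusted p-value under 0.05 in edgeR's test and an absolute log2 fold change of at least 1. The bars rise from 630 and 178 genes in E(z)-KD before cycle 9 to 956 and 1099 at cycle 14.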

Moreover, in agreement with the immunofluorescence, chromatin from E(z)-KD and CBP-KD cycle 14 embryos showed reduced levels of the corresponding mark, as assessed by bulk CUT&Tag (Supplementary Fig. 4f–h).

### E(z) and CBP play distinct roles in regulating cell identities in early embryos

To characterize the roles of CBP and E(z) at single-nucleus resolution, we performed 10× Multiome across two biological replicates in precisely hand-selected E(z)-KD and CBP-KD embryos at ZGA (Fig. 3a). After quality filtering and data integration of wild-type and KD datasets, we retrieved a total of 22,358 nuclei. UMAP dimensional reduction based on the RNA embedding highlighted transcriptomic differences between WT and mutants (Fig. 3b, left panel, and Supplementary Data 4). By using the previously mentioned marker genes for annotation (as shown in Supplementary Fig. 2b and Supplementary Data 2), we could successfully identify the main germ layers in E(z)-KD embryos but not in the CBP-KD counterparts (Fig. 3b, right panel and Supplementary Data 5). By using either scATAC-seq or combined scATAC-seq + scRNA-seq data, we confirmed that chromatin accessibility also contributes to the differences between wild-type and KD conditions as well as germ layers, as highlighted by very well-defined clusters in both UMAP embeddings (Supplementary Fig. 5a–c).

**Fig. 3:**
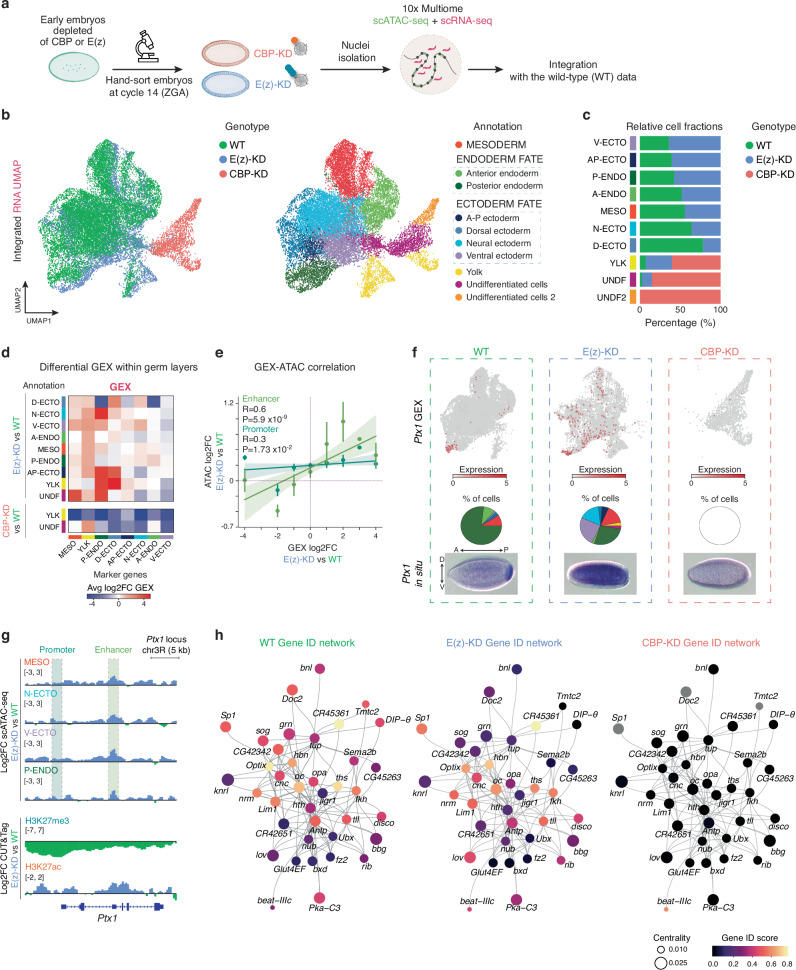
Loss of cell fate occurs upon chromatin factors depletion. **a** Experimental design. Early embryos depleted of CBP or E(z) are aged and hand-selected at ZGA based on their morphology. Subsequently, nuclei isolation is performed and 10× Multiome (scATAC-seq + scRNA-seq) is performed in two biological replicates. Adapted from an image created in BioRender. Cardamone, F. (2025) https://BioRender.com/a06c492. **b** UMAP embedding of integrated scRNA-seq of wild-type, E(z)-KD and CBP-KD data. Left, cluster identities were assigned based on the respective genotype. Right, cluster identities were assigned by expression of marker genes. **c** Bar plot showing the relative abundance per annotated germ layer. To calculate the relative abundance, the total number of cells in each genotype was considered. UNDF, undifferentiated cells. UNDF-2, undifferentiated cells 2 (CBP-KD specific). **d** Average log2 fold change of marker gene expression upon E(z)-KD or CBP-KD. The heat map shows ectopic expression of marker genes upon loss of E(z) or complete shut-down of transcription upon CBP-KD. **e** Correlation plot between differential GEX and accessibility of promoters (dark green) or enhancers (light green) of marker genes upon E(z)-KD in each single cell. Spearman correlation coefficient (R) and *P*-value (P) are shown. Data are presented as mean values +/− SD. **f** Top, Gene expression (GEX) of *Ptx1* (posterior endoderm marker gene) in wild-type, E(z)-KD and CBP-KD. Pie charts represent fraction of cells expressing the gene within each germ layer. Bottom, Representative in situ hybridization image from three biological replicates of *Ptx1* RNA in wild-type, E(z)-KD and CBP-KD. A anterior, P posterior, D dorsal, V ventral. **g** Top, Genome browser snapshot of *Ptx1* locus. Differential accessibility between E(z)-KD and wild-type cells in different germ layers. Promoter (P) is highlighted with a blue dashed box while enhancer (E) is highlighted with a green dashed box. Bottom, Differential CUT&Tag signal between E(z)-KD and wild-type for H3K27me3 and H3K27ac. **h** Gene identity network of wild-type, E(z) and CBP depleted embryos. Gene ID score refers to the ratio of expressing cells which are annotated as the expected germ layer, with respect to the total number of cells.

Quantification of the relative wild-type and mutant cell fractions per germ layer revealed a significant loss of cell identity in embryos depleted of either chromatin factor. E(z) mutants exhibited a redistribution of nuclei across annotated germ layers (Fig. 3c and Supplementary Data 5), with a gain of yolk and undifferentiated cells when compared to wild-type embryos. Strikingly, embryos depleted of the co-activator CBP presented a more dramatic loss of cellular identity, with most cells classified as yolk and two undifferentiated clusters that did not show enrichment for germ layer marker gene signatures (Supplementary Fig. 5d). This prompted us to investigate whether CBP depleted nuclei might exhibit an increase tendency towards pluripotency by employing an entropy score analysis tool^92^. Briefly, using a protein-protein interaction (PPI) network, the number of active biological processes per genotype is measured. Since a committed or differentiated cell preferentially activates specific pathways, it would manifest a lower entropy rate. On the contrary, pluripotent cells would show a state of uncertainty or promiscuous signaling and, thus, high entropy levels. Our analysis revealed a higher entropy score in the CBP-KD condition, likely due to the undifferentiated clusters, underscoring the essential function of CBP in promoting pluripotency exit during embryogenesis (Supplementary Fig. 5e).

Taken together, our data suggest the fundamental and distinct roles of E(z) and CBP in establishing and maintaining cellular identity during ZGA.

### H3K27me3 protects germ layer-specific genes from aberrant CBP-mediated activation

To investigate in detail how cellular identities change upon loss of each chromatin factor, we examined the single-cell changes in gene expression and chromatin accessibility in E(z)-KD and CBP-KD embryos compared to wild-type condition.

E(z) depleted embryos displayed an overall misexpression of marker genes across different germ layers, which was accompanied by a widespread increase in chromatin accessibility at both promoters and enhancers regions (Fig. 3d, Supplementary Fig. 5f and Supplementary Data 6). In particular, known markers of the dorsal ectoderm and posterior endoderm became upregulated and more accessible in multiple other embryonic tissues. Interestingly, changes in gene expression upon E(z)-KD correlated more strongly with differential opening of enhancers rather than promoters, supporting the role of E(z) in preserving proper germ layer transcription by tuning chromatin accessibility (Fig. 3e). Notably, E(z) depletion caused aberrant deposition of H3K27ac (Supplementary Fig. 5g), in line with previously published data across different species, thus highlighting its conserved role^27,55,93,94^.

Conversely, CBP appears to be essential for ZGA, with its absence leading to a complete cessation of transcription (Fig. 3d, Supplementary Fig. 3f and Supplementary Data 6). Interestingly, transcriptional shutdown was not followed by a reduction in chromatin accessibility in neither promoters nor enhancers upon CBP depletion (Supplementary Fig. 3f and Supplementary Data 6), as also described in other cellular contexts or model organisms^95–97^.

To exemplify the consequences of E(z)-KD and CPB-KD more deeply, we focused on two specific genes: *Ptx1*, a paired-like homeobox transcription factor^98^, and *Doc2*, a tissue-specific T-box transcription factor^99^, which are markers of posterior endoderm and dorsal ectoderm, respectively. Both marker genes were ectopically expressed in most germ layers in E(z)-KD embryos, whereas their expression was absent in CBP-KD embryos, as also confirmed by in situ hybridization (Fig. 3f and Supplementary Fig. 6a). Furthermore, *cis*-regulatory elements of both *Ptx1* and *Doc2*^36^ were aberrantly accessible in multiple different cell types upon depletion of E(z) (Fig. 3g and Supplementary Fig. 6b–d). Moreover, we observed increased H3K27ac enrichment at both loci upon H3K27me3 depletion induced by E(z)-KD, which was associated with a mild elevation of CBP binding and increased transcript levels, in contrast to CBP-KD embryos (Supplementary Fig. 6e, f).

Based on these results, we interrogated how our previously inferred wild-type GRN of the ZGA embryo would be affected upon perturbing the chromatin landscape by E(z) or CBP depletion (Fig. 2j). Interestingly, E(z) depletion caused a loss of cell identity also in key TFs involved in germ layer specification, which become ectopically expressed across cell types (Fig. 3d–h). Notably, while some TFs remained expressed in the expected germ layer, such as *Lim1* or *oc*, others, like *opa*, became broadly expressed across multiple cell types. This aberrant expression of key TFs may disrupt the underlying regulatory networks specific to each germ layer. In contrast, CBP depletion resulted in the complete loss of TF identity, leading to a failure in germ layer specification (Fig. 3c and Supplementary Fig. 5d).

The findings collectively suggest that E(z)-dependent H3K27me3 determines the identity of different germ layers by selectively modulating the aberrant activation of enhancers of essential marker genes by CBP and H3K27ac. Conversely, CBP functions as a fundamental transcriptional activator of the embryonic genome, as its absence results in a complete cessation of transcription without affecting chromatin accessibility.

### Canonical enhancer activity patterns are lost upon chromatin factors depletion

Our findings suggest that the chromatin environment surrounding enhancer regions must be finely tuned to achieve the correct gene activation/repression in a cell type-specific fashion. To validate this result, we generated transgenic fly lines to test the in vivo expression pattern of enhancers that were identified both in our scATAC-seq peaks and in a curated database (Supplementary Fig. 6c–f)^80^. Specifically, we examined two previously characterized regulatory regions for *Ptx1* and two for *Doc2*^36^, in control embryos as well as embryos depleted of E(z) or CBP during ZGA (see Methods and Supplementary Fig. 7a).

We analyzed the reporter expression patterns by in situ hybridization using a probe against LacZ. As expected, control embryos displayed canonical expression patterns of the reporter gene^36^. Interestingly, E(z) depleted embryos exhibited a spreading of the reporter expression areas compared to control, indicating aberrant enhancer activity (Supplementary Fig. 7b). This observation supports our hypothesis that H3K27me3 restricts enhancer activity to the appropriate cell types. For example, an ectopic reporter expression for *Doc2* enhancers was observed in the anterior-posterior axis and ventral ectoderm of the embryo, consistent with our multiomic results (Fig. 3f, g, Supplementary Fig. 5f and Supplementary Fig. 6a,f). However, the reporter lines did not fully recapitulate the severe phenotypes observed in the in situ hybridization experiments for the two endogenous genes upon E(z) depletion (Fig. 3f and Supplementary Fig. 6a). This suggests that the loss of H3K27me3 may result in the combinatorial activation of multiple enhancers, rather than the misregulation of a single regulatory region, driving ectopic gene expression. In contrast, CBP-depleted embryos displayed a complete loss of the expression pattern, mimicking the results obtained for the gene expression of *Ptx1* and *Doc2*, confirming the role of CBP as an activator of developmental enhancers (Fig. 3f, Supplementary Fig. 6a and Supplementary Fig. 7b).

Together, these in vivo reporter assays build on our previous findings and suggest that strict chromatin regulation is essential during early embryogenesis to ensure the proper activation or repression of developmental enhancers at key regulatory genes during ZGA.

### Changes in the chromatin landscape affect the developmental dynamics of embryogenesis

To assess how perturbations in the epigenetic landscape, resulting from CBP or E(z) depletion, influence the timing of embryogenesis, we leveraged a previously published single-cell epigenomic and transcriptomic *continuum* of *Drosophila* development^56^. We selected from this reference six time points to capture embryonic stages from before ZGA to gastrulation, with 0–2 and 1–3 h classified as early stages, 2–4 and 3–7 h as middle stages, and 4–6 and 8–10 h as late stages (Fig. 4a). After projecting our wild-type and mutant single-cell multiome data into this reference (Fig. 4b), we analyzed the distribution of each genotype across embryogenesis.

**Fig. 4:**
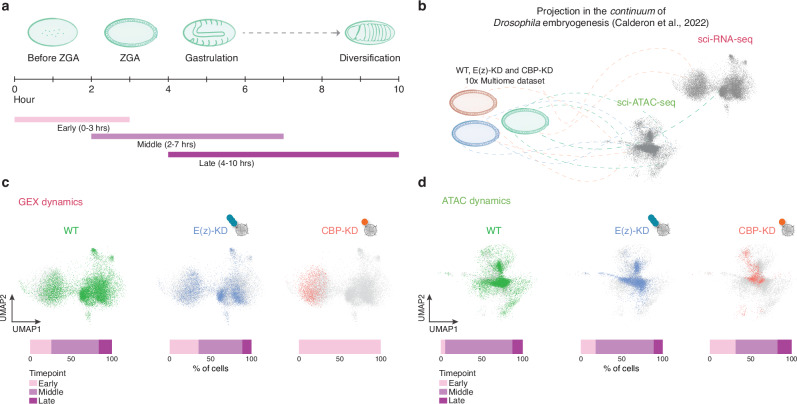
Transcriptomic and epigenomic temporal dynamics upon chromatin factors depletion reveal transcription-independent chromatin progression. **a** Schematic of early *Drosophila* development, from fertilization to diversification events. Early, middle and late time points are highlighted in pink, light purple and dark purple respectively. **b** Analysis design. 10× Multiome data from wild-type, E(z)-KD and CBP-KD nuclei at ZGA were projected in the sci-RNA-seq or sci-ATAC-seq *continuum* of *Drosophila* embryogenesis^56^ to assess the developmental progression of each projected genotype for both transcription and chromatin accessibility. **c** UMAP embedding of the scRNA-seq (GEX) data colored by genotype with respective bar plot representing the fraction of nuclei enriched in each developmental time point. The projection shows the developmental delay caused by the absence of CBP. **d** Same as (**c**) but for scATAC-seq peaks (ATAC). The projection highlights the dispensable function of CBP in establishing global accessibility.

As expected, wild-type nuclei predominantly aligned with the middle clusters for both gene expression and chromatin accessibility, especially enriched in the 3 to 7-h group (Fig. 4c, d and Supplementary Fig. 7c). E(z)-KD showed a marginal shift towards the early cluster both in transcriptomic and chromatin accessibility dimensions. On the other hand, CBP depleted embryos showed the most pronounced deviation, with all cells enriching in the early stage cluster based on the transcriptome, indicating a dramatic transcriptional delay upon CBP depletion. In line with this, cell fate specification of the different germ layers is fully achieved in the mid time point, corresponding to the ZGA stage, while early clusters were predominantly enriched by undifferentiated and yolk cells that were mostly present in CBP-KD (Supplementary Fig. 7e).

Interestingly, chromatin accessibility was largely maintained in CBP-KD embryos, suggesting that despite the absence of CBP, H3K27ac, and transcription, chromatin accessibility progressed in a manner comparable to that in control nuclei (Fig. 4c, d and Supplementary Fig. 7c). This suggests that regulatory mechanisms governing chromatin accessibility in these early embryos may differ from those found in other organisms or in more differentiated somatic cells, where CBP depletion typically causes both transcriptional shutdown and reduced chromatin accessibility^50,100^. Consistent with this, accessibility at promoters and enhancers remained largely unchanged, indicating that CBP primarily regulates their activation rather than their accessibility, as further supported by our in vivo enhancer reporter assay (Supplementary Fig. 5f, Supplementary Fig. 6c–f and Supplementary Fig. 7b).

To validate our data with an orthogonal approach, we computationally conducted a pseudo-time analysis using our integrated single-cell ZGA dataset (Supplementary Fig. 7f, g). This analysis confirmed a transcriptomic delay in CBP-depleted embryos, whereas E(z)- depleted nuclei progressed further in embryogenesis similarly to wild-type. According to pseudotime ordering, the first germ layers to be defined were the posterior endoderm, ventral ectoderm, and anterior endoderm, followed by the dorsal to neural ectoderm specification, with mesoderm nuclei lastly acquiring their identity (Supplementary Fig. 7h). Notably, these results are in line with our projection in the 1–3 h window (before ZGA) of the real-time analysis, where only anterior-posterior endoderm and ventral ectoderm cells could be detected (Supplementary Fig. 7e, h). Interestingly, depletion of E(z) and H3K27me3 resulted in a mild transcriptional delay, leading to alterations in germ layer proportions. This aligns with our hypothesized specification timing, as germ layers that are formed earlier (such as posterior endoderm, undifferentiated, and yolk cells) expanded compared to wild-type, while later forming tissues, including the neural and dorsal ectoderm, were partially reduced (Fig. 3c and Supplementary Fig. 7d).

In summary, our temporal analysis underscores the role of chromatin factors, particularly CBP, in regulating both cell fate commitment and the precise timing of cell fate specification during early embryogenesis.

### CBP stabilizes pioneer factor binding and initiates zygotic genome activation

Next, we aimed to address whether the severe loss of cell fate upon CBP depletion could be attributed to the deregulation of pioneer factors by using CUT&Tag (Supplementary Fig. 8a).

To do so, we used our previously characterized list of actively transcribed genes at cycle 14 identified by GRO-seq, annotated by their dependency on the pioneer factor Zelda or the histone variant His2Av, hereafter referred to as H2A.Z^23,101^. Interestingly, Zelda-dependent genes showed high levels of H3K27ac before cycle 9 and ZGA, whereas H2A.Z-negative and -positive genes gained H3K27ac around cycle 10–12 and concomitantly with the minor wave of ZGA, at both promoters and enhancers (Fig. 5a and Supplementary Fig. 8b, c). The three gene categories exhibited high levels of Zelda, GAGA factor (GAF), and CBP binding during cycle 14 under physiological conditions. Interestingly, in CBP-KD embryos, we observed an overall reduction of Zelda and GAF binding at both promoters and enhancers, suggesting that CBP might be required to stabilize pioneer factors binding on chromatin (Fig. 5a and Supplementary Fig. 8b–d). Moreover, qPCR and bulk RNA-seq experiments suggest that CBP depletion does not directly affect the RNA levels of Zelda and GAF (Supplementary Fig. 8e). These findings are consistent with our previous report, which showed no significant changes in the protein levels of these two pioneer factors upon CBP depletion^24^.

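In the bulk RNA-seq libraries at cycle 14, zld, listed under its other name vfl (chromosome X of dm6, 19766465 to 19783548), had 2140 ± 290 CPM (SD, n = 3) in wild type and 1704 ± 87.1 CPM (SD, n = 3) in CBP-KD. The log2 fold change was -0.33 (standard error 0.12, adjusted p = 0.0229 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Trl, which encodes GAF (chromosome 3L, 14747929 to 14761049), had 284 ± 11.3 CPM (SD, n = 3) in wild type and 239 ± 20.1 CPM (SD, n = 3) in CBP-KD, a log2 fold change of -0.25 (standard error 0.08, adjusted p = 0.0119 from edgeR's test). Both changes pass the adjusted p-value threshold and neither reaches the fold threshold. For each gene the 3 CBP-KD libraries lay below the 3 wild-type libraries (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). Leaving out CBP-KD replicate 2 gave an adjusted p-value of 0.0836 for zld and 0.0682 for Trl in edgeR's test, and over the alternatives that give an adjusted p-value it ran from 4.61e-05 to 0.0981 for zld and from 3.18e-06 to 0.0682 for Trl. On the TPM scale the log2 ratios were nearer to 0, at -0.14 for zld and -0.061 for Trl, and with DESeq2's size factors and test the log2 fold changes were farther from 0, at -0.50 and -0.43. The paper's own source data give log2 fold changes of -0.504308 for zld and -0.386026 for Trl. The counts of Trl are not whole in 88.9% of libraries, and it overlaps CG42507 and Tsen34 on the same strand, so its count is uncertain. From these measurements and qPCR the paper proposes that CBP depletion does not directly change the RNA levels of the pair of pioneer factors.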

**Fig. 5:**
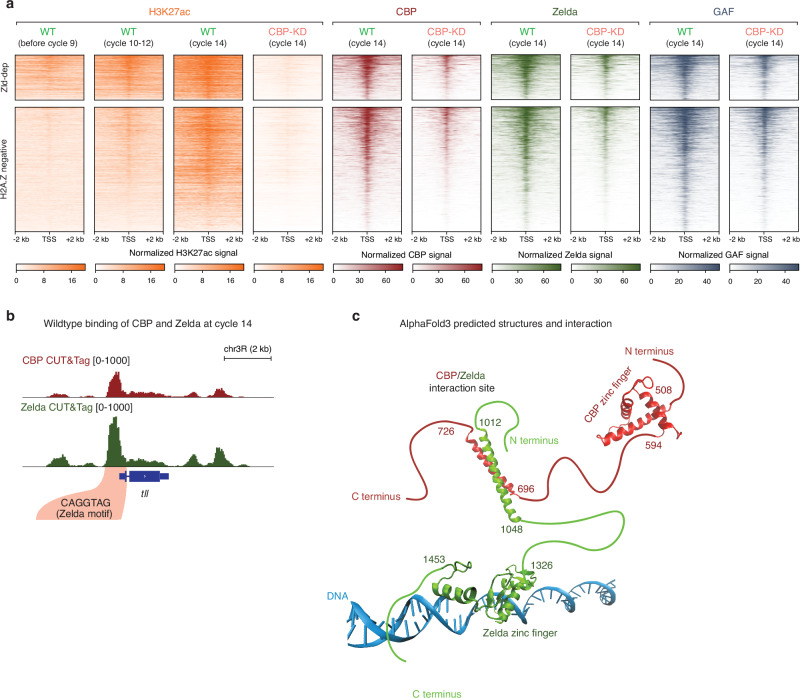
CBP stabilizes pioneer factors binding on chromatin through a possible coiled coil interaction. **a** Heat map of active ZGA genes identified by GRO-seq, clustered by their dependency on the pioneer factor Zelda (Zld-dep) or neither regulated by Zelda or H2A.Z (H2A.Z negative)^23^ Signal is centred around +/− 2 kb from TSS. Sorting is based on H3K27ac levels before cycle 9 and shows CUT&Tag signal distribution of this mark at three developmental time points and signal distribution of CBP, Zelda and GAF at ZGA in both wild-type and CBP-KD at cycle 14. **b** CUT&Tag signal of CBP and Zelda at *tll* locus, where both factors are bound during cycle 14 in wild-type embryos. The highlighted region indicates the localization of the Zelda motif used to predict the possible structure of binding between Zelda and CBP. **c** Alphafold3^102^ predicted structure and interaction between CBP and Zelda. Secondary structures are predicted by Alphafold3 and relaxed by molecular dynamics simulations of the DBD or coiled coil regions of CBP and Zelda. The amino acid ID is indicated from N terminus to C terminus. The red and green lines sketch the protein structure of CBP and Zelda, respectively. DNA of *tll* locus where Zelda motif is present is coloured in blue.

In addition, expression of Zelda-dependent and H2A.Z-negative genes was reduced in CBP depleted embryos compared to wild-type or E(z)-KD, whereas H2A.Z-positive genes were unaffected since they are involved in regulating housekeeping transcriptional programs by the histone chaperon Domino and the histone variant H2A.Z (Supplementary Fig. 9a)^23^. Gene ontology analysis of the affected Zelda-dependent and H2A.Z-negative genes revealed enrichment in terms associated with cell fate commitment (Supplementary Fig. 9b).

To explore the potential mechanism by which CBP might stabilize Zelda, we used AlphaFold3^102^ to model the structures and possible interactions between these proteins. For this analysis, we selected a locus containing the Zelda DNA binding motif that showed co-occupancy of CBP and Zelda in CUT&Tag experiments from wild-type cycle 14 embryos (Fig. 5c). Structurally, both Zelda and CBP were predicted to contain many intrinsically disordered regions (IDRs) (Supplementary Fig. 9c). Within these regions, the amino acid residues 696–726 of CBP and 1012–1048 of Zelda were predicted to have a high propensity for forming coiled coil motifs, which are often associated with protein-protein interactions. Alpfafold3 modeling suggested a possible interaction between these coiled coil regions, yealding a predicted dimeric complex with a calculated binding free energy of −6.08 kcal/mol. Based on this prediction, this coiled coil interaction could theoretically tether the zinc-finger of Zelda (residues 1326 to 1435) and of CBP (residues 508–594), constraining a spatial arrangement to a maximum distance of 144 nm. This hypothetical positioning might facilitate Zelda’s zinc finger binding to its DNA binding motif at the *tll* promoter region (Fig. 5c).

However, it is important to note that these AlphaFold3 predictions are purely computational and remain non-validated experimentally. We cannot rule out the possibility that CBP interacts with Zelda indirectly through an intermediate protein. Additional experimental studies will be required to confirm or refine these hypotheses and to uncover the precise mechanism by which CBP might influence Zelda function.

### CBP regulates RNA Polymerase II dynamics during ZGA

Our results suggest that CBP depletion does not lead to significant chromatin compaction despite the dramatic shutdown of transcription and destabilization of pioneer factor binding (Fig. 5a, Supplementary Fig. 5d–f, Supplementary Fig. 6a–f, Fig. 4c, d and Supplementary Fig. 7b–f). Based on this, we hypothesized that, in addition to the residual pioneer factor binding still associated with chromatin (Fig. 5a and Supplementary Fig. 8b, c), RNA polymerase II (RNAPII) may also remain bound to chromatin upon CBP loss, which could help prevent chromatin compaction during ZGA^50,83,103,104^.

To investigate CBP’s role in transcriptional regulation, we performed CUT&Tag on carefully hand-selected cycle 14 (ZGA) wild-type and CBP-KD embryos, targeting RNAPII phosphorylations at serine 5 (RNAPII-S5P) and serine 2 (RNAPII-S2P), which correspond to the initiation and elongation forms of RNAPII, respectively (Supplementary Fig. 10a). Focusing on nascent GRO-seq genes at ZGA, categorized by Zelda dependency^23,101^, we observed reduced RNAPII-S5P levels, particularly at the promoters of Zelda-dependent genes in CBP-depleted embryos (Fig. 6a). This finding suggests that Zelda destabilization might contribute to impaired RNAPII recruitment at these regions.

**Fig. 6:**
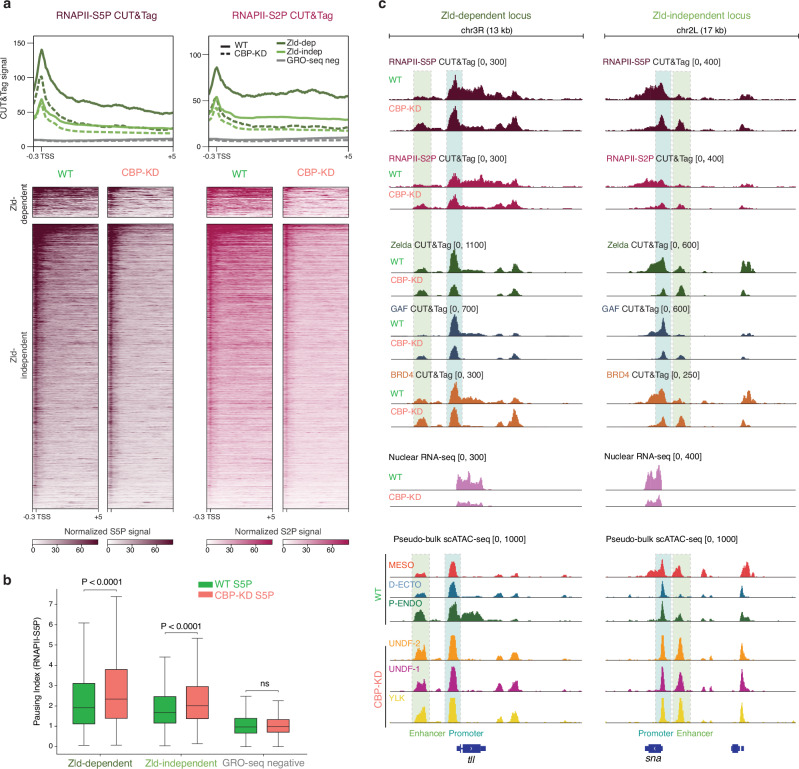
CBP depletion impacts RNA Polymerase II dynamics by increasing its pausing state at zygotically transcribed genes. **a** Profile plot and heat map of active ZGA genes identified by GRO-seq^23^, classified as Zelda-dependent (Zld-dep), Zelda-independent (Zld-independent) according to^101^, or non-transcribed genes (GRO-seq negative). Signal is centred around −300 bp/+5 kb from TSS. Sorting is based on GRO-seq levels and shows CUT&Tag normalized signal distribution of RNAPII-S5P and -S2P, respectively initiated and elongated isoforms of RNA Polymerase II, in both wild-type and CBP-KD at cycle 14. **b** Pausing index of RNAPII-S5P at Zelda-dependent, Zelda-independent and GRO-seq negative genes in both wild-type and CBP-KD condition. Boxes center refers to mean, lower and upper quartiles (Q1 and Q3, respectively). Whiskers, 1.5 × IQR below Q1 and above Q3. Two-sided Mann–Whitney *U* test. Zelda-dependent genes, *P* = 6.010 × 10^−^^08^; Zelda-independent genes *P* = 3.141 × 10^−35^. *n* = 2 biological replicates per condition. **c** Genome browser snapshot of Zelda-dependent (*tll*) or Zelda-independent (*sna*) loci. CUT&Tag, nuclear RNA-seq and aggregated scATAC-seq for germ layers in wild-type (WT) and CBP-KD data are displayed. Promoter region is highlighted by a blue box, enhancer region is highlighted by a green box.

In contrast, RNAPII-S2P levels were globally reduced across gene bodies of both Zelda-dependent and independent gene subsets (Fig. 6a). As a result, the pausing index increased upon CBP-KD, correlating with the decreased binding of the bromodomain protein BRD4, which is an important regulator of the pause-release process^105–107^ (Fig. 6b and Supplementary Fig. 10b–d). Moreover, non transcribed genes at ZGA (GRO-seq negative) displayed no RNAPII-S5P or RNAPII-S2P signals (Fig. 6a). These results highlight the essential role of CBP in regulating transcriptional elongation (Fig. 6a), consistent with previous reports in S2 cells^103^.

Interestingly, we observed an accumulation of paused RNAPII-S5P at enhancers of germ layer specific genes. This suggests that paused RNAPII may play a role in maintaining chromatin accessibility at both enhancers and promoters, alongside the partially retained binding of pioneer factors and BRD4, even in the absence of CBP and active gene expression (Fig. 6c and Supplementary Fig. 6e).

In conclusion, our data strongly suggest that transcriptomic dynamics and chromatin accessibility are perturbed upon E(z) and CBP depletion, resulting in post-ZGA lethality. E(z)-mediated H3K27me3 safeguards cell type-specific transcription by preventing ectopic H3K27ac deposition and aberrant chromatin accessibility. Conversely, CBP plays a crucial role in determining cell fate by stabilizing pioneer factors binding on chromatin and promoting transcriptional elongation, which ensures the proper activation of germ layer-specific genes (Fig. 7).

**Fig. 7:**
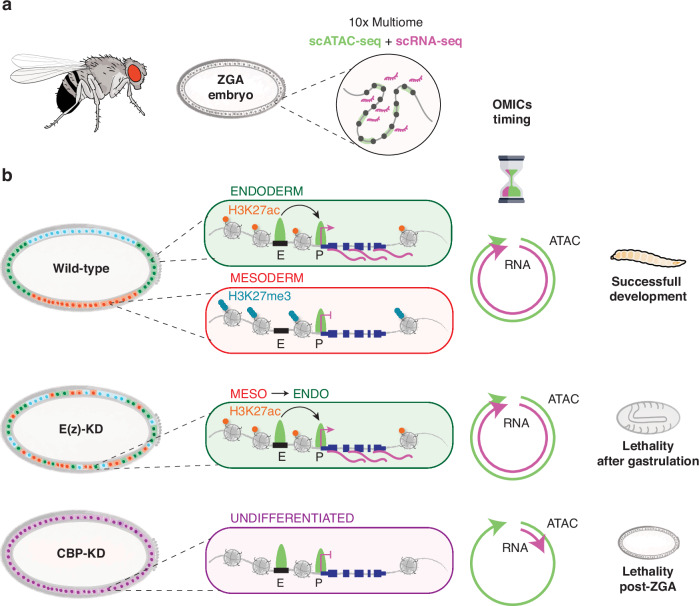
Multiomic dynamics of germ layer specification during ZGA in *Drosophila* embryos. **a** Schematic of the 10× Multiome (scRNA-seq + scATAC-seq) profiling of the *Drosophila* ZGA embryo. **b** Simultaneous dissection of the chromatin landscape and transcriptomic state from each single nucleus provide a comprehensive overview of the dynamics shaping every cell of the embryo. Differential enrichment of H3K27me3 and H3K27ac at the same loci can shape different transcriptomic outputs by coordinating enhancer activation or repression, providing the blueprint for gastrulation and progression in development. Chromatin factor depletion affects enhancer regulation in two ways: depletion of maternal E(z) and H3K27me3 activate aberrant enhancers across cell-types, causing ectopic gene expression. Instead, CBP loss causes a massive block of differentiation given by the halted transcription at the pre-ZGA stage, while chromatin accessibility can still progress. In both scenarios, embryogenesis cannot be completed. E, Enhancer. P, Promoter. Adapted from an image created in BioRender. Cardamone, F. (2025) https://BioRender.com/s77z537.

## Discussion

Addressing the epigenetic contribution of chromatin architecture to the *cis*-regulatory code presents a significant challenge, especially when related to cell fate specification in vivo^108^. In our study, we explored the transcriptomic-epigenomic interplay that orchestrates the molecular dynamics of early *Drosophila* development before and at ZGA with single-cell resolution. We discovered two complementary mechanisms that govern cell fate specification: (i) E(z)-dependent H3K27me3 prevents ectopic gene expression by modulating enhancer activation of germ layer-specific genes, and (ii) CBP regulates transcriptional activation of key developmental genes at ZGA by stabilizing pioneer factors binding and regulating transcriptional elongation.

We found that histone modifications on chromatin precede the active transcription of crucial genes involved in cell fate determination. This indicates a major chromatin remodeling at the very start of embryogenesis, before ZGA, highlighting the pivotal role of chromatin in regulating embryonic tissue specification. The dominant role of H3K27me3 is consistent with evidence that this modification is inherited from the maternal germline in both *Drosophila* and mammals^27,30^, thus preceding the de novo establishment of H3K27ac.

We provide a comprehensive in vivo scRNA-seq and scATAC-seq Multiome of the ZGA *Drosophila* embryo, simultaneously profiling epigenomic and transcriptomic information from the same nuclei, which is fully explorable at https://iovinolab.shinyapps.io/scmultiomeZGA/. We uncover that the precursors of various germ layers are already delineated at ZGA at both transcriptomic and epigenomic levels, preceding any morphogenetic changes. These results indicate that the foundational steps of cell fate determination are set in motion before gastrulation and highlight the major role played by epigenetic mechanisms, already acting at this early stage and being required to establish and preserve cellular identities. Notably, we show that accessibility at enhancer regions serves as a more reliable indicator of cell-specific transcription than accessibility at promoters.

Our results underscore the crucial role of chromatin in regulating germ layer-specific enhancers and orchestrating early developmental processes. Maternal depletion of E(z) or CBP, along with their respective modifications, led to a loss of cellular identity, each with distinct outcomes as revealed by single-cell multiomic analysis. Specifically, the depletion of E(z) and H3K27me3 resulted in increased chromatin accessibility at key *cis*-regulatory elements. This aberrant accessibility triggered spurious activation of enhancers by CBP and other tissue-specific TFs, ultimately leading to ectopic expression of marker genes across different germ layers. Conversely, the absence of CBP led to transcriptional arrest and reduced chromatin occupancy of Zelda and GAF, resulting in loss of zygotic transcription and cellular commitment. By using AlphaFold predictions, we identified a potential interaction between CBP and Zelda via coiled coil regions, consistent with the evidence of their colocalization in discrete clusters immediately preceding transcription initiation^109^. However, this interaction remains speculative, and additional experiments are required to validate it. Notably, CBP intrinsically disordered regions (IDRs) have been reported to mediate the stabilization of various transcription factors, supporting its proposed role as a scaffold during active transcription^110–115^. Future studies will be necessary to further elucidate CBP’s role in pioneer factors stabilization and whether other structured domains of CBP could play a role in such process.

Interestingly, although CBP depletion arrested cells in an undifferentiated state with a transcriptional block at the pre-ZGA stage, chromatin accessibility continued to mature in CBP-KD nuclei. Our analysis revealed that the loss of CBP led to a global increase in the paused RNAPII state, consistent with previous in vitro observations^50,103^. This pausing likely contributed to maintaining chromatin accessibility at both enhancers and promoters of key developmental genes, supported by the partial retention of pioneer factors, even in the absence of active transcription.

Taken together, we speculate that upon depletion of CBP, chromatin accessibility is affected during the first phase of a two-step process^116^. Initially, enhancers become accessible due to the binding of transcription factors. These enhancers remain in a waiting state until the appropriate combination of co-factors (such as CBP) or additional transcription factors are bound and stabilized by CBP to subsequently activate the zygotic genome^96,104,115^. This highlights the importance of both pioneer factors and chromatin activators in initiating cell type-specific transcriptomic networks in the early embryo.

In conclusion, our study highlights the essential role of chromatin modifiers in regulating early developmental processes in *Drosophila*, setting the stage for successful gastrulation. Our findings demonstrate that these modifiers coordinate the repression or activation of cell type-specific enhancers, ensuring the precise timing of transcriptional and epigenetic dynamics in the zygote. We propose a potential crosstalk between E(z) and CBP, where maternally inherited H3K27me3 may be eroded through the combined action of chromatin remodelers and pioneer transcription factors alongside the recruitment of CBP to promote active transcription. The H3K27-specific demethylase *Utx*, which has been shown to interact with the chromatin-remodeler Brahma and CBP itself^117^, could contribute to this process. Through such mechanisms, different cell types derived from the same progenitor could modulate the activation and repression of specific transcriptional programs, depending on whether the same regulatory element is in a repressive or active state.

## Methods

Further information and requests for materials, resources and reagents should be addressed to Yinxiu Zhan or Nicola Iovino.

### Fly stocks

The fly lines employed in this manuscript were raised on corn flour molasses medium (consisting of 12 g agar, 18 g dry yeast, 10 g soya powder, 22 g molasses, 80 g malt extract, 80 g corn flour, 6.25 ml propionic acid, and 2.4 g nipagin per litre of water) at a temperature of 25 °C. TRiP line control (BDSC, #36303), female germline-specific Gal4-driver P{matα4-GAL-VP16}V37 (BDSC, #7063), Nejire shRNA#1 (CBP homemade line)^24^, E(z) shRNA P{TRiP.HMS00066}attP2 (BDSC, #33659). A complete list of the fly stocks used in this study is available in Supplementary Data 7.

### Induction of RNAi in the female germline and embryonic phenotypical characterization

To generate maternal knockdown (KD) via RNA interference (RNAi), we adopted the Gal4-UAS system. Briefly, RNAi was induced by mating females containing a transgene that encodes a short hairpin RNA (shRNA) with males carrying the Gal4-driver at 25 °C. See Supplementary Data 7 for detailed information on the fly lines.

The F1 generation resulting from these crosses exhibits KD for a specific target in the female germline and subsequent egg laying by these females (F2 generation) produces offspring lacking the particular transcript. This strategy ensures that late-stage ovaries are free of the target mRNA and protein without disrupting meiosis or fertilization, facilitating the examination of early embryos lacking both mRNA and the respective product. To determine the hatching rate of control and RNAi mediated KD F2 embryos, flies were let laying for 0–1 h on apple juice agar plates and 100 embryos were randomly selected and aligned in group of 10 in a new plate. Embryos were classified as “cellularized” upon reaching stage 5 of embryogenesis (nuclear cycle 14), characterized by a distinct thick rim at the periphery of the embryonic syncytium and complete invagination of cellular membranes. The Cellularization Rate was determined by the proportion of cellularized embryos among the total aligned embryos. Subsequently, embryos reaching the L1 larval stage after 25 h from alignment were categorized as “hatched” and Hatching Rate was scored. Both Cellularization and Hatching rate were calculated by averaging from a minimum of three biological replicates. A second count was performed after 48 h to ensure that hatching was not occurring later in time.

### Embryo immunofluorescence

Control and KD embryos were collected separately for 0–30 min, 0–120 min and 0–240 min to cover approximatively all the early stages of embryogenesis. Successively, embryos were dechorionated in 50% bleach for 2 min, fixed with ice-cold methanol:heptane (1:1). After, embryos were vigorously shacked with the help of a vortex to facilitate devitellinization process. The sedimented devitellinized embryos were collected in a fresh 1.5 ml Eppendorf tube and underwent three subsequent washes with ice-cold methanol. Devitellinized and fixed embryos underwent rehydration and permeabilization through three 20-min washes at room temperature (RT) on a rotating wheel in 1 ml of PBST × 0.2% (1× phosphate-buffered saline (PBS) with 0.2% Triton X-100). Following this, the embryos were blocked overnight at 4 °C on a rotating wheel in 1 ml of PB1T × 0.2% (1× PBS, 0.2% Triton X-100, and 1% bovine serum albumin (BSA)). Primary antibody incubation was performed for 2h at RT for H3K27ac and H3K27me3. After washing with PBST × 0.2%, the secondary antibody (Alexa Fluor, Thermo Fisher Scientific) and DAPI (Sigma-Aldrich, D9542) were incubated for another 2 h at room temperature in PB1T × 0.2% to a final concentration of 10 μg/mL. The embryos were then washed another four times with PBS + 0.2% Triton. Finally, embryos were mounted on microscope slides (76 mm by 26 mm by 1 mm; Marienfeld) and precision coverslips (22 mm by 22 mm; Marienfeld), using VECTASHIELD Antifade Mounting Medium (*H*-1000-140). All images were acquired using the confocal laser scanning microscopes, Zeiss LSM 880 Airyscan. Stacks were compiled using ImageJ or Imaris 9.5.1 (Bitplane). A full list of antibodies in use is listed in Supplementary Data 8. Nuclei number are counted from different apical sections of the same area in three embryos for each condition.

### Cloning and generation of in vivo enhancer reporter lines

To generate the in vivo enhancer reporter lines to test their activity and patterning in early embryos, we adopted the same strategy from^118^, with some variations. Briefly, each line contains a transcriptional reporter construct with a 2 kb enhancer DNA fragment previously tested in ref. ^36^, The candidate enhancer is cloned in front of the minimal DSCP promoter, which contains TATA, Inr, MTE, and DPE motifs, and the gene coding for β-galactosidase (LacZ) derived from *Escherichia coli*. The pBPGUw plasmid (Addgene, #17575), a modular Gateway GAL4 destination vector suitable for in vitro cloning and ΦC31-mediated site-specific integration in *Drosophila*, was modified by replacing the GAL4 CDS and yeast transcription terminator with the LacZ CDS using HindIII digestion (referred to as pDest-BDP-LacZw). The 2 kb enhancer fragments were amplified from genomic DNA of wild-type *Drosophila* embryos and cloned into the Gateway vector pENTR™/D-TOPO™ (#K240020, Invitrogen) according to the manufacturer’s protocol to generate the so-called entry clones. The appropriate entry clones were then recombined with the pDest-BDP-LacZw using LR clonase (#11791020, Invitrogen) to generate the enhancer reporter clones. All reporters were injected and integrated on the 2nd chromosome using the attP docking site for phiC31 integrase-mediated recombination (transgene at locus 22A3). Successively, each reporter fly line has been crossed with the Nejire shRNA#1^24^ or E(z) shRNA (BDSC, #33659). A full list of the fly lines in use is available in Supplementary Data 7. Maternal KD via RNAi of the respective chromatin factors is induced by mating females containing a transgene that encodes a shRNA with males carrying the Gal4-driver (BDSC, #7063) at 25 °C.

### Embryos collection and CUT&Tag

CUT&Tag experiments were performed as described in ref. ^119^ with small adaptations. Briefly, to enrich certain developmental stages, before cycle 9 embryos were collected for 50 min and aged at 25 °C for 40 min, cycle 10–12 embryos were collected for 1 h and aged at 25 °C for 50 min while cycle 14 embryos were collected for 1 h and aged at 25 °C for 130 min. Prior collection, egg laying of the flies was synchronized by changing plates for three consecutive times. After three pre-lays, the embryos were collected and aged 25 °C to reach the stage of interest. The plate with the embryos was removed from the incubator and the embryos were dechorionated with 50% bleach: sodium hypochlorite (6–14% active chlorine) for 2 min at room temperature. After, dechorionated embryos were collected in a 70 µm pore sieve, washed with water, dried and immediately placed in 10 mL of heptane and crosslinked with 5 mL of 1% PFA in buffer A (60 mM KCl, 15 mM NaCl, 15 mM HEPES [pH 7.6] (Sigma-Aldrich, # H0887), and 4 mM MgCl_2_) for 15 min at room temperature using an orbital shaker. To stop the crosslinking process, 225 mM glycine was added (final concentration) followed by 5 min incubation at room temperature. The embryos were washed with buffer A containing 0.1% Triton X-100 (Sigma-Aldrich, # T8787**)** and staged manually on a cooling station under a microscope with transmitted light, based on their distinct morphological features. Embryos before cycle 9 were carefully selected to mainly enrich cycles 7 and 8 in order to avoid earlier stages, which are mainly constitued by a low number of nuclei.

During the early stages of development, all nuclei undergo divisions within the syncytial blastoderm, with the number of cycles reflecting the mitotic divisions. At the ninth cycle, the nuclei move to the embryo’s periphery, initiating the transcription of an initial subset of 100 genes. This nuclear migration serves as an indicator of early developmental cycles. By the end of the 14 mitotic divisions, the embryo becomes fully transcriptionally active, and membranes start to invaginate between the nuclei. For a visual representation, refer to Fig. 1a and Supplementary Fig. 1a. Embryos were finally stored at −80 °C until further use. Based on the developmental stage from before cycle 9 to cycle 14, 500, 150 or 50 hand-staged embryos were used for each antibody. Embryos are pooled and nuclei from the same genotype are isolated and equally split according to the number of antibodies in use. To extract nuclei, embryos were lysed in 50 µL of Digitonin Wash Buffer (20 mM HEPES [pH 7.5] (Jena Bioscience, #CSS-511), 150 mM NaCl (Sigma Aldrich, #S6546), 0.5 mM Spermidine (Sigma Aldrich, #S0266), 5 mM sodium butyrate (Sigma Aldrich, #303410), Roche Protease Inhibitor (Sigma Aldrich, #11873580001), 0.05% Digitonin (Millipore, #300410)). After lysis, nuclei were spin for 5 min at 600 g at 4 °C and washed with 500 µL of Digitonin Wash Buffer to remove impurities. Following, 15 μL of BioMag ConcanavalinA beads (Polysciences, #86057-3) in Binding Buffer (20 mM HEPES (pH 7.5), 10 mM KCl, 1 mM CaCl_2_, 1 mM MnCl_2_) were added to the sample and incubated on a wheel for 15 min at room temperature. For each condition, the pool of nuclei was split and histone H3 or another antibody was used, to use the same starting material for normalisation purposes. Next, the supernatant was removed by using a magnetic stand and beads were resuspended in 150 µL of Antibody Buffer (20 mM HEPES [pH 7.5] (Jena Bioscience, #CSS-511), 150 mM NaCl (Sigma Aldrich, #S6546), 0.5 mM Spermidine (Sigma Aldrich, #S0266), 5 mM sodium butyrate (Sigma Aldrich, #303410), Roche Protease Inhibitor (Sigma Aldrich, #11873580001), 0.01% Digitonin (Millipore, #300410), 2 mM EDTA (ThermoScientific, #15575020) together with the respective antibody and incubated on a rocking platform at 4 °C overnight. The following day, samples were mildly spin down and supernatant was removed with the help of a magnetic stand. Successively, the samples were washed twice with Antibody Wash Buffer, finally resuspended in 150 µL of Antibody Buffer supplemented with the secondary antibody and incubated for 1 h at room temperature on a rocking platform. After two washes with Antibody Wash Buffer, the samples were resuspended in Digitonin Med Buffer (20 mM HEPES [pH 7.5] (Jena Bioscience, #CSS-511), 300 mM NaCl (Sigma Aldrich, #S6546), 0.5 mM Spermidine (Sigma Aldrich, #S0266), 5 mM sodium butyrate (Sigma Aldrich, #303410), Roche Protease Inhibitor (Sigma Aldrich, #11873580001), 0.01% Digitonin (Millipore, #300410)) supplemented with the pA/G Tn5 (1:150) and incubated for 1 h at room temperature on a rocking platform. The samples were mildly spin down and two washes were performed before starting the tagmentation reaction by adding 150 µL of Tagmentation Buffer (20 mM HEPES [pH 7.5] (Jena Bioscience, #CSS-511), 300 mM NaCl (Sigma Aldrich, #S6546), 0.5 mM Spermidine (Sigma Aldrich, #S0266), 5 mM sodium butyrate (Sigma Aldrich, #303410), Roche Protease Inhibitor (Sigma Aldrich, #11873580001), 10 mM MgCl_2_) and by incubating the reaction in a thermomixer for 1 h at 37 °C. The reaction was inhibited by adding 20 mM EDTA (final), 0.5% SDS (final) and 10 mg Proteinase K (final). The samples were incubated for 30 min at 55 °C and another 20 min at 70 °C. DNA purification was performed by using the ChIP DNA Clean & Concentrator kit (Zymo Research, #D5205) following manufacturer instructions. Libraries were prepared by supplementing the NEBNext HighFidelity 2× PCR Master Mix with 1 pg of Tn5-tagmented lambda DNA (New England Biolabs, #N3011S) spike-in as normalizer supplemented in the NEBNext HighFidelity 2× PCR Master Mix (New England Biolabs, #M0541S) for each sample. The indexing was performed using Illumina i5 and i7 through 15 cycles (1 × 5 min at 72 °C, 1 × 30 s at 98 °C, 13 × 10 s at 98 °C, 30 s at 63 °C, 1 × 1 min at 72 °C, hold at 4 °C). The libraries were purified using Nucleomag NGS Clean-up and Size Select beads (Macherey-Nagel, #744970.50). Quality checks were done with Qbit DNA HS Assay (ThermoScientific, #Q32854) and Bioanalyser (Agilent, #5067-4626). Finally, libraries were pooled and sent for next generation sequencing. A full list of antibodies in use is listed in Supplementary Data 8.

### Bulk ATAC-seq

ATAC-seq experiments were performed as in ref. ^23^ with small adaptations. Briefly, embryos were dechorionated, fixed and collected as described for CUT&Tag. To extract nuclei, embryos were lysed in 50 µL of ATAC Wash Buffer (20 mM HEPES [pH 7.5] (Jena Bioscience, #CSS-511), 50 mM NaCl (Sigma Aldrich, #S6546), 0.5 mM Spermidine (Sigma Aldrich, #S0266), 5 mM sodium butyrate (Sigma Aldrich, #303410), Roche Protease Inhibitor (Sigma Aldrich, #11873580001), 0.05% Digitonin (Millipore, #300410)). Nuclei were spin for 5 minutes at 600 g at 4 °C and washed with 500 µL of ATAC Wash Buffer to remove impurities. For each condition, the pool of nuclei was split in two: half of the nuclei were processed for CUT&Tag against histone H3 for normalisation purposes, while the other part of nuclei was treated for ATAC-seq. Tagmentation reaction was started by resuspending nuclei in ATAC Tagmentation buffer (20 mM HEPES [pH 7.5] (Jena Bioscience, #CSS-511), 50 mM NaCl (Sigma Aldrich, #S6546), 0.5 mM Spermidine (Sigma Aldrich, #S0266), 5 mM sodium butyrate (Sigma Aldrich, #303410), Roche Protease Inhibitor (Sigma Aldrich, #11873580001), 10 mM MgCl_2_) supplemented with 2 µL of Tn5. The reaction was incubated in a thermomixer for 30 minutes at 37 °C. Immediately after, samples were purified using the ChIP DNA Clean & Concentrator kit (Zymo Research, #D5205) following manufacturer instructions. Libraries were prepared by supplementing the NEBNext HighFidelity 2× PCR Master Mix with 1 pg of Tn5-tagmented lambda DNA (New England Biolabs, #N3011S) spike-in as normalizer supplemented in the NEBNext HighFidelity 2× PCR Master Mix (New England Biolabs, #M0541S) for each sample. The indexing was performed using Illumina i5 and i7 (Buenrostro et al., 2015) through 15 cycles (1 × 5 min at 72 °C, 1 × 30 s at 98 °C, 13 × 10 s at 98 °C, 30 s at 63 °C, 1 × 1 min at 72 °C, hold at 4 °C). The libraries were purified using Nucleomag NGS Clean-up and Size Select beads (Macherey-Nagel, #744970.50). Quality checks were done with Qbit DNA HS Assay (ThermoScientific, #Q32854) and Bioanalyser (Agilent, #5067-4626). Finally, libraries were pooled and sent for next generation sequencing.

### Native embryos collection, nuclei isolation and 10× Multiome ATAC + Gene Expression

Single-cell multiome datasets were generated starting from 100 hand-selected cycle 14 embryos of wild-type, CBP-KD or E(z)-KD conditions. Two biological replicates were independently prepared and processed using the Chromium Single Cell Multiome ATAC + Gene expression kit (scATAC-seq + scRNA-seq). Control or KD embryos were independently collected for 1 h on apple juice agar plates and aged at 25 °C for 140 min to enrich cycle 14 timepoint. Dechorionation was performed for 2 min with 50% “bleach” solution: sodium hypochlorite (6–14% active chlorine). Embryos were collected in a 70-µm pore size sieve and washed with distilled water. Dechorionated embryos were collected with a brush and transferred to 1.5 mL Wash Buffer (10 mM Tris-HCl [pH 7.4] (Sigma-Aldrich, # T2194), 10 mM NaCl (Sigma-Aldrich, #S6546), 3 mM MgCl_2_ (Sigma-Aldrich, #M1028), 1% BSA, 0.1% Tween-20 (Sigma-Aldrich, #P9416)). Hand-staging of cycle 14 embryos is performed on a cooling station under a microscope with transmitted light according to their morphology. Nuclei isolation was performed according to the protocol provided from 10× Genomics (demonstrated protocol CG000366, Rev A) with small adaptations. Around 100 hand-selected embryos at cycle 14 are immediately transferred into 50 μL of 0.1× Lysis Buffer composed by diluting 1× Lysis Buffer (10 mM Tris-HCl [pH 7.4] (Sigma-Aldrich, # T2194), 10 mM NaCl (Sigma-Aldrich, #S6546), 3 mM MgCl_2_ (Sigma-Aldrich, #M1028), 1% BSA (Sigma-Aldrich, #A9418), 0.1% Tween-20 (Sigma-Aldrich, #P9416), 0.1% NP-40 (Sigma-Aldrich, #CA630), 0.01% Digitonin (Millipore, #300410)) with Lysis Dilution Buffer (10 mM Tris-HCl [pH 7.4] (Sigma-Aldrich, #T2663), 10 mM NaCl (Sigma-Aldrich, #S6546), 3 mM MgCl_2_ (Sigma-Aldrich, #M1028), 1% BSA (Sigma-Aldrich, #A9418)) and supplemented with 1U/μL RiboLock RNAse inhibitor (ThermoScientific, #EO0381). The lysis is performed in a 0.5 mL glass douncer (Kimble, #885300-0000) by applying 5 strockes. The lysate is incubated for 3 min on ice and the reaction is stopped by adding 100 μL of Wash Buffer. Successively, the nuclei suspension is transferred in a protein low-binding 1.5 mL tube containing 350 μL of Wash Buffer and immediately centrifuged at 600 g for 5 min at 4 °C. The supernatant is removed, the pellet is resuspended in 1 mL of Wash Buffer and filtered through a 10-µm pore size sieve (Cell Strainer, # 43-10010-50). The flow-through is centrifuged at 600 g for 5 min at 4 °C. Integrity and roundness of nuclei was checked by staining 10 μl of nuclei suspension with DAPI. Successively, nuclei were counted using a Trypan Blue assay (ThermoScientific, #T10282) on the automated cell counter Countess (ThermoScientific). Single-cell encapsulation and library preparation were performed according to the manufacturer’s protocol (Chromium Next GEM Single Cell Multiome ATAC + Gene Expression User Guide, CG000338). Quality checks were done with Qbit DNA HS Assay (ThermoScientific, #Q32854) and Bioanalyser (Agilent, #5067-4626). Finally, libraries were pooled and sent for next generation sequencing.

### Preparation of nuclear extract and FACS sorting of mesoderm specific nuclei followed by ChIP-seq

FACS sorted mesoderm nuclei were kindly provided by Furlong lab. Briefly, they were obtained from *twi*^*PEMK*^::*SBP*-*His2B* embryos at the 6–8 h stage of development as described in ref. ^44^. Immediately after sorting, chromatin immunoprecipitation is performed for H3K27me3 (Diagenode, C15410195) as described in ref. ^120^. Next, libraries were pooled and sent for next generation sequencing.

### Total or nuclear bulk RNA-seq

To enrich and collect exact stages of embryo development, the flies were allowed to lay eggs on apple juice agar plates in cages for one hour at 25 °C. Prior collection, egg laying of the flies was synchronized by changing plates for three consecutive times. After three pre-lays, the embryos were collected for one hours and aged 25 °C to reach the stage of interest. The plate with the embryos was removed from the incubator and submerged with halocarbon oil 27 (Sigma-Aldrich, #H8773) to allow hand-staging using a stereo-microscope. For total RNA-seq, embryos of the correct developmental stage were then transferred into 50 µl of Trizol (ThermoScientific, #15596026), dissociated with a tissue grinder and snap-frozen and stored at −80 °C until RNA extraction. For nuclear RNA-seq, embryo collection and nuclei isolation were perfomed as described before and the nuclear pellet was resuspended in 50 µl of Trizol. Before starting with RNA-extraction, the Trizol solution was defrosted and filled up to 500 µl supplemented with 1 µL of 1:1000 ERCC RNA spike-in (Ambion, #4456740). After the addition of 100 µl chloroform and mixing, the samples were spun down at 4 °C, 12,000 × *g* for 15 min to separate the organic and aqueous phase. The aqueous phase was recovered and transferred into 300 µl of chloroform and the first step was repeated. Right after, the aqueous phase was transferred into isopropanol containing 20 µg of glycogen. The RNA was precipitated at −20 °C overnight and pelleted by centrifugation at 12,000 × *g* for 60 min, 4 °C. The pellet was washed with 80% ethanol, air dried for 5 min and resuspended in water. The RNA was quantified using Qubit RNA BR Assay kit (ThermoScientific, #Q10210) and integrity was assessed on agarose gel or through the BioAnalyser (Agilent, #5067-4626). Libraries were generated using the Illumina Stranded Total RNA-seq kit with Ribo-zero Plus (Illumina, #20072063) according to the manufacturer’s instructions followed by followed NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England Biolabs, #E7420). Libraries were pooled and sent for next generation sequencing.

### cDNA syntesis and RT-qPCR

Total RNA was extracted as described before from 25 embryos at cycle 14 (ZGA). After DNAse inactivation, RNA was used for cDNA syntesis (ThermoScientific, #K1612) followed by qPCR. The mRNA levels were normalized to the ribosomal gene Rp49.

Primer pair sequences used in this study (5′ to 3′):

Zelda: GAGTTCCCCAGCACCACTAC and GCCGTGCAGTTGTACGTTTT

GAF: TCTAGTAGCGGATCCAGCGG and GTGCAGGGATTGAACCGTCT

Rp49: CTAAGCTGTCGCACAAATGG and GGGCATCAGATACTGTCCCT.

### Probe generation for in situ hybridisation

Probes targeting the gene of interest were generated by amplifying fragments from cDNA, incorporating a T7 and a T3 promoter by using respectively forward and reverse primers. Fragments of the expected size were subcloned into pJET 1.2 (ThermoScientific, #K1232) and confirmed by sequencing. To generate the probes, genes were PCR-amplified from plasmid DNA, purified, and subjected to in-vitro transcription and DIG-labeling using the Roche DIG RNA Labeling Mix (#11277073910) following the manufacturer’s instructions. Following DNase digestion and clean-up, the samples underwent alkaline hydrolysis to achieve a final probe length of 500–800 bp (60 mM Na2CO3, 40 mM NaHCO3 final concentration at 60 °C). The reaction was stopped by adding 50 mM sodium acetate and 0.2% glacial acetic acid at final concentrations. After clean-up, the probes were kept at −80 °C until further use.

### In situ hybridisation

In situ hybridisation was performed as described in ref. ^22^. Briefly, control and KD embryos were collected separately for 0–240 min to enrich for stage 5 (cycle 14), dechorionated and transferred to 10 mL heptane before 5 mL of the fixative (4% PFA in 1× PBS) were added. Embryos were shaken for 20 min and the aqueous layer was removed. 5 mL of methanol were added and embryos were vortexed to favour devitellinization process. Embryos settled to the bottom of the tube were collected, washed three times with ice-cold methanol and ultimately stored at −20 °C until further use. To start in situ hybridization, approximatively 200 μl of embryos were transferred into Roticlear (Carl Roth, #64742-48-9) and washed for 10 min on a rocker. Subsequently, the embryos were transferred to 100% methanol, rinsed twice with permeabilization buffer (0.05% deoxycholic acid, 7.5 mM Tris-HCl [pH 8.8], 0.05% Saponin, 0.2% BSA, 0.1% Triton-X100, 0.05% NP40), and incubated for 2 h at 4 °C in permeabilization buffer on a nutator. Next, embryos underwent fixation once more with 4% PFA for 20 min at room temperature, followed by five washes in 1 × PBS + 0.1% Triton. After the final wash, the embryos were incubated for 10 minutes on a nutator in a 1:1 mixture of 1 × PBS + 0.1% Triton and hybridization buffer (1% Roche blocking reagent #11096176001, 0.1% CHAPS, 50% formamide, 5× SSC, 1× Denhardt’s solution, 0.01% Herring sperm DNA (100 μg/ml), 0.01% Heparin (100 μg/ml), 0.1% Tween-20). Before adding the probe, embryos were incubated for 1–2 h at 56 °C in hybridization buffer. The probe, denatured to prevent secondary structures at 90 °C, was snap-cooled and added at a final concentration of 2 ng/μl in hybridization buffer to the embryos that were then incubated overnight at 56 °C. On the following day, the probe was removed and the embryos were rinsed in hybridization buffer before undergoing four 15-min washes at 56 °C. Another wash in a 1:1 mixture of 1 × PBS + 0.1% Triton and hybridization buffer was performed (15 min at RT on a nutator) before washing an additional five 5-min washes in 1 × PBS + 0.1% Triton at room temperature. Successively, the embryos were blocked with 5% BSA in 1 × PBS + 0.1% Triton for 1 h on the nutator. Finally, the α-DIG antibody, diluted 1:500 with 1.5% BSA in 1 × PBS + 0.1% Triton, was added and incubated for at least two hours or overnight. Afterward, the embryos were washed five times for 10 min with in 1 × PBS + 0.1% Tween to remove residual antibody. To develop the staining, the embryos were washed three times for 5 min in AP-wash buffer (0.1 M Tris-HCl [pH 9.5], 0.1 M NaCl, 50 mM MgCl2, 1 mM Tetramisol, 0.1% Tween20). Finally, freshly prepared AP-color buffer (0.1 M Tris-HCl [pH 9.5], 0.1 M NaCl, 0.1% Tween20, 0.45 mg/ml NBT, 0.175 mg/ml BCIP) was added to the embryos. Once the staining was revealed, the reaction was stopped by washing the embryos in 1 × PBS + 0.1% Tween. Before mounting, the embryos were rinsed four times with 100% ethanol, once with 1 × PBS + 0.1% Tween, and ultimately preserved in 50% glycerol.

### Analysis

#### CUT&Tag

The CUT&Tag data processing was done as in ref. ^25^. Briefly, we used snakePipes version 2.4.0^121^ (parameters: –trim –fastqc –properPairs –dedup –mapq 1) with specific CUT&Tag Bowtie2 alignment option (–local –very-sensitive-local –no-discordant –no-mixed -I 10 -X 700). Biological replicates were merged for downstream analysis. Since the CUT&Tag contains lambda phage spike-ins for reliable quantification of global effects, the libraries were mapped to a constructed hybrid genome of dm6 and lambda phage (NCBI GenBank ID: J02459.1). Macs2 was used to call CUT&Tag peaks using the following options: -g dm -q 0.05 –broad^122^. H3K9me3 peaks were filtered from H3K27me3 regions due to cross-reaction of the antibody in use in E(z)-KD embryos. CUT&Tag normalized signals were generated using bamCoverage from deepTools (v.2.5.7). More specifically, the relative dm6/lambda total number of reads was used as normalization factor to rescale each sample through the bamCompare option –scaleFactor. For samples with H3 CUT&Tag, the ratio between normalizations factors (H3 vs mark-specific CUT&Tag) was passed to bamCompare’s option –scaleFactor to account for differences in starting material. Coverage heat maps and profiles were created using plotHeatmap or plotProfile from deepTools (v.2.5.7). To quantify the signal under the peaks, we integrated the normalized signal in a +/− 1kb around each peak. To assess reproducibility, we utilised the multiBamSummary and plotCorrelation tools from deepTools to compute the Spearman correlation between replicates.

#### Chromatin dynamics and ambivalent region definition

To build the alluvial plot to describe the dynamics of H3K27ac and H3K27me3 peaks across early development, we used easyalluvial package v0.3.2. The list of peaks present in at least one stage was used to create the alluvial plot. ChIPseeker (v1.34.1) has been used to assign peaks to genes when the distance to the TSS is smaller than 10 kb. clusterProfiler (v4.6.2) has been used to perform gene ontology analysis using the following parameters in enrichGO function: pvalueCutoff = 0.1, qvalueCutoff = 0.1. Differential tracks across conditions are generated using bamCompare with the following options: –scaleFactorsMethod SES –centerReads –smoothLength 900 –binSize 300. Source code for data normalisation can be found https://github.com/zhanyinx/atinbayeva_paper_2023. To define ambivalent regions, we first identified peaks of H3K27ac and H3K27me3 from the CUT&Tag data, independently at each stage. Next, we merged all overlapping peaks across all stages to generate a unified list of peaks. For each peak in this list, we examined its overlap with H3K27ac and H3K27me3 peaks at a given stage. Ambivalent regions for each stage were then defined as the set of peaks that overlapped with both H3K27ac and H3K27me3 peaks at that stage.

#### ATAC-seq

The ATAC-seq data processing was done as for CUT&Tag. Briefly, we used snakePipes version 2.4.0^121^ (parameters: –trim –fastqc –properPairs –dedup –mapq 1) with specific ATAC-seq Bowtie2 alignment option (–local –very-sensitive-local –no-discordant –no-mixed -I 10 -X 700) was used. Biological replicates were merged for downstream analysis. Since the ATAC-seq contains lambda phage spike-ins for reliable quantification of global effects, the libraries were mapped to a constructed hybrid genome of dm6 and lambda phage (NCBI GenBank ID: J02459.1). Macs2 was used to call ATAC-seq peaks using the following options: -g dm -q 0.05 –broad^122^. ATAC-seq normalized signals were generated using bamCoverage from deepTools (v.2.5.7). More specifically, the relative dm6/lambda total number of reads was used as normalization factor to rescale each sample through the bamCompare option –scaleFactor. We used the respective H3 CUT&Tag from the same pool of nuclei to calculate the ratio between normalizations factors (H3 vs ATAC-seq) by passing to bamCompare’s option –scaleFactor to account for differences in starting material. Coverage heat maps were created using plotHeatmap from deepTools (v.2.5.7). To quantify the signal under the peaks, we integrated the normalized signal in a +/− 1 kb around each peak. To assess reproducibility, we utilised the multiBamSummary and plotCorrelation tools from deepTools to compute the Spearman correlation between replicates. Source code for data normalisation can be found https://github.com/zhanyinx/atinbayeva_paper_2023.

#### ChIP-seq

ChIP-seq data were processed as CUT&Tag data with the exception that the normalisation was done using total library size through ‘–normalizeUsing RPKM’ option in bamCoverage from deepTools (v.2.5.7). Peak calling was done using Macs2 with the same parameters as described for CUT&Tag data analysis using the input as control.

#### Bulk RNA-seq

Reads were mapped to *D. melanogaster* (build dm6) using STAR^123^, with the following options: –outSJfilterReads Unique –outFilterType BySJout –outFilterMultimapNmax 1000000 –alignSJoverhangMin 6 –alignSJDBoverhangMin 2 –outFilterMismatchNoverLmax 0.04 –alignIntronMin 20 –alignIntronMax 1000000 –outSAMstrandField intronMotif –outFilterIntronMotifs RemoveNoncanonicalUnannotated –outSAMtype BAM SortedByCoordinate –seedSearchStartLmax 50 –twopassMode Basic –quantMode TranscriptomeSAM GeneCounts. Data normalisation was performed using DESeq2 package^124^, outlier detection and overall sample quality were assessed using PCA. Normalized expression values (TPMs) were plotted to evaluate expression of genes of interest across experimental conditions.

#### 10× Multiome (scATAC-seq + scRNA-seq)

10× Genomics single-cell Multiome sequencing was performed to simultaneously profile gene expression and chromatin accessibility in both wild-type and mutant embryos. Two biological replicates were performed for each condition. Raw sequencing data were processed by the Cell Ranger ARC v1 pipeline, using dmel6 as reference genome. Quality control and filtering were performed on RNA and ATAC data using Seurat version 4.3.0^125^, scanpy version 1.9.3^126^ and Signac version 1.10.0^127^.

#### QC, filtering and preprocessing

10× Multiome is composed by single-cell ATAC-seq and single-cell RNA-seq assay, simultaneously profiled from the same nuclei. Initial analysis and quality control of scRNA-seq and scATAC-seq was performed in a separate manner. For scRNA-seq, cells with less than 300 total counts, less than 200 detected genes, or more than 20% of counts originating from mitochondrial genes were discarded to retain high-quality cells. Putative doublets were identified and eliminated using doubletFinder_v3^128^. Following filtering, 22358 good quality cells were retained. Data was pre-processed applying Seurat NormalizeData() method, which consists of total counts normalization, multiplication by a scale factor (10000) and natural-log transformation. To perform dataset integration, the anchor set was defined applying FindIntegrationAnchors() function on pre-selected features (obtained with SelectIntegrationFeatures() method). IntegrateData() function was further applied to compute the integration. To perform dimensionality reduction, 2000 high variable genes (HVGs) were identified using the FindVariableFeatures() function and the PCA was computed on scaled data. UMAP visualization for the RNA assay was obtained with umap tool function from scanpy. On the other hand, for scATAC-seq, a common set of peaks across the bed files from all replicates was generated using the reduce() function from GenomicRanges package version 1.52.1^129^. Low-quality peaks within the unified set were filtered out by retaining peaks with widths between 20 and 10,000. The quality control thresholds were selected individually for each replicate to ensure dataset-specific optimization as described in Supplementary Data 9. The filtered datasets were then merged to create a unique chromatin accessibility assay. ATAC counts matrix was normalized applying term frequency inverse document frequency method implemented in Signac. Dimensionality reduction was performed applying the Latent Semantic Indexing (LSI) technique using RunSVD() function and UMAP was computed utilizing 2 to 50 components from ‘lsi’ reduction, as the first dimension usually correlates with sequencing depth. Combination of both single-cell gene expression and chromatin accessibility modalities was performed by Weighted Nearest Neighbour (WNN) analysis. The co-embedding was computed on the WNN graph, constructed on a weighted combination of PCA and LSI obtained with FindMultiModalNeighbors() function. Reproducibility between biological replicates was computed by using Spearma correlation coefficients. For scRNA-seq data, the average gene expression levels were computed for each replicate, and used to compute the Spearman correlations. Similarly, for scATAC-seq, chromatin accessibility matrix was aggregated across cells within each replicate, and Spearman correlations were calculated between the aggregated profiles. The resulting Spearman correlation values were then visualised through a heatmap.

#### Clustering and annotation

Cells clustering was performed on RNA data with the Leiden algorithm, setting the resolution parameter to 1.2 and resulting in the identification of 20 distinct clusters. To annotate these clusters, expression of well-known germ layers marker genes (Supplementary Data 2) curated from^76^ was evaluated in each cluster. Cluster annotation was then confirmed by computing the correlation coefficient between the top marker genes in each cluster and the provided markers using the marker_gene_overlap function from scanpy toolkit.

#### Peak-to-gene expression linkage

We performed peak-to-gene linkage to identify peaks whose accessibility correlates with the expression of nearby genes, thereby revealing potential regulatory elements (Supplementary Fig. 3d). To capture wild type-specific elements, peaks from bam files including only the WT condition were called using Macs2^122^ and a new chromatin accessibility assay was created by quantification of the new peak set (with FeatureMatrix() and CreateChromatinAssay() functions). Linking was performed applying LinkPeaks() function within the Signac framework in WT only cells. For each gene, this function calculates the correlation between gene expression and the accessibility of each peak, taking into account parameters such as GC content (computed using the RegionStats() function), peak accessibility, and peak length. The linked peaks were then filtered based on significance (*P* value < 0.05) and subsequently ranked based on their correlation coefficients. Mutants ATAC assays were re-quantified with the FeatureMatrix() function using WT peak set and merged to WT assay.

#### Promoters and enhancers UMAP

To explore the contribution of promoters and enhancers to germ layer definition, UMAPs were computed separately on the basis of promoters and enhancers peaks sets, excluding yolk and undifferentiated cells clusters. The promoter peak set is generated with the most accessible TSS (+/− 500 bp) of the 2000 previously identified HVGs. The enhancer peak set consists of linked peaks to the HVGs assessed by the peak-to-gene linkage analysis within +/− 20 kb from TSS; if more than one peak per gene was found, the one with the highest correlation score was selected. To validate the contribution of enhancers to germ layer definition, UMAP was computed based on the intersection between scATAC-seq peaks set of the wild-type cycle 14 condition and the Redfly CRM list^80^. Overlapping peaks within +/− 20 kb from TSS, excluding those in promoter regions (+/− 500 bp from the TSS), were used. After subsetting the ATAC count matrix based on those peak sets, normalization and processing was performed as mentioned above, and UMAPs were visualized based on LSI dimensionality reduction.

#### Correlation RNA-ATAC (promoters vs enhancers)

The correlation between gene expression and chromatin accessibility was performed both on highly variable genes and selected germ layer marker genes. To perform correlation analysis in WT, chromatin accessibility assay was used. Peaks were annotated with annotatePeak() function from ChIPseeker package version 1.36.0^130^ using the T × Db object from T × Db.Dmelanogaster.UCSC.dm6.ensGene annotation package (Team BC, Maintainer BP, 2019). For each gene, peaks found within +/− 500 bp from the TSS of any annotated isoform are defined as promoter peaks. In case more than one promoter peak was found, the one with the highest accessibility in WT cells was selected. The enhancer peak was determined based on the highest peak-to-gene linkage score within +/− 20 kb from TSS, as previously explained. Spearman correlation on the average expression and average accessibility per germ layer was then computed. For some genes, we could not identify any peak associated to TSS and/or enhancer, leading to their exclusion from the analysis. To assess the significant difference between gene expression-promoter and gene expression-enhancer correlations, Mann–Whitney *U* test was applied.

#### Differential gene expression and differential accessibility upon E(z) or CBP depletion

Differential gene expression and accessibility analysis was computed between E(z)-KD or CBP-KD and WT condition in each germ layer by scanpy.tools.rank_genes_groups() function applying Wilcoxon rank-sum testing, and P values were corrected with the Benjamini-Hochberg procedure. Genes expressed in less than 1% of cells in any condition were excluded from the analysis.

#### Correlation of promoter-GEX or enhancer-GEX log2FC upon E(z)-KD of germ layer marker genes

To evaluate whether the differential gene expression observed between E(z)-KD and WT is associated with changes in chromatin accessibility, Spearman correlation between average log2 fold change of gene expression and promoter/enhancer accessibility per germ layer was calculated.

#### Pseudo-bulk ATAC-seq

To perform germ layer-specific analysis, subset-bam function was used to include only the cells corresponding to each germ layer. bw tracks are generated using bamCoverage. Differential tracks across cell types are generated using bamCompare with the following options: –scaleFactorsMethod SES –centerReads –smoothLength 900 –binSize 300.

#### Potency estimation

To estimate differentiation potency, the signalling entropy was computed using SCENT R package and used as a proxy for pluripotency^92^. Pluripotent cells, by definition, do not favour any specific developmental pathway. From a probabilistic standpoint, this can be described as a state of uncertainty or entropy. This method provides a quantitative measure of transcriptomic heterogeneity across cells; higher homogeneity corresponds to greater entropy, indicating a more undifferentiated, pluripotent state. Conversely, lower entropy suggests more specialized, differentiated cell states with reduced potency. Starting from the single cell RNA count matrix, this method quantifies the gene expression entropy within a PPI network. Default adjacency matrix PPI network (net13Jun12) was used after converting genes to fly orthologues. Potency score was then inferred using the Correlation of Connectome And Transcriptome (CCAT) method within InferPotencyStates() function.

#### Signature scoring

Gene signature scores were calculated using scanpy.tool.score_genes() function, specifying the gene set of interest. To generate the main germ layer signatures, annotation marker genes were used, pooling the population subtypes in the case of endoderm and ectoderm (Supplementary Data 2). To compile Zelda-dependent, H2A.Z-negative and H2A.Z-positive gene signatures, the top 80 genes based on their levels of H3K27ac in before cycle 9 CUT&Tag (Fig. 4e and Supplementary Fig. 4d) were selected for each category.

#### Gene regulatory network (GRN) inference

GRN was inferred using the wild-type scRNA-seq and scATAC-seq measurements. To build the GRN, we adopted the Pando algorithm which models the relationship between the expression of target genes related to their chromatin accessibility state and to the co-expression of transcription factors^84^. The JASPAR2020 database was used as motifs to transcription factors database. The network was inferred using the function infer_grn() with ‘Signac’ set as peak_to_gene_method, and considering regions within +/− 20 kb from TSSs as potential regulatory elements. To construct TF modules, find_module() function with default parameters was used. For each gene in the network, we defined its primary germ layer in wild-type, as the germ layer in which the gene has the highest average expression. To evaluate the effect of E(z) and CBP depletion on gene regulation within the network, gene ID score was computed in wild type and mutant conditions. This score represents the ratio of expressing cells within the appropriate germ layer with respect to the total number of cells expressing the gene.

#### Projection in the *continuum* of *Drosophila* embryogenesis

To study the temporal dynamic of the data, a sci-RNA-seq and sci-ATAC-seq dataset composed of WT embryos collected at different time points throughout *Drosophila* embryogenesis was used as reference to project our scMultiome dataset^56^. For sci-RNA-seq data, Seurat object was downloaded from the dedicated public repository hosted on the authors website (https://shendure-web.gs.washington.edu/content/members/DEAP_website/public/) and stages from 0 to 10 h were selected. PCA, UMAP projection and neighbourhood graph were computed on reference within the scanpy framework. In the case of sci-ATAC-seq, peaks matrices from timepoints 0 to 10 h were downloaded and merged. scMultiome ATAC count matrix was re-generated utilising the reference peak set^56^, and consequently LSI dimensionality reduction with 100 components was performed for both sci-ATAC-seq and scMultiome ATAC data separately, removing the first dimension as it was found highly correlated with read count per cell in both datasets. Next, the neighbourhood graph was computed from the LSI dimensionality reduction. Projection of RNA and ATAC data was performed in parallel using ingest function in scanpy to map timepoint labels. PCA and LSI embeddings were used for RNA and ATAC modalities, respectively. Relative percentage of cells in each genotype per projected time point was calculated as explained above.

#### Pseudotime analysis

To perform pseudotime analysis, single-cell RNA-seq data was pre-processed with palantir algorithm^131^. Briefly, diffusion map was computed using the first 30 principal components (PCs) applying run_diffusion_maps and determine_multiscale_space functions from palantir library. The ForceAtlas2 (FA) embedding was then generated using the first 2 PCs from the multiscale diffusion space (scanpy.tools.draw_graph). Pseudotime analysis was then performed with scFates library^132^. A principal tree was generated using the simpleppt (‘ppt’) approach with 150 principal points, setting ppt_lambda to 0.25 and ppt_sigma to 100. Node root was manually selected on the basis of its position in the embedding. Cells were then projected onto the tree, and pseudotime value was computed as the distance from the root, applying scfates.tools.pseudotime function.

#### AlphaFold structural prediction

Structural predictions were computed by applying AlphaFold3^102^ to the entire Zelda and CBP sequence, respectively, and the local structure confidence score (pLDDT) per amino acid is calculated. Low pLDDT values indicate disordered structures of the associated residues. Protein regions with potential coiled coil structure are predicted using the NPS@ algorithm^133^, which scores the probability per each residue. Selected pairs of fragments of Zelda and CBP are used as input of AlphaFold3 and the resulting structures are selected based on their ability to form a complex. Their dissociation free energy is estimated with FoldX^134^, after relaxing the predicted structure with Gromacs.

#### Pausing index calculation

To calculate the pausing index, we quantified the levels of RNAPII-S5P within a region spanning +/− 300 bp around the TSS of GRO-seq genes^23^. This value was then compared to RNAPII-S5P levels within the downstream gene body, defined as the region extending from 300 bp to 5000 bp downstream of the TSS. The pausing index was determined as the ratio of RNAPII-S5P enrichment in the promoter-proximal region to its enrichment in the gene body, providing a measure of transcriptional pausing at each gene.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The raw data were deposited in GEO and are available under the accession numbers GSE269361, GSE269362, GSE269365, GSE269367, GSE269368, GSE289288, GSE289289. The H3K27ac and RNAPII ChIP-seq in mesoderm sorted nuclei are available in the ENA portal under identifier ERP000560. Source data are provided as Source Data file. Source data are provided with this paper.

# Supplementary material for: Chromatin landscape at cis-regulatory elements orchestrates cell fate decisions in early embryogenesis
**Source:** Nat Commun. 2025 Mar 27;16:3007. doi: 10.1038/s41467-025-57719-4
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Chromatin landscape at *cis*-regulatory elements orchestrates cell fate decisions in early embryogenesis

**Author list:** Francesco Cardamone<sup>1,2,3\*</sup>, Annamaria Piva<sup>4\*</sup>, Eva Löser<sup>1</sup>, Bastian Eichenberger<sup>4</sup>, Mari Carmen Romero-Mulero<sup>1,2</sup>, Fides Zenk<sup>5</sup>, Emily J. Shields<sup>6,7,8</sup>, Nina Cabezas-Wallscheid<sup>1,9,10</sup>, Roberto Bonasio<sup>6,7</sup>, Guido Tiana<sup>11</sup>, Yinxiu Zhan<sup>4#</sup>, Nicola Iovino<sup>1#</sup>

<sup>11</sup> Università degli Studi di Milano and INFN Milan Italy.

\*These authors contributed equally.

#### Table of contents

Supplementary Figures 1-10.

Description of Supplementary Data 1-9.

# Supplementary Figure 1

**a**

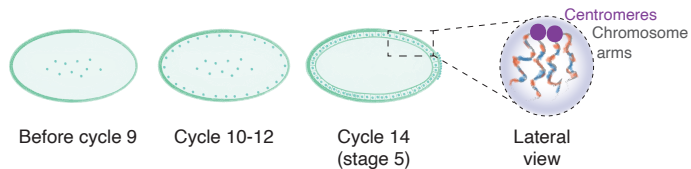

**b**

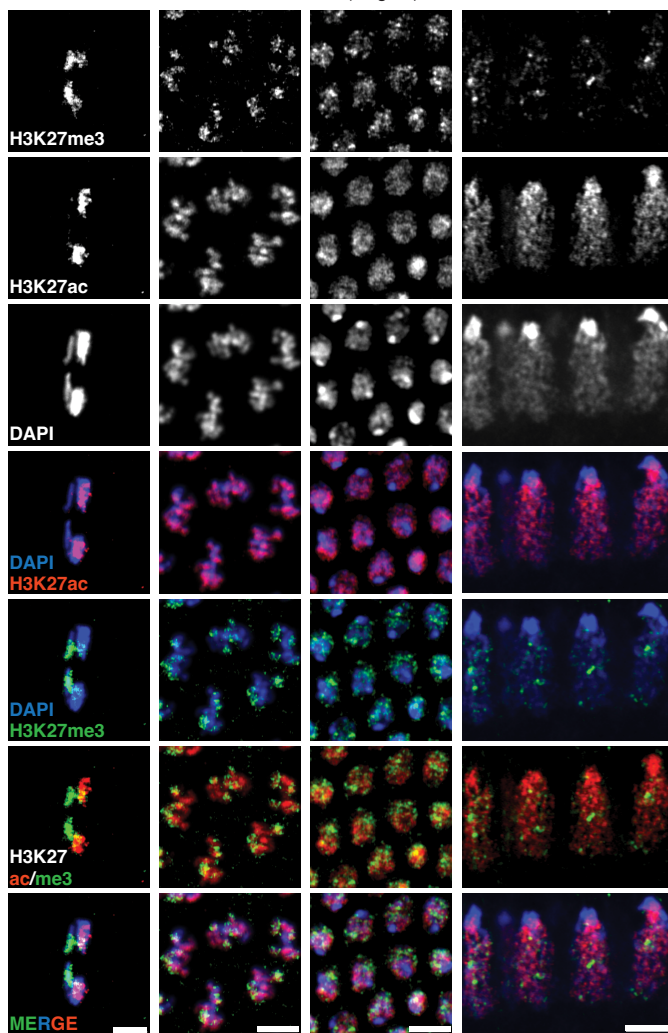

**c**

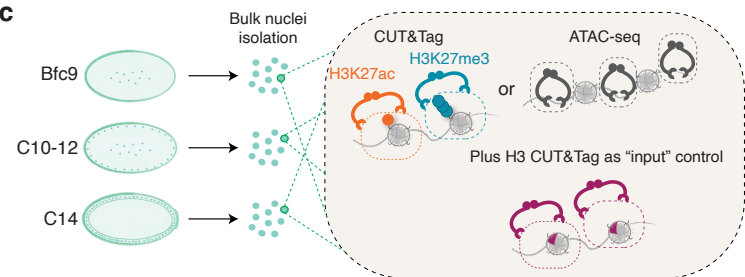

**d**

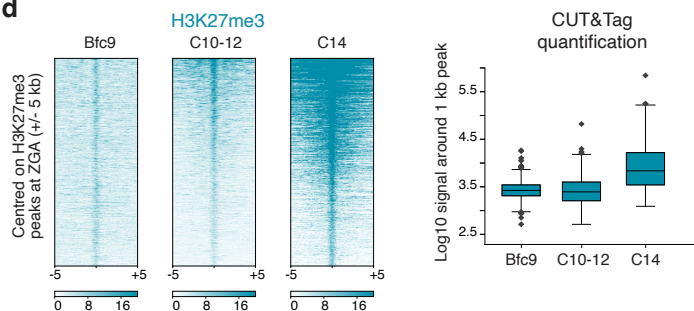

**e**

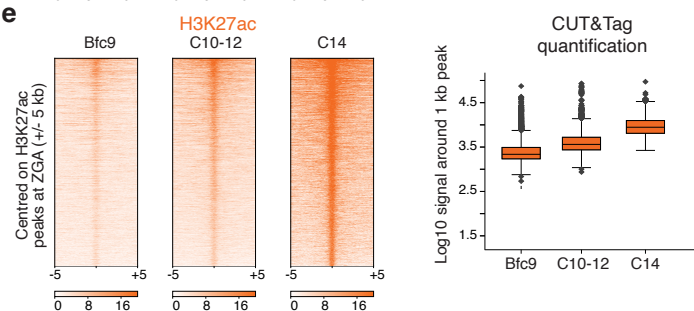

**f**

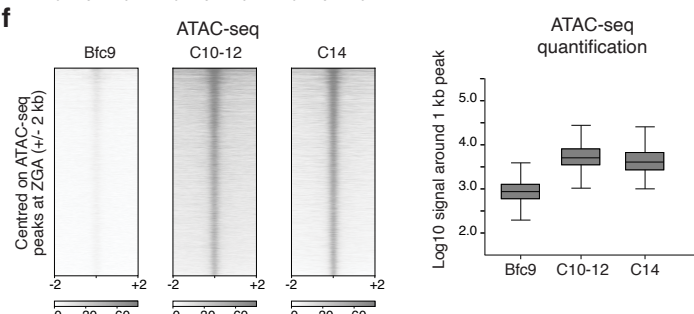

**g**

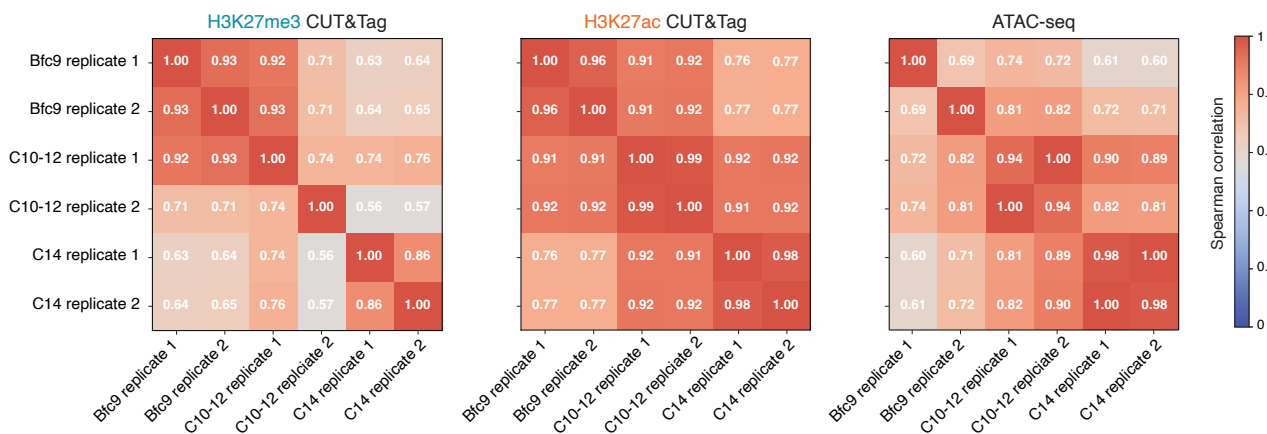

**h**

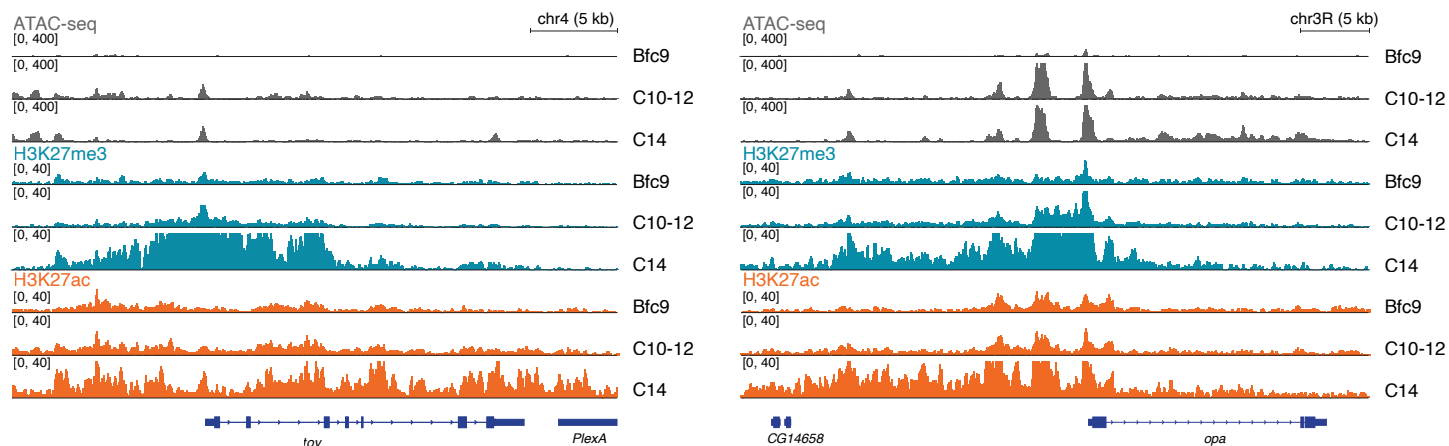

**Supplementary Fig. 1: Comprehensive overview of the chromatin landscape during early *Drosophila* development.**

**a**, Representation of early *Drosophila* development from before cycle 9 to cycle 14 (ZGA). Cartoon of lateral view of the ZGA nucleus in the RABL configuration: centromeres are highlighted in purple, chromosome arms in grey, H3K27me3 in blue, H3K27ac in orange.

**b**, Immunofluorescence staining of H3K27me3, H3K27ac and DAPI across three developmental time points. Representative image from three biological replicates. Scale bar 5  $\mu\text{m}$ .

**c**, Experimental design. Early embryos are hand-selected before cycle 9, at cycle 10-12 or at cycle 14 (ZGA) based on their morphology. Nuclei are isolated and processed for CUT&Tag or ATAC-seq. Each experiment is normalized against its H3 CUT&Tag (see Methods). Bfc9, before cycle 9. C10-12, cycle 10-12. C14, cycle 14.

**d**, Left, Heat maps of H3K27me3 CUT&Tag normalized signal was centred on  $\pm 5\text{kb}$  H3K27me3 peaks at from before cycle 9 to cycle 14. Right, Boxplot quantifications of H3K27me3 signal within 1kb around peaks at three developmental time points. Boxes center refers to median, lower and upper quartiles (Q1 and Q3, respectively). Whiskers,  $1.5 \times \text{IQR}$  below Q1 and above Q3. Points denote outliers.

**e**, Left, Heat maps of H3K27ac CUT&Tag normalized signal (see Methods) was centred on  $\pm 5\text{kb}$  H3K27ac peaks at from before cycle 9 to cycle 14. Right, Boxes center refers to median, lower and upper quartiles (Q1 and Q3, respectively). Whiskers,  $1.5 \times \text{IQR}$  below Q1 and above Q3. Points denote outliers.

**f**, Left, Heat maps of ATAC-seq normalized signal (see Methods) was centred on  $\pm 2\text{kb}$  ATAC-seq peaks at ZGA. Right, Boxplot quantifications of ATAC-seq signal within 1kb around peaks at three developmental time points. Boxes center refers to median, lower and upper quartiles (Q1 and Q3, respectively). Whiskers,  $1.5 \times \text{IQR}$  below Q1 and above Q3.

**g**, Spearman correlation coefficient heat maps across replicates for H3K27me3, H3K27ac CUT&Tag and ATAC-seq. Bfc9, before cycle 9; C10-12, cycle 10-12; C14, cycle 14.

**h**, Genome browser snapshot of two loci at three developmental time points. ATAC-seq tracks are displayed in grey, H3K27me3 tracks in blue, H3K27ac in orange. Each track is the resultant of pooling of two biological replicates. Bfc9, before cycle 9. C10-12, cycle 10-12. C14, cycle 14.

Supplementary Figure 2

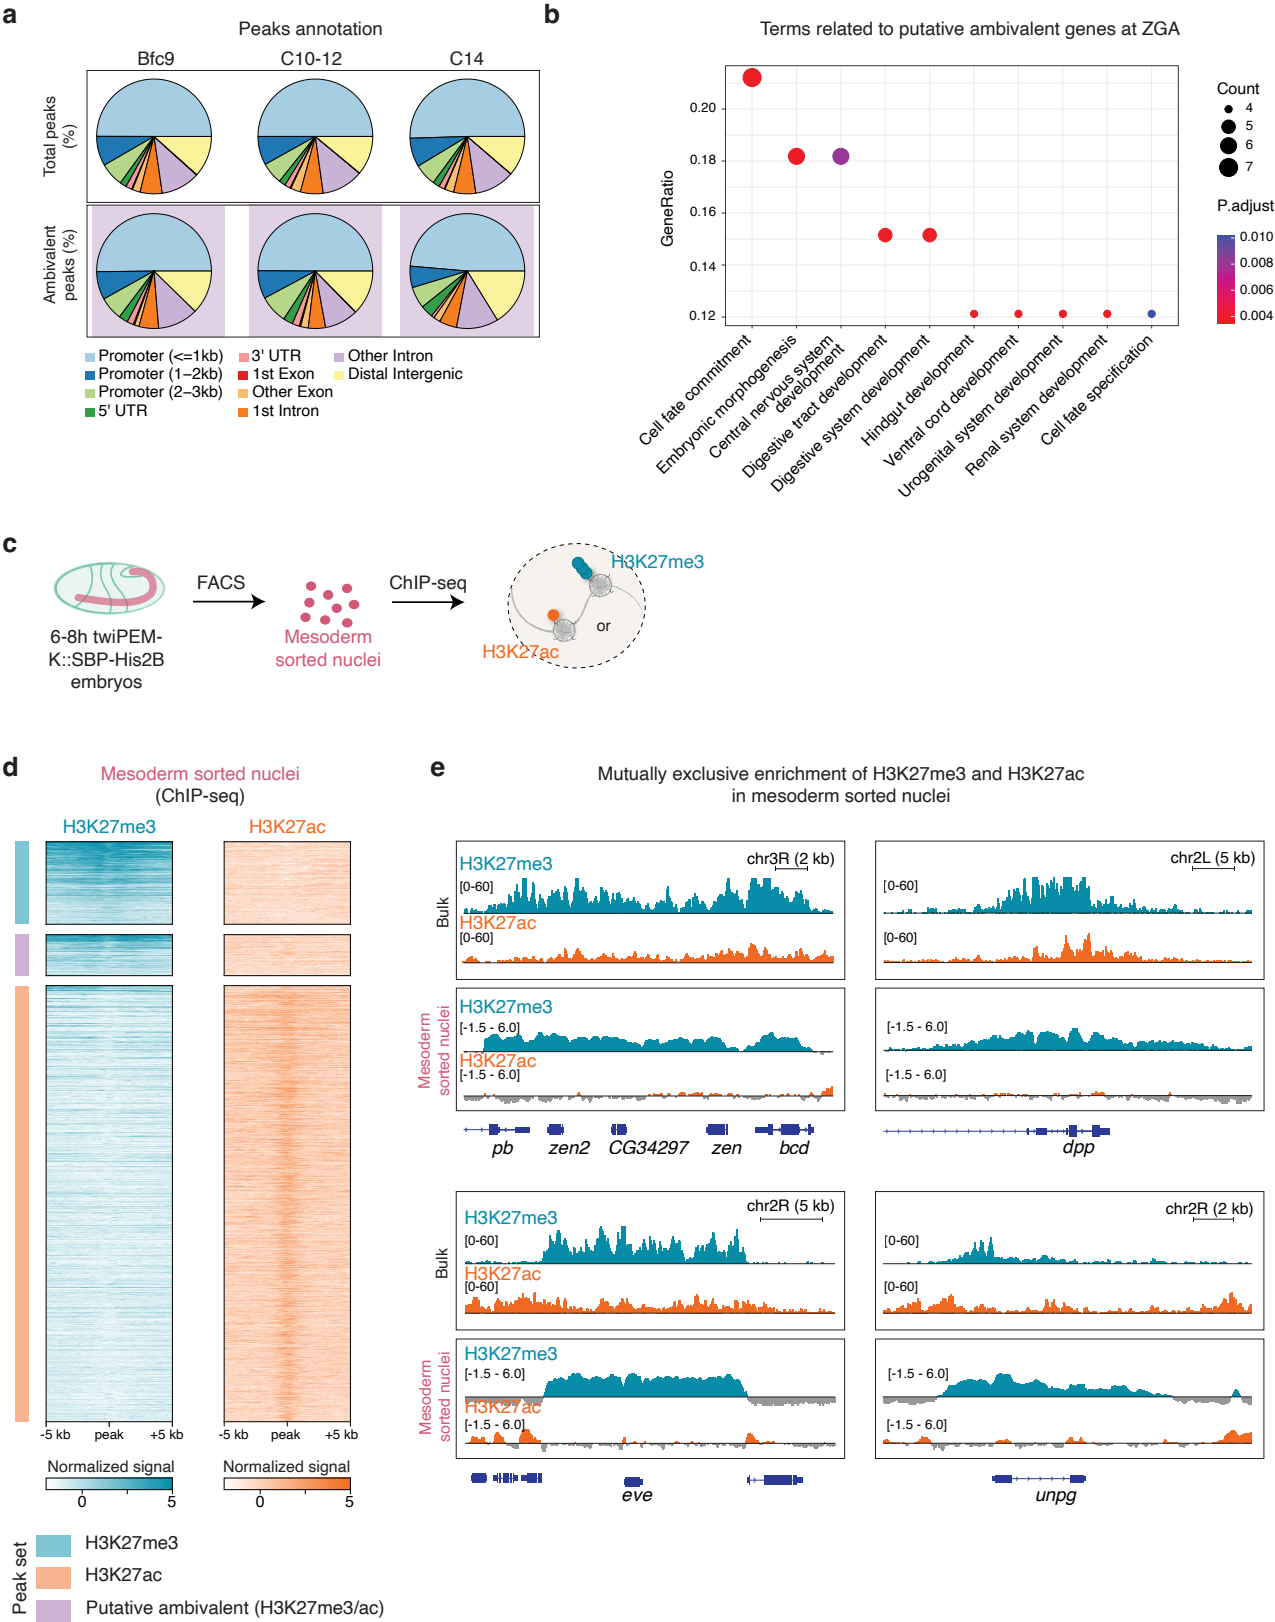

**Supplementary Fig. 2: Ambivalent domains are not detected in mesoderm sorted nuclei.**

**a,** Top, pie charts representing positional information of H3K27me3 or H3K27ac total peaks at three developmental time points. Bottom, pie charts representing positional information of ambivalent peaks at cycle 14.

**b,** Gene ontology of genes associated with ambivalent specific peaks at cycle 14 (ZGA). Source data are provided as Source Data file.

**c,** Experimental design. Mesoderm nuclei are FACS-sorted and isolated and ChIP-seq for H3K27me3 or H3K27ac is performed as described in<sup>44</sup>.

**d,** Heat maps of mesoderm specific H3K27me3 (this study) or H3K27ac ChIP-seq<sup>44</sup>. Blue cluster represents H3K27me3 specific peaks, purple cluster represents ambivalent peaks and orange cluster represents H3K27ac specific peaks.

**e,** Genome browser snapshots of putative ambivalent cluster associated genes for H3K27me3 or H3K27ac bulk CUT&Tag or mesoderm specific ChIP-seq.

# Supplementary Figure 3

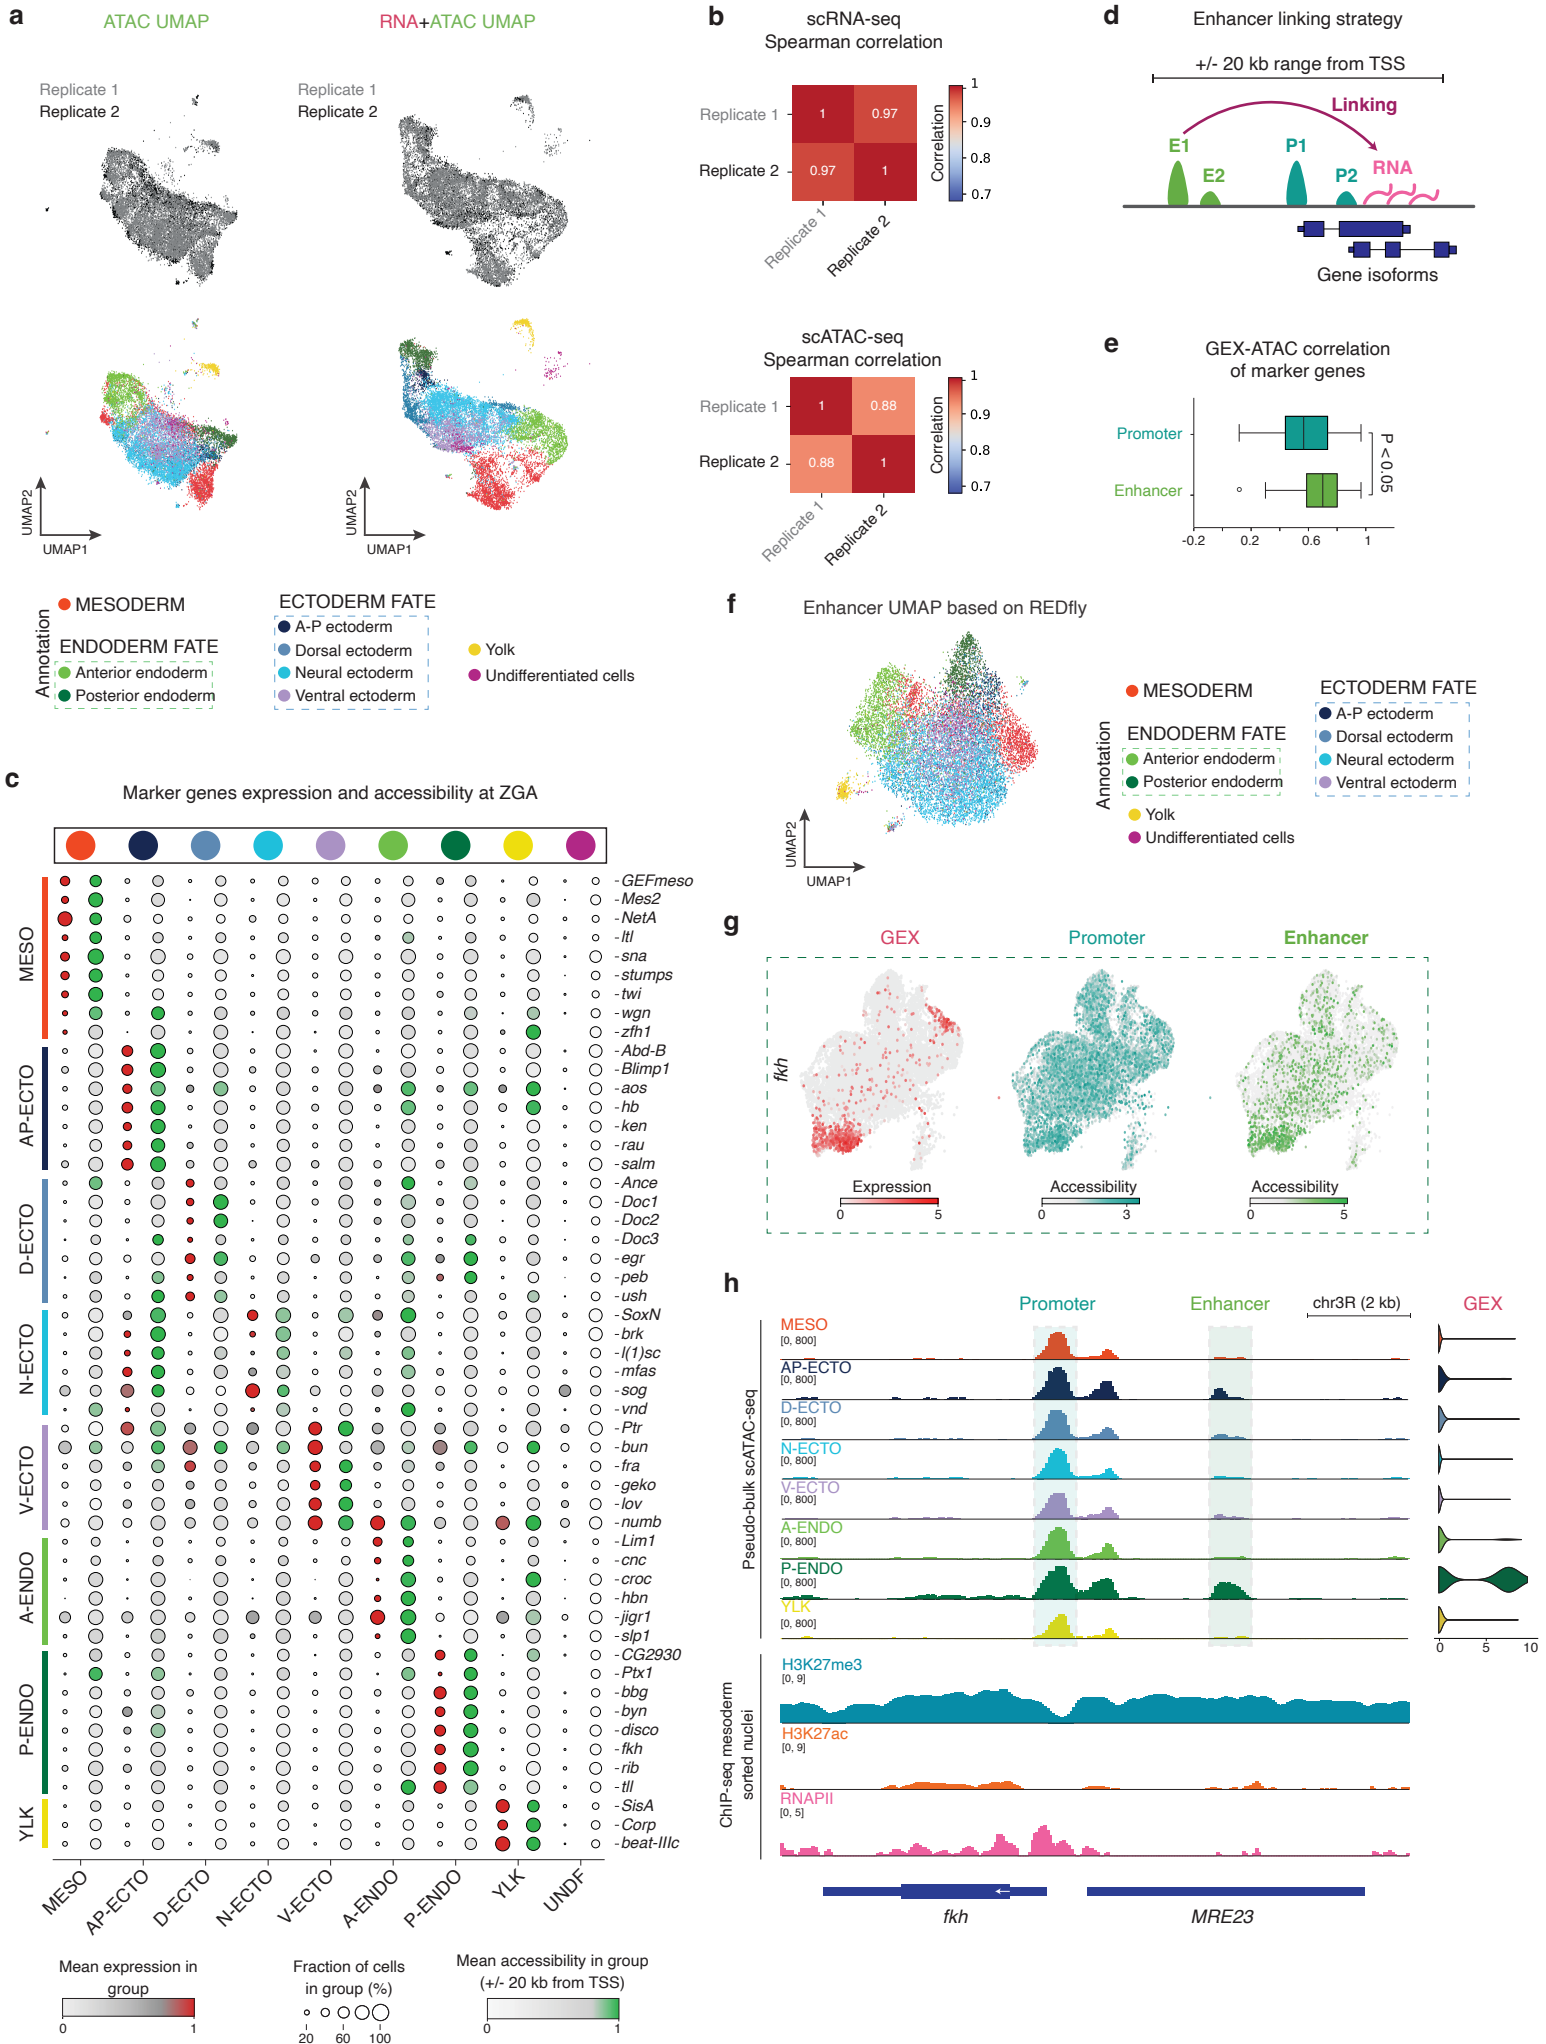

**Supplementary Fig. 3: Single-cell multiomic profiling of the wild-type ZGA embryo.**

**a**, UMAP embedding of 10x Multiome scATAC-seq (ATAC) or scRNA-seq + scATAC-seq (RNA+ATAC) from same nuclei. Cells from different biological replicates are indicated. Cluster identities were assigned by expression of marker genes.

**b**, Spearman correlation coefficient heat maps across biological replicates of the scRNA-seq and scATAC-seq data from wild-type ZGA embryos.

**c**, Dot plot showing gene expression and chromatin accessibility signal in a range window of +/- 20kb from TSS of selected marker genes per germ layer.

**d**, Schematic representation of the linking strategy adopted to assign enhancers to germ layer specific genes. Linking between gene expression and accessibility of peaks across +/- 20 kb from TSS is calculated (see Methods). The highest score linked peak is then considered the putative enhancer. The most accessible promoter is selected to study only transcribed isoforms at ZGA.

**e**, Distribution of spearman correlation between 10x Multiome scRNA-seq (GEX) and scATAC-seq (ATAC) of germ layer marker genes at their most accessible promoter peak or at their highest score linked peak (enhancer). Boxes, lower and upper quartiles (Q1 and Q3, respectively). Whiskers,  $1.5 \times \text{IQR}$  below Q1 and above Q3. Outliers are shown. Two-sided Mann-Whitney U test.  $P=0.0204$ .

**f**, UMAP embedding of chromatin accessibility based on overlapping peaks with cis-regulatory modules (CRMs) from REDfly database, excluding promoter peaks.

**g**, scRNA-seq (GEX) or scATAC-seq of most accessible promoter peak or highest score linked peak (enhancer) of *fkh* (posterior endoderm marker gene).

**h**, Genome browser snapshot of *fkh* locus. Top, aggregated scATAC-seq reads of each germ layer and violin plot of the respective *fkh* gene expression (GEX). Promoter is highlighted by light blue dashed box, enhancer is highlighted by green dashed box. Bottom, ChIP-seq signal of H3K27me3 (this study), H3K27ac and RNA polymerase II (RNAPII) from mesoderm sorted nuclei<sup>44</sup>.

Supplementary Figure 4

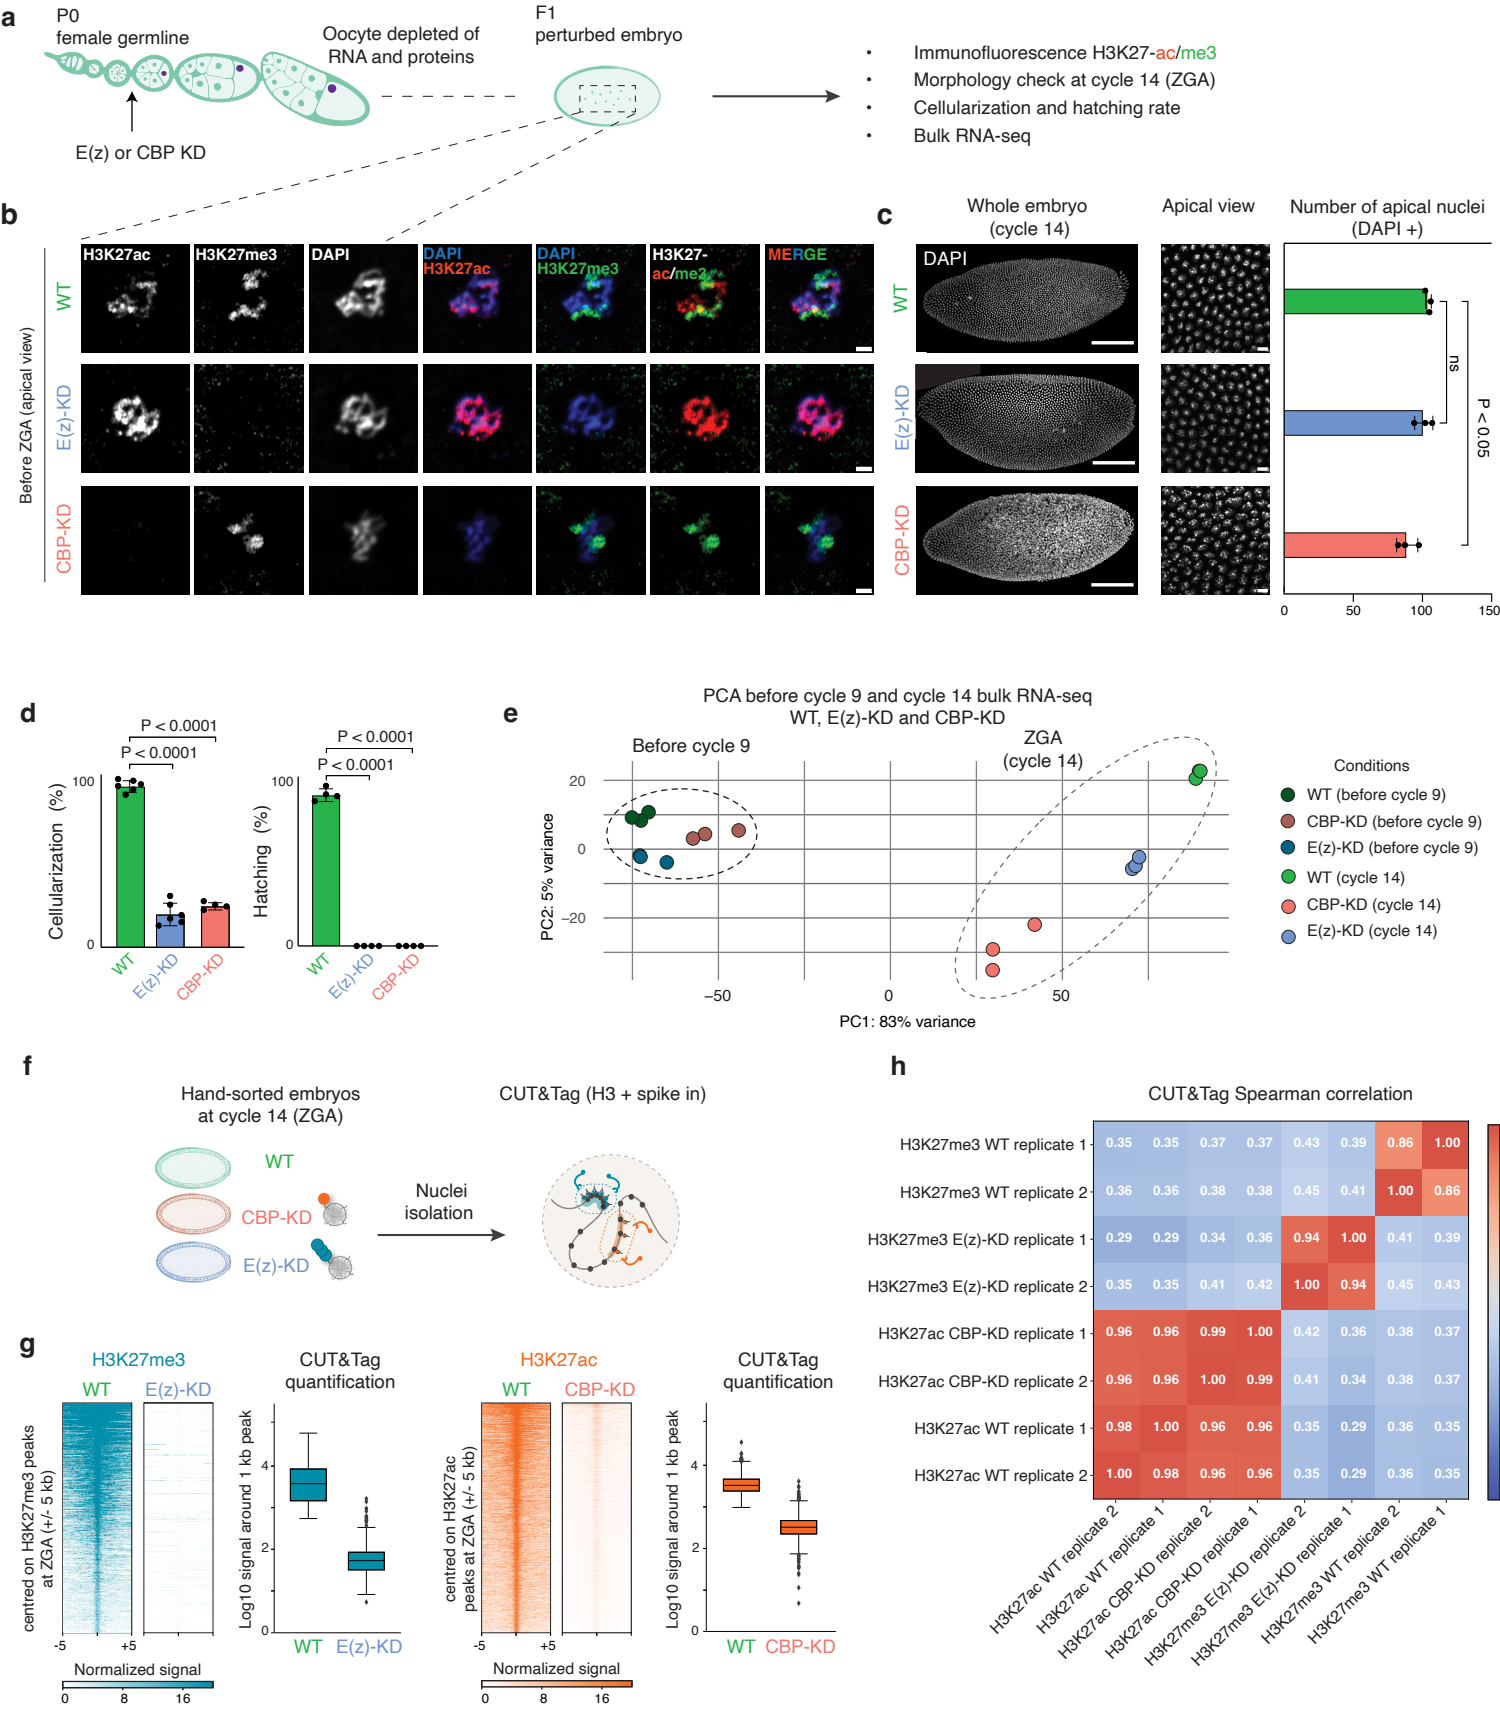

**Supplementary Fig. 4: Phenotypic and molecular characterization of chromatin factors depleted embryos during early embryogenesis.**

**a**, Schematic illustration of germline RNAi induced knock-down. The arrow indicates the knockdown activation in the ovariole. The purple oocyte is devoid of E(z) or CBP, resulting in F1 embryos devoid of the respective enzyme/histone mark. Embryos are subsequently characterized. Adapted from an image created in BioRender. Cardamone, F. (2025) <https://BioRender.com/s77z537>.

**b**, Immunofluorescence staining of pre-ZGA embryos for H3K27ac and H3K27me3 in both wild-type, CBP-KD and E(z)-KD. Representative image from three biological replicates per each condition. Scale bar, 2  $\mu$ m.

**c**, DAPI staining of representative embryos at ZGA (cycle 14) in control and upon KD. Scale bar, 100  $\mu$ m. A representative apical section from three embryos per each condition is showed. Scale bar, 5  $\mu$ m. Quantification of nuclei number (DAPI +) per each condition is assessed from the apical area in three biological replicates. Ordinary one-way ANOVA.  $P=0.0314$ . Data are presented as mean values  $\pm$  SD. Source data are provided as Source Data file.

**d**, Phenotypic characterization of wild-type (WT), CBP-KD and E(z)-KD embryos. Percentage of embryos (top) reaching the ZGA stage or (bottom) completing embryogenesis (Hatching) Ordinary one-way ANOVA.  $n=600$  embryos for wild-type,  $n=400$  embryos for CBP-KD,  $n=600$  for E(z)-KD embryos. Data are presented as mean values  $\pm$  SD. Source data are provided as Source Data file.

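In a principal component analysis of the 18 libraries over the 500 most variable genes after a variance stabilizing transformation, PC1 held 89.8% of the variance and PC2 5.70%. PC1 separated the stages. The wild-type mean on PC1 was -43.6 ± 0.792 (SD, n = 3) before cycle 9 and 57.3 ± 0.263 (SD, n = 3) at cycle 14. At cycle 14 the E(z)-KD mean on PC1 was 44.0 ± 1.27 (SD, n = 3) and the CBP-KD mean 25.5 ± 3.50 (SD, n = 3), both toward the earlier stage relative to wild type. On PC2 the wild-type mean at cycle 14 was -15.3 ± 1.21 (SD, n = 3), the E(z)-KD mean 1.18 ± 0.224 (SD, n = 3) and the CBP-KD mean 21.1 ± 4.06 (SD, n = 3). Before cycle 9 the genotype means on PC1 lay between -43.6 and -40.0. Over all genes that pass the filter, in place of the 500 most variable, PC1 held 81.1% and PC2 8.73%.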

**e**, Principal component analysis (PCA) plot of total RNA-seq from before cycle 9 and cycle 14 embryos in control and KD conditions. Each dot represents a biological replicate. The dashed circles indicate the two time points. Source data are provided as Source Data file.

**f**, Experimental design. Wild-type (WT), E(z)-KD or CBP-KD embryos are hand-selected at cycle 14. Nuclei are isolated and processed for CUT&Tag. Each experiment is normalized (see Methods).

**g**, Heat maps of H3K27me3 or H3K27ac, CUT&Tag normalized signal was centred on  $\pm$  5kb H3K27me3 or H3K27ac peaks at ZGA respectively in wild-type, E(z)-KD or CBP-KD. Box plots of H3K27me3 or H3K27ac peak signal within in  $\pm$  1kb window. Boxes center refers to median, lower and upper quartiles (Q1 and Q3, respectively). Whiskers,  $1.5 \times$  IQR below Q1 and above Q3. Points denote outliers.

**h**, Spearman correlation coefficient heat maps across replicates and conditions for H3K27me3 and H3K27ac CUT&Tag.

# Supplementary Figure 5

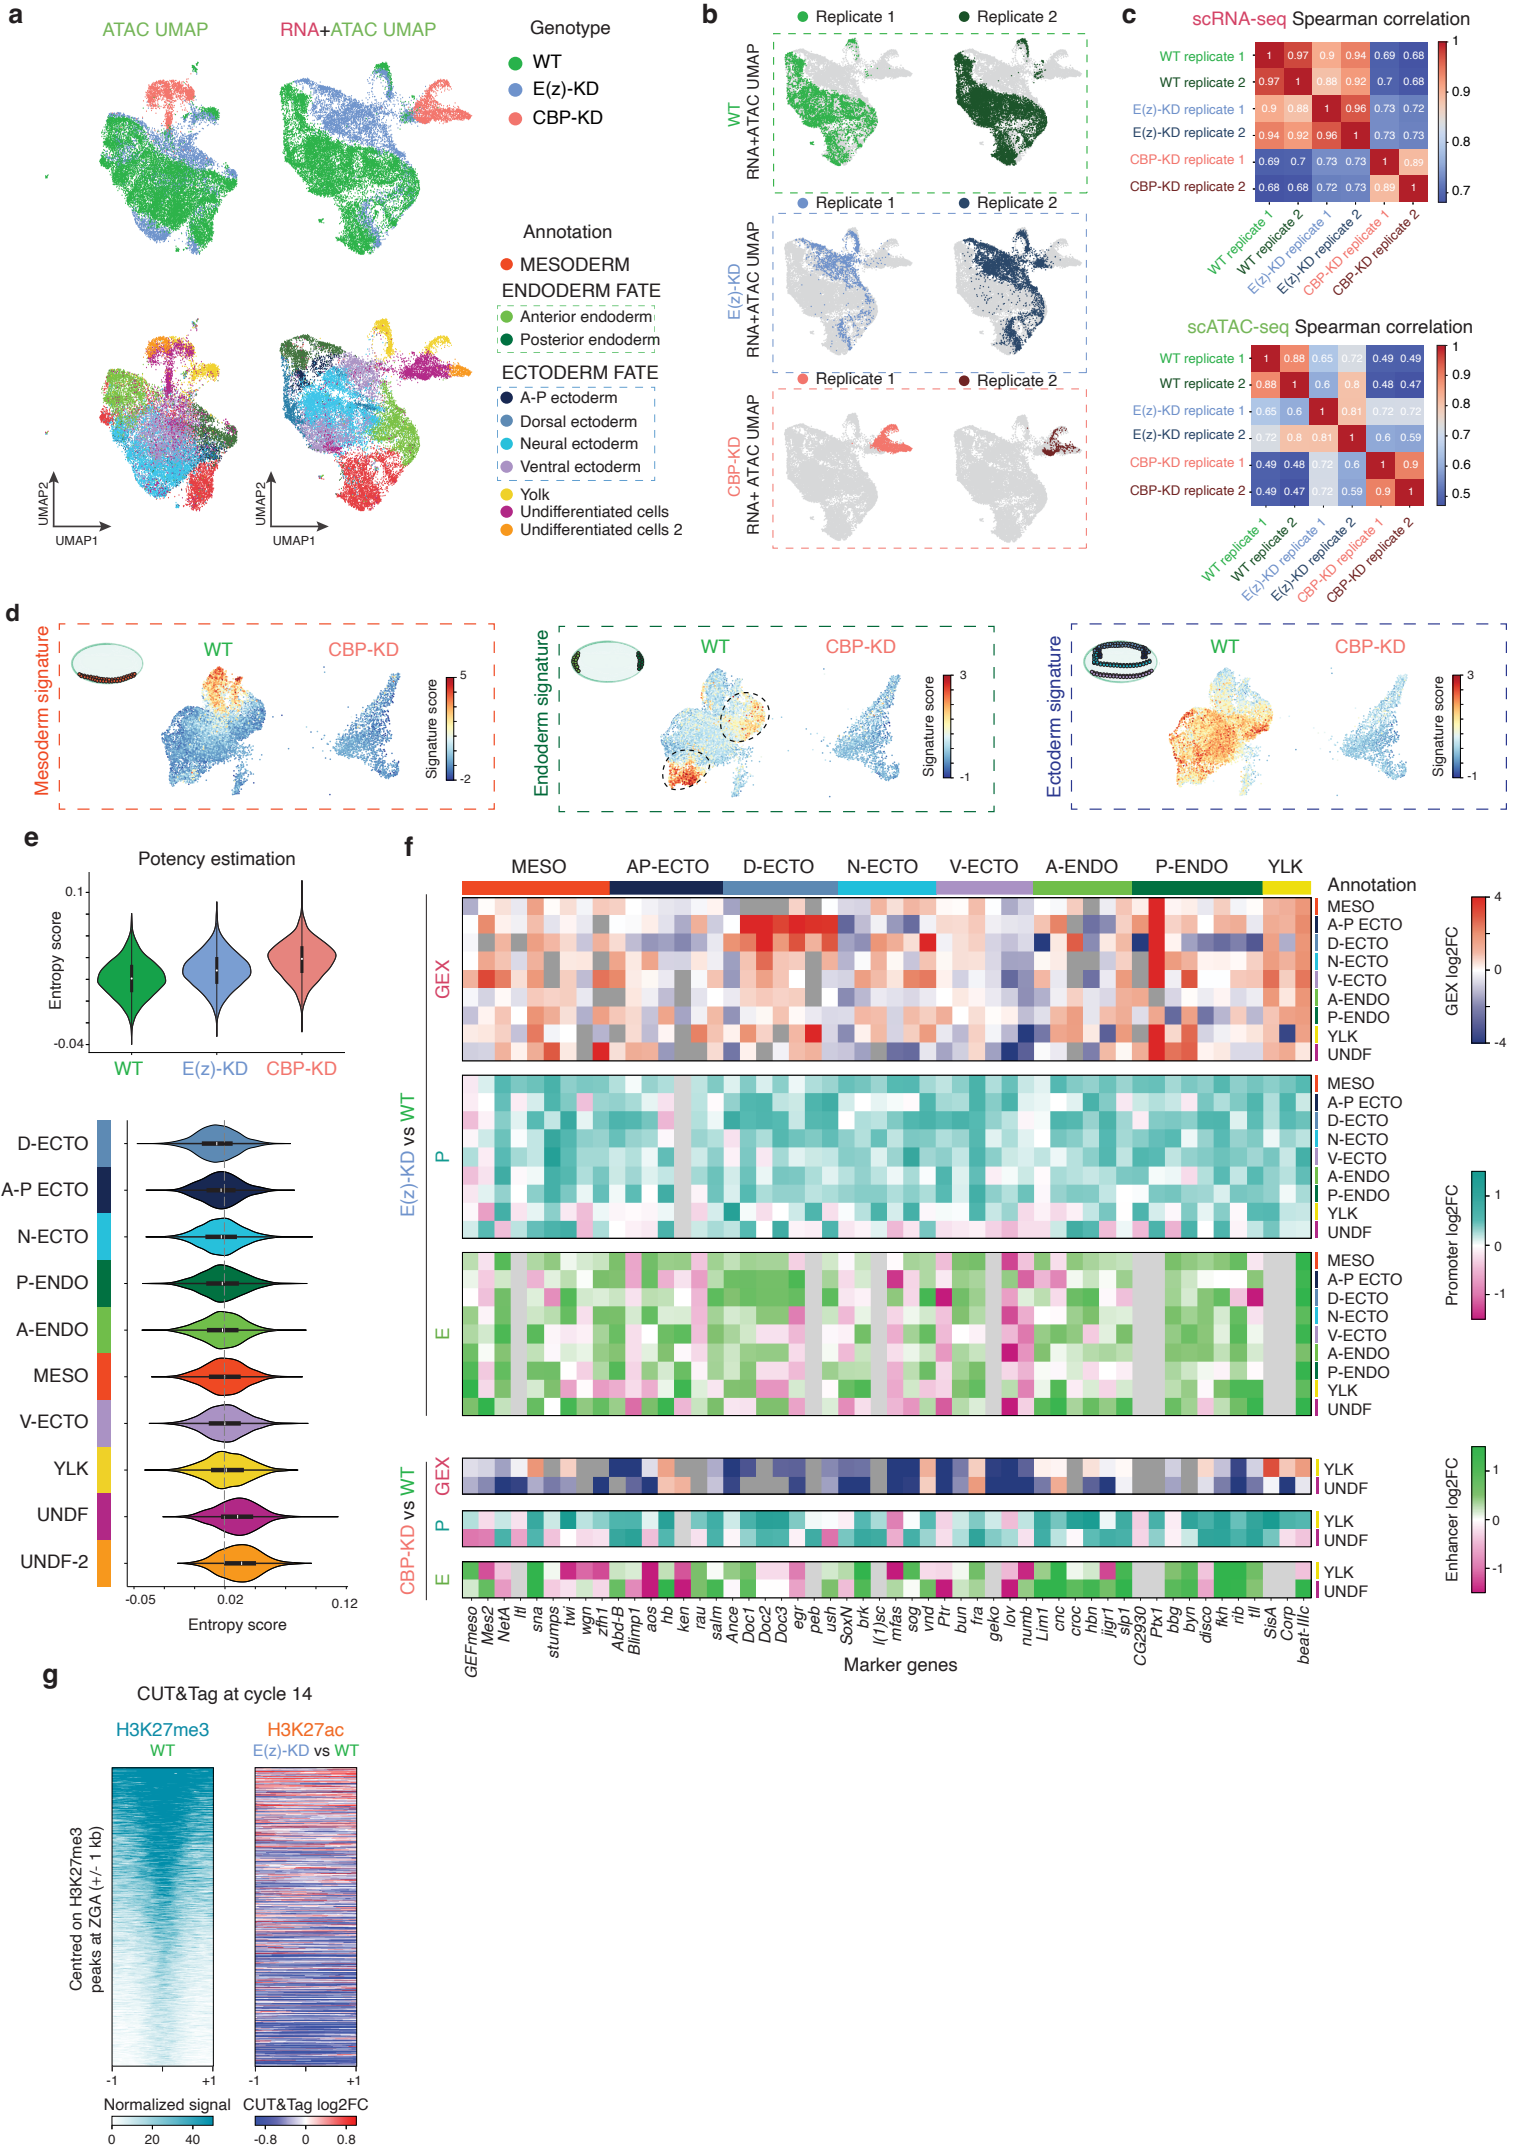

**Supplementary Fig. 5: Single-cell multiomic profiling of chromatin factors depleted embryos.**

**a**, UMAP embedding of 10x Multiome scATAC-seq (ATAC) or scRNA-seq + scATAC-seq (RNA+ATAC) from same nuclei. Cluster identities were assigned by genotype (top) or annotated germ layers based on expression of marker genes (bottom).

**b**, UMAP embedding of 10x Multiome scRNA-seq + scATAC-seq (RNA+ATAC) across biological replicates from wild-type and KD conditions. Cells from different biological replicates are indicated.

**c**, Spearman correlation coefficient heat maps across biological replicates of the scRNA-seq and scATAC-seq data from wild-type and KD conditions.

**d**, UMAP embedding with mesoderm, ectoderm and endoderm gene signature scoring in wild-type and CBP-KD. Color encodes signature enrichment.

**e**, Single-cell entropy score across different conditions (top) and germ layers (bottom). Higher entropy score delineates a higher pluripotency/uncertainty.

**f**, Differential gene expression and accessibility at promoter or enhancer of marker genes upon E(z)-KD or CBP-KD. The heat map shows ectopic expression and widespread increase of accessibility of marker genes upon loss of E(z), whereas complete shut-down of transcription without chromatin compaction is observed upon CBP-KD. Genes expressed in less than 1% of cells and missing peaks are represented with a grey square.

**g**, Heat maps of H3K27me3 in wild-type (WT) cycle 14 embryos and differential CUT&Tag enrichment between E(z)-KD and wild-type for H3K27ac at cycle 14. Sorting is based on H3K27me3 signal in wild-type embryos. The heat map was centred on +/- 1 kb H3K27me3 peaks at ZGA.

# Supplementary Figure 6

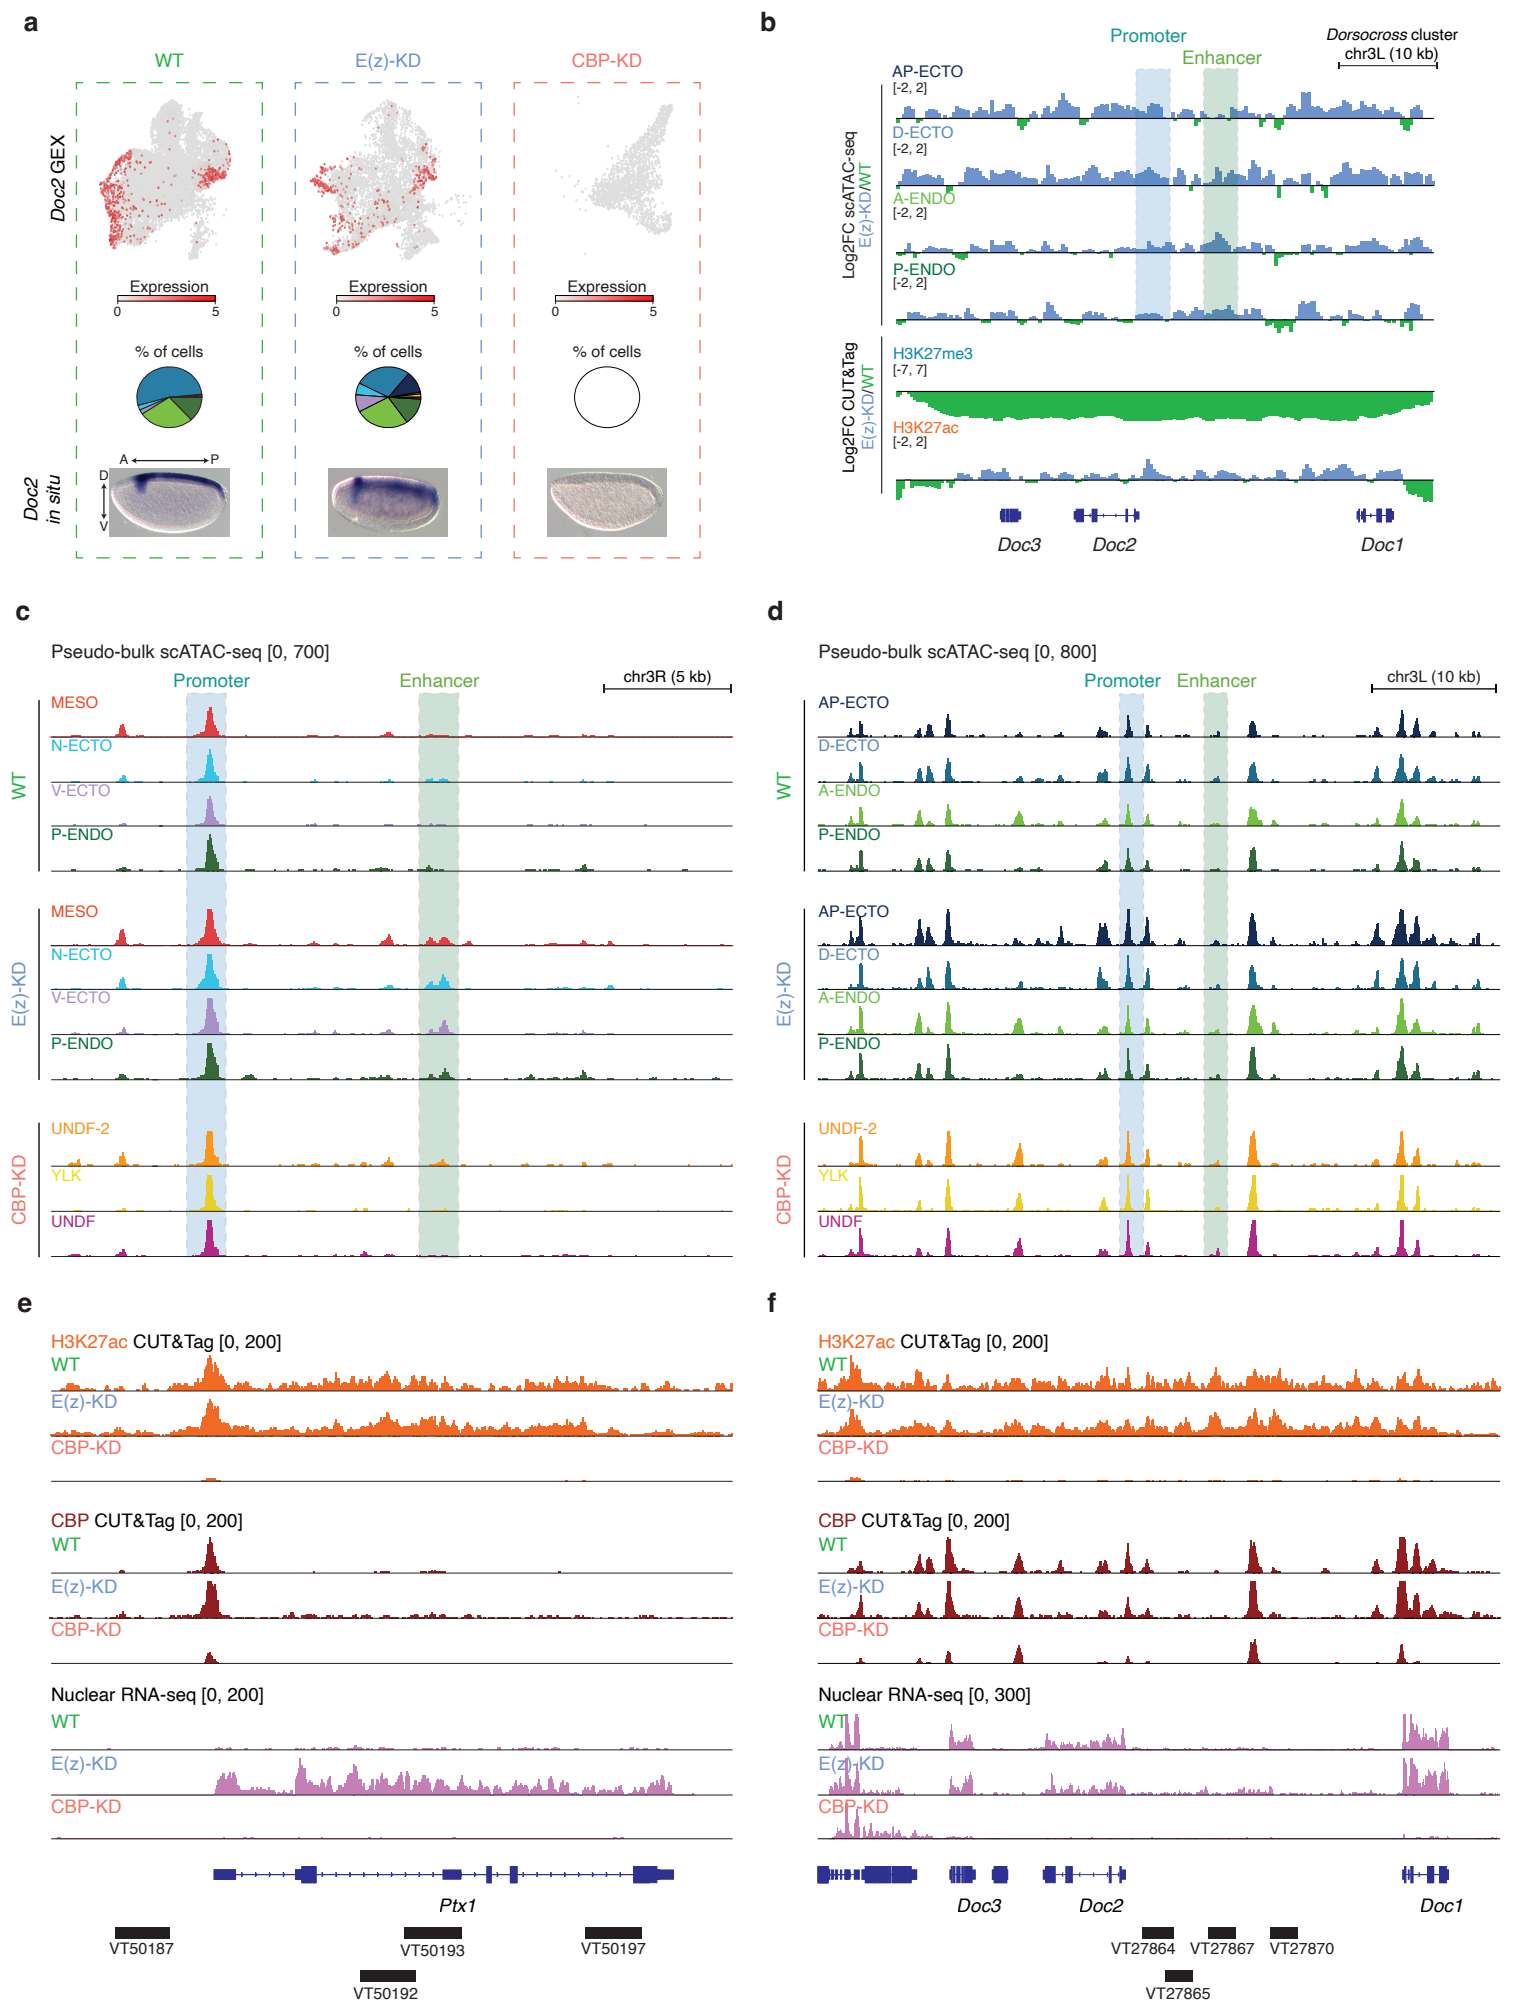

**Supplementary Fig. 6: *Ptx1* and *Doc2* loci exemplify the epigenetic and transcriptomic changes upon perturbing chromatin factors.**

**a**, Top, Gene expression (GEX) of *Doc2* (dorsal ectoderm marker gene) in wild-type, E(z)-KD and CBP-KD. Pie charts represent fraction of cells expressing the gene within each germ layer. Bottom, *in situ* hybridization of *Doc2* RNA in WT, E(z)-KD and CBP-KD validating the ectopic expression or transcriptional shutdown in perturbed embryos.

**b**, Genome browser snapshot of *Doc2* locus. Differential accessibility between E(z)-KD and wild-type cells in different germ layers. Promoter is highlighted with a blue dash box while enhancer is highlighted with a green dash box. Differential CUT&Tag signal between E(z)-KD and wild-type for H3K27me3 and H3K27ac.

**c, d**, Genome browser snapshot of *Ptx1* and *Doc2* loci. Aggregated scATAC-seq for germ layers in wild-type (WT), E(z)-KD and CBP-KD data. Promoter region is highlighted in blue, enhancer region is highlighted in green.

**e, f**, CUT&Tag signal for H3K27ac and CBP at *Ptx1* and *Doc2* loci in wild-type, E(z)-KD and CBP-KD. Nuclear RNA-seq signal in WT, E(z)-KD and CBP-KD. Refseq genes and regulatory elements from Fly Enhancers database (enhancers.starklab.org)<sup>36</sup>. Each regulatory element is displayed at cycle 14 (ZGA) and post ZGA.

# Supplementary Figure 7

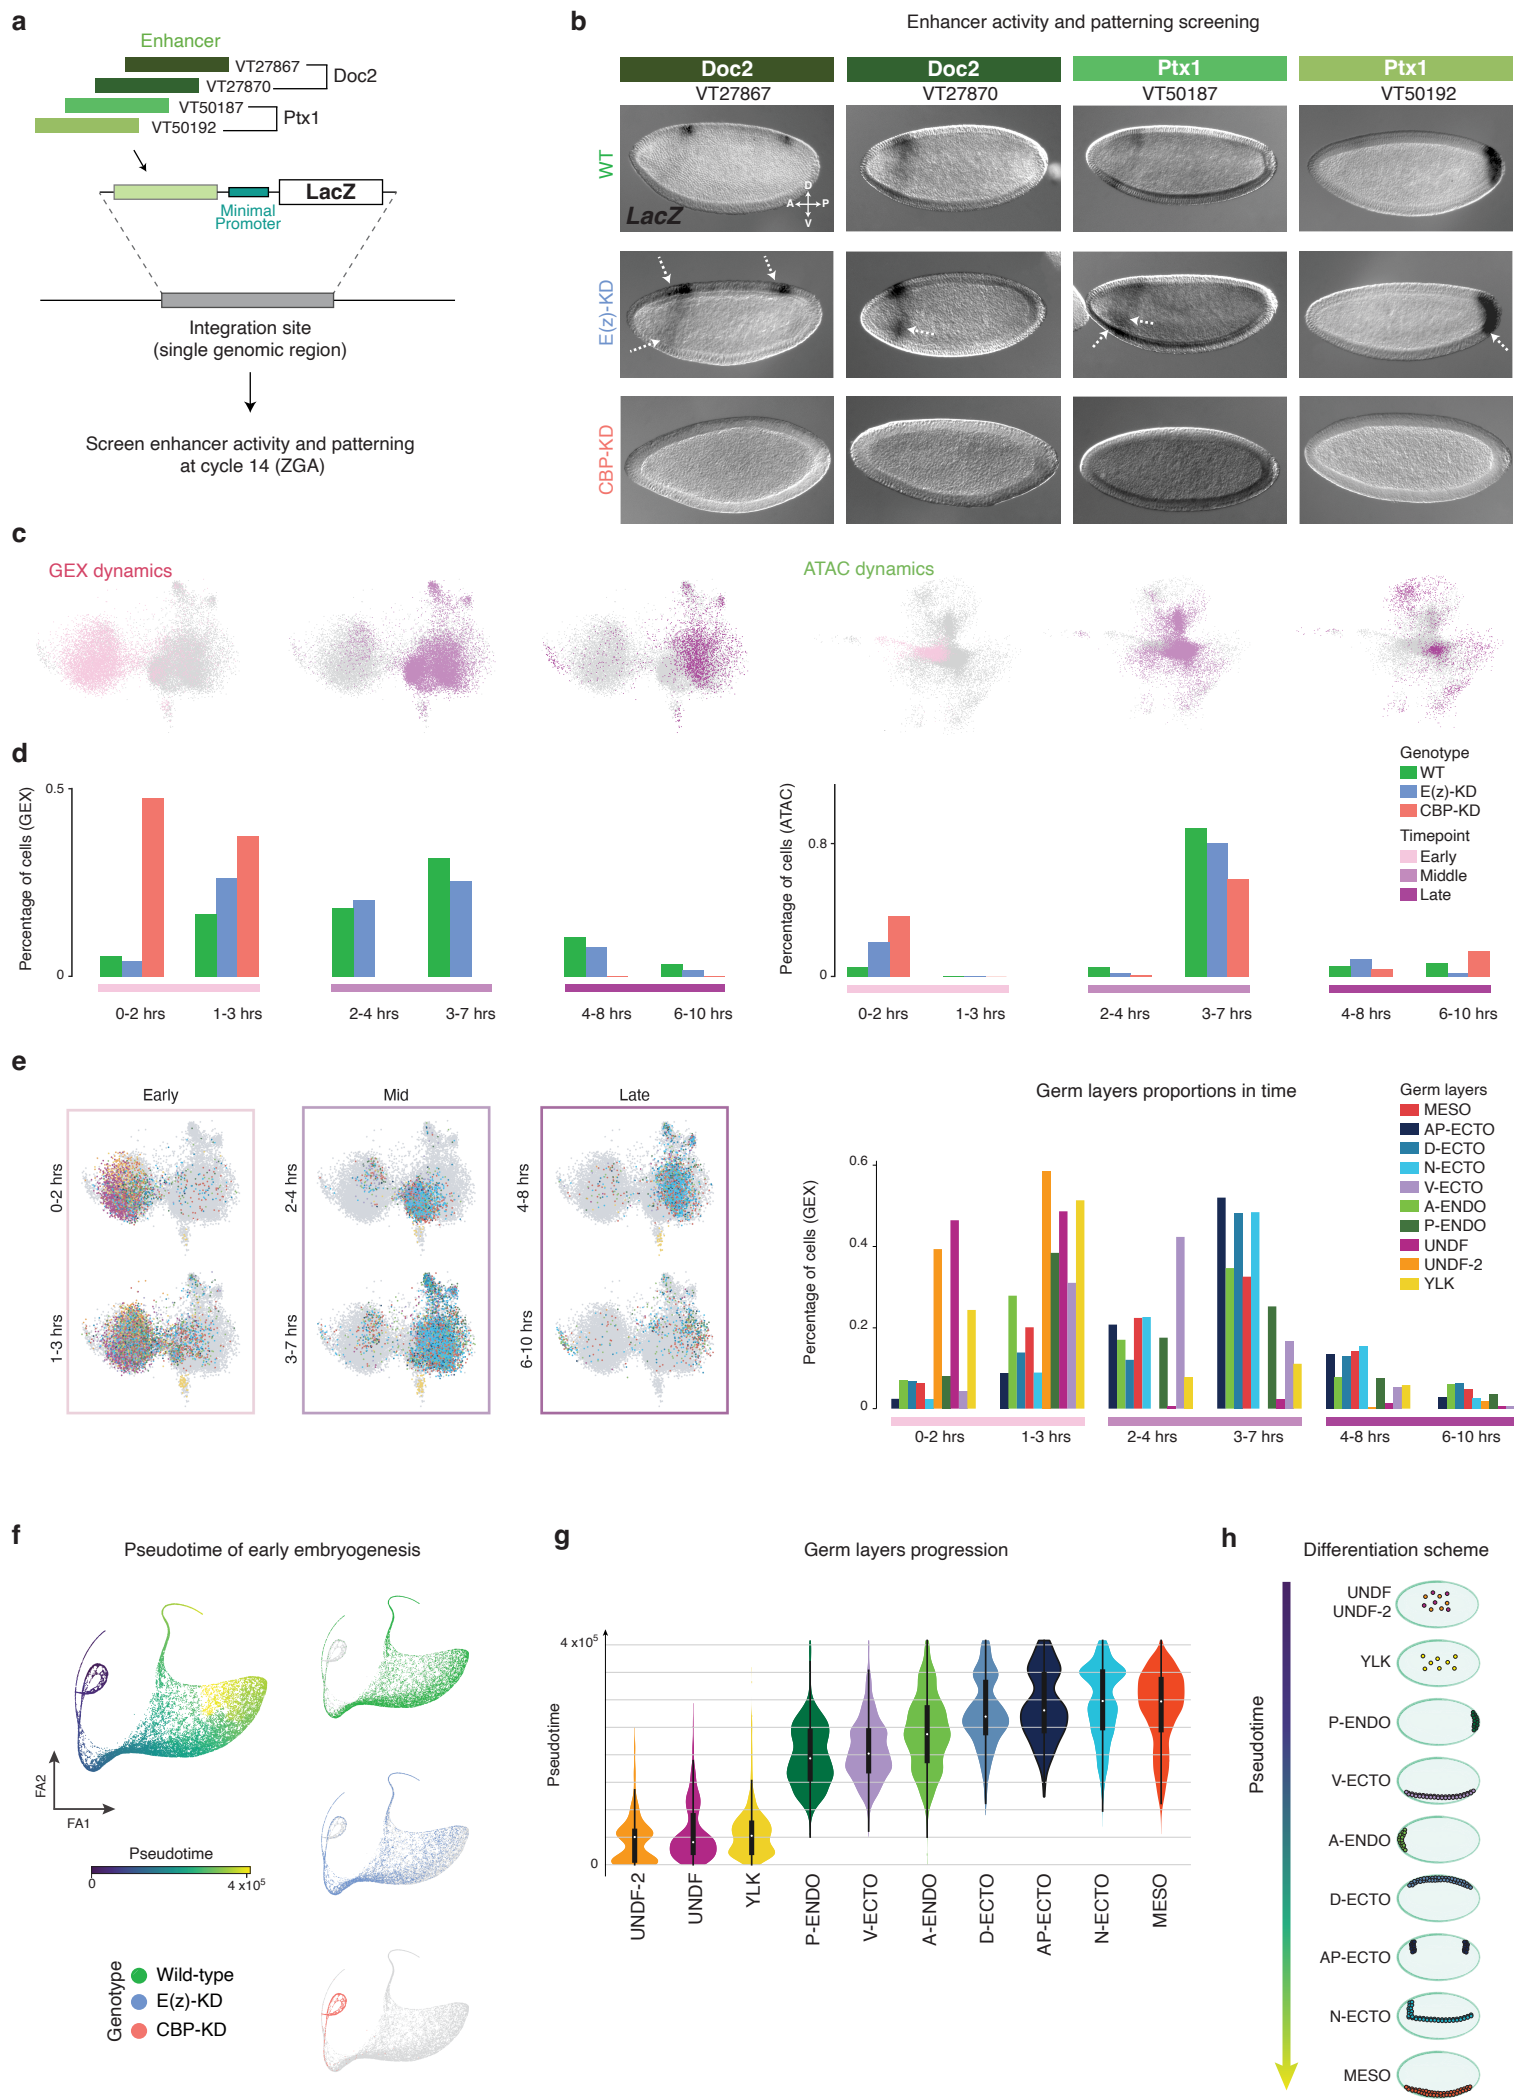

**Supplementary Fig. 7: *In vivo* reporter assay of enhancer activity and patterning highlights aberrant phenotypes upon chromatin factors depletion.**

**a,** Strategy for constructing transgenic lines to test selected enhancer activity and patterning for *Ptx1* and *Doc2* in wild-type and KD embryos. Candidate enhancers are inserted upstream of a transcriptional reporter and integrated in a single genomic region of the fly genome.

**b,** *In situ* hybridization for LacZ RNA by using enhancer reporter lines in WT, E(z)-KD and CBP-KD for *Doc2* and *Ptx1*. White arrows indicate aberrant expression patterns of the reporter upon E(z) depletion. A, anterior; P, posterior; D, dorsal; V, ventral.

**c,** Top, UMAP embedding of our projected cells onto the sci-RNA-seq or sci-ATAC-seq datasets<sup>56</sup>. Cells are categorized based on the projected timing (early, middle or late), corresponding to their different time collections and recapitulating the GEX and ATAC dynamics during early embryogenesis.

**d,** Relative fractions of cells within 10x Multiome WT, E(z)-KD and CBP-KD timing projection for both scRNA-seq and scATAC-seq.

**e,** UMAP embedding and bar plot of the projected scRNA-seq (GEX) data colored by the annotated germ layers in each developmental time point.

**f, g,** UMAP embedding of ForceAtlas2 (FA) pseudotime coloured by WT, E(z)-KD and CBP-KD conditions, showing the transcriptional delay of CBP and the specification timing of the different germ layers.

**h,** Differentiation scheme of the ZGA embryo based on the pseudotime analysis. Yolk cells are the first to be specified, while neural ectoderm and mesoderm cells are the latest in the differentiation trajectory.

Supplementary Figure 8

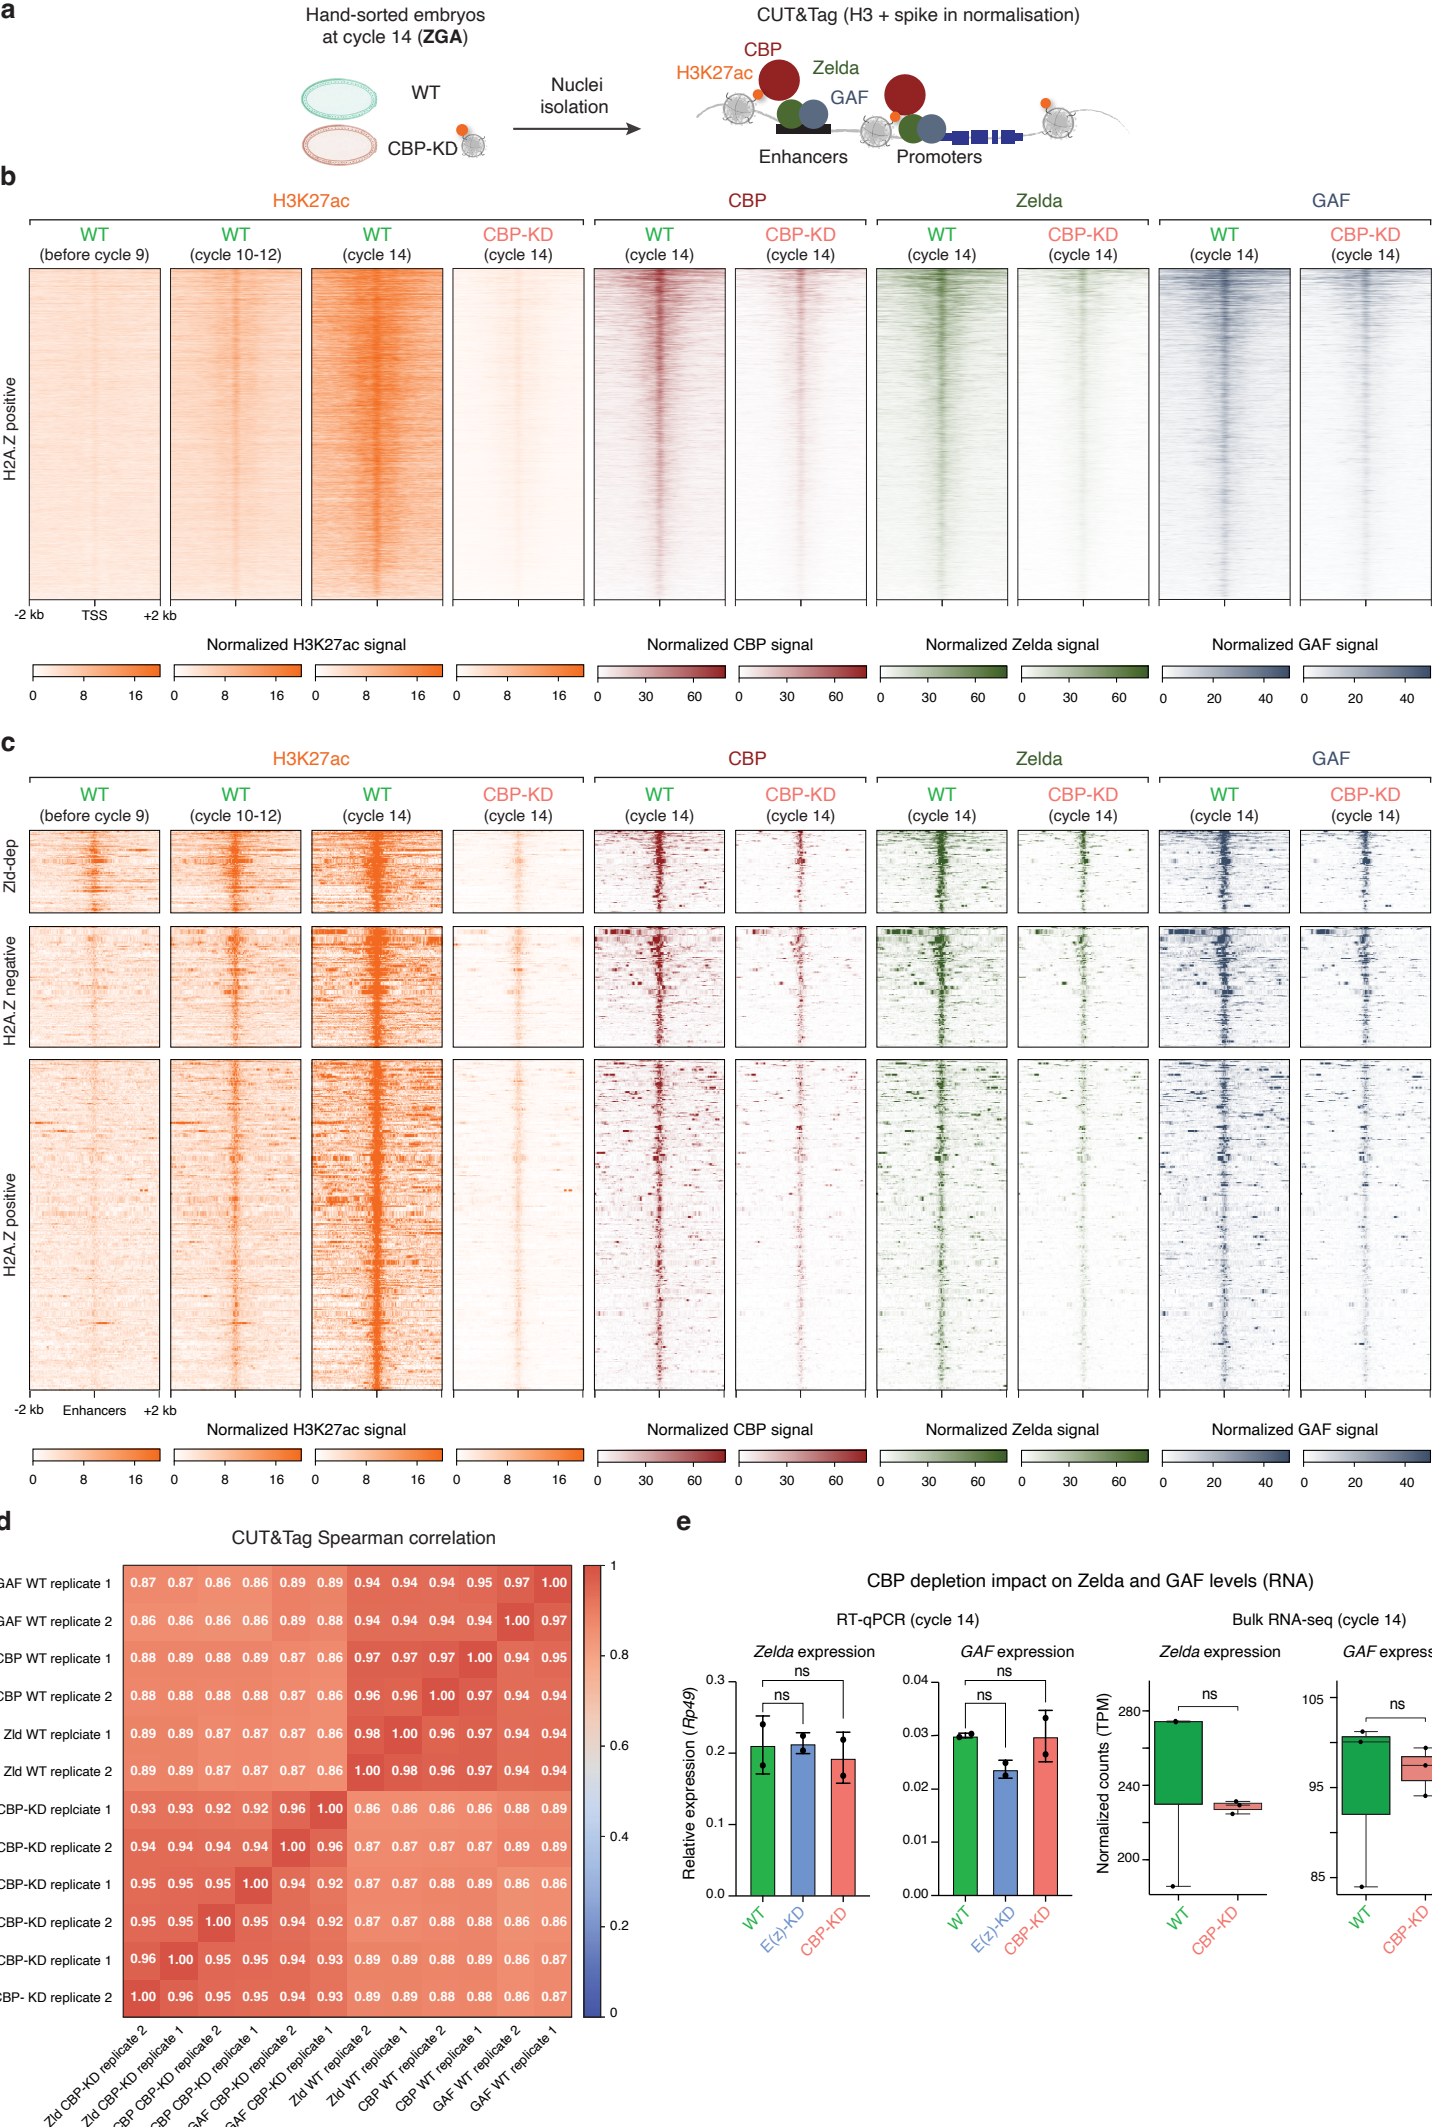

**Supplementary Fig. 8: CBP depletion impairs pioneer factors binding at both promoters and enhancers of zygotically active genes.**

**a**, Experimental design. Wild-type (WT) and CBP-KD embryos are precisely hand-selected at cycle 14. Nuclei are isolated and processed for CUT&Tag. Each experiment is normalized to its H3 CUT&Tag as “input” control and to library spike-in (see Methods).

**b**, Heat map of H2A.Z positive active genes (GRO-seq) at ZGA<sup>23</sup>. Signal is centred around +/- 2kb from TSS. Sorting is based on H3K27ac levels before cycle 9 and shows CUT&Tag signal distribution of this mark at three developmental time points and signal distribution of CBP, Zelda and GAF at ZGA in both wild-type and CBP-KD at cycle 14 (ZGA).

**c**, Heat map of active genes (GRO-seq) at ZGA clustered based on their dependency on Zelda (zld-dep), H2A.Z- (H2A.Z negative) and H2A.Z+ (H2A.Z positive)<sup>23</sup>. Signal is centred on associated enhancers around +/- 10kb from promoters. Sorting is based on H3K27ac levels before cycle 9 and shows CUT&Tag signal distribution of this mark at three developmental time points and signal distribution of CBP, Zelda and GAF at ZGA in both wild-type and CBP-KD at cycle 14 (ZGA).

**d**, Spearman correlation coefficient heat maps across biological replicates and conditions of the different CUT&Tags for CBP, Zelda and GAF.

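In TPM, the unit the paper plots, computed here from the deposited counts and the exon lengths of the Ensembl annotation, zld was at 248, 352 and 354 TPM in wild-type replicates 1, 2 and 3 at cycle 14 and at 291, 285 and 287 TPM in the CBP-KD replicates. Trl was at 63.4, 75.5 and 74.7 TPM in wild type and at 72.7, 66.3 and 65.7 TPM in CBP-KD. An exact two-sided permutation test of the difference in means gave p = 0.4 for zld and p = 0.7 for Trl, in a design whose smallest p is 0.1. Wild-type replicate 1 had the lowest value of either gene among the wild-type libraries and is also the smallest library. Genes of 7SL RNA held 8.38%, 6.89% and 6.55% of the counts in wild-type replicates 1, 2 and 3. In the CBP-KD replicates they held 6.44%, 5.32% and 5.66%. TPM are shares of each library without TMM factors, so such differences in composition can move them. How far they did was not tested, and these permutation tests do not show that the levels are equal.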

**e**, *Zelda* and *GAF* mRNA levels in wild-type CBP-KD embryos at cycle 14, measured by RT-qPCR and bulk RNA-seq. Each dot represents a biological replicate. Two-sided Mann–Whitney test. For RT-qPCR, data are presented as mean values  $\pm$  SD. For total RNA-seq, the lower and upper quartiles of the boxes are showed (Q1 and Q3, respectively). Whiskers,  $1.5 \times$  IQR below Q1 and above Q3. Source data are provided as Source Data file.

Supplementary Figure 9

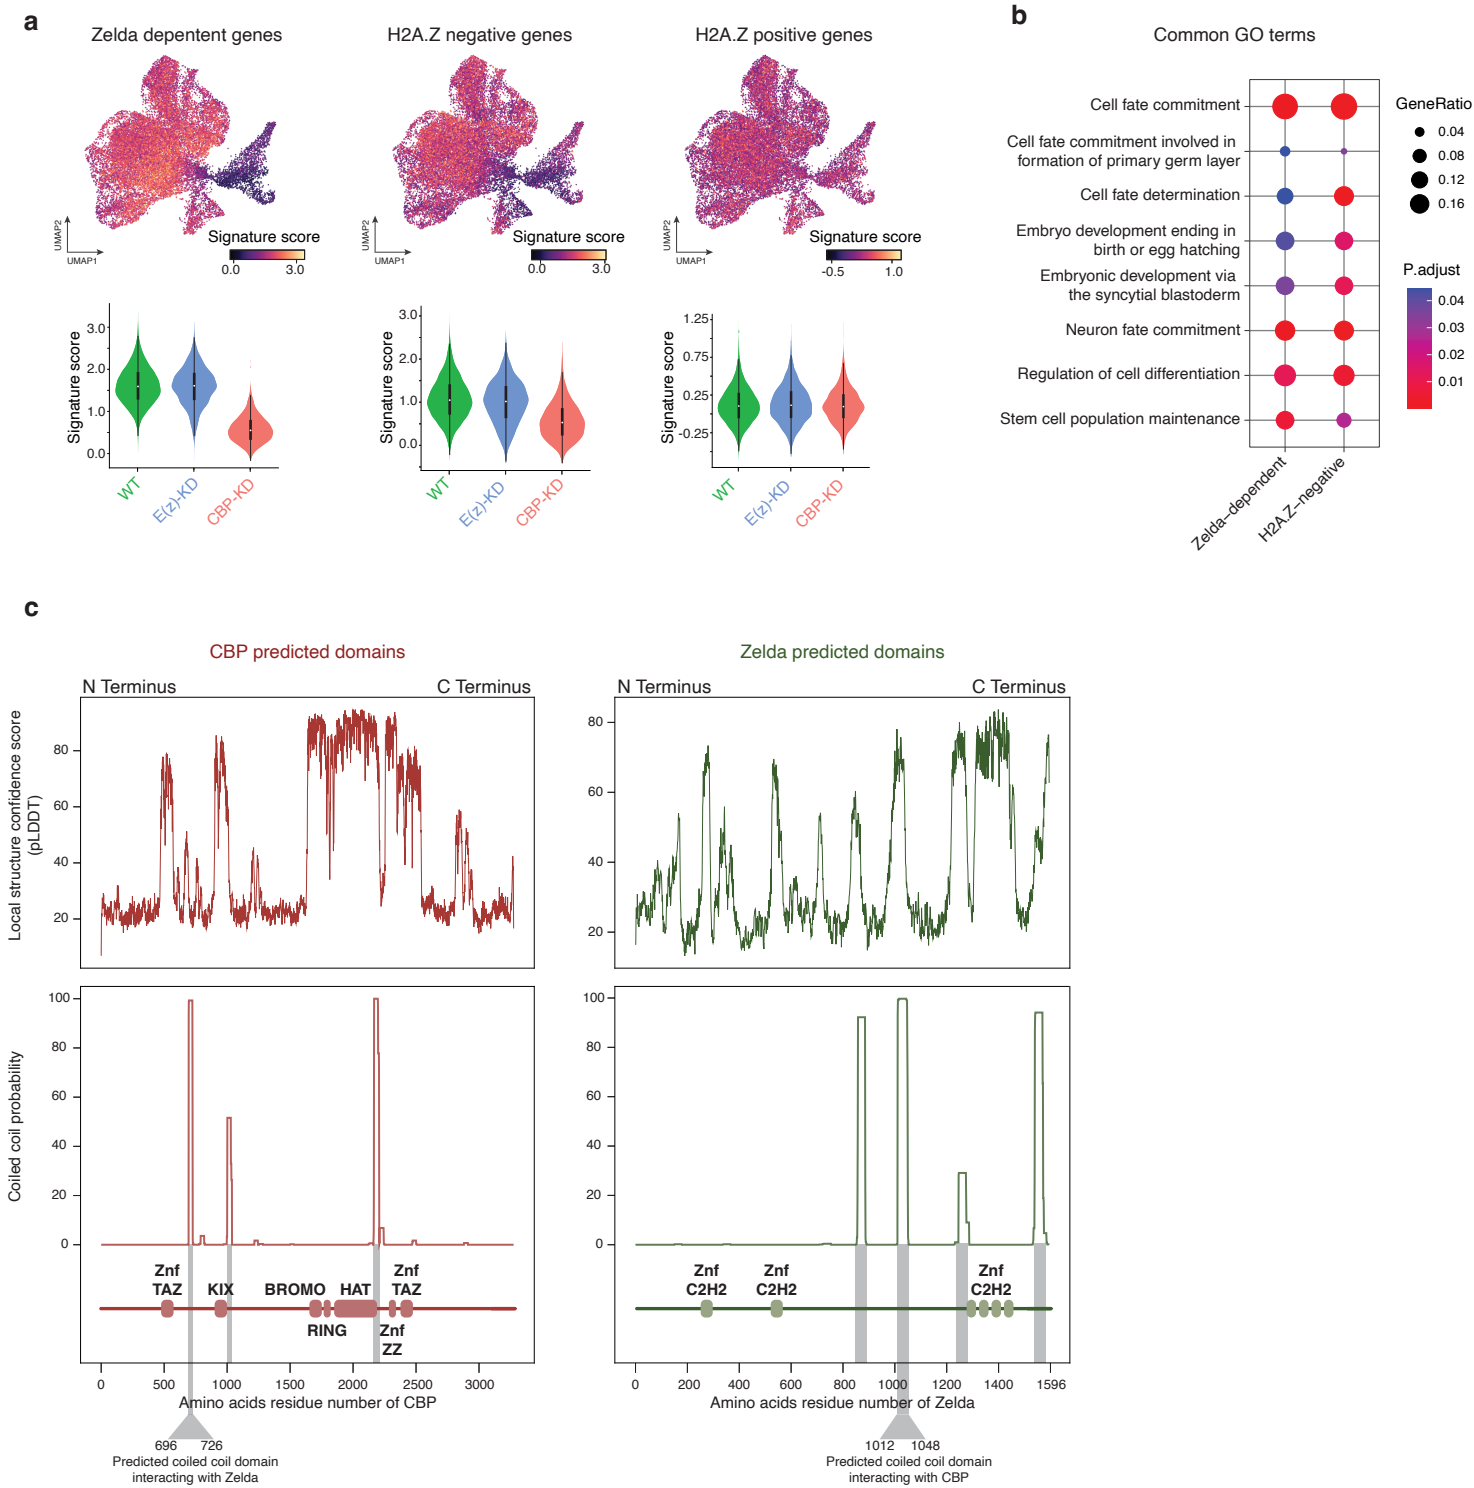

**Supplementary Fig. 9: Cell fate related genes are downregulated upon CBP depletion.**

**a,** Top, Gene signature score of Zelda dependent, H2A.Z negative or H2A.Z positive genes in the UMAP embedding of the integrated scRNA-seq of wild-type, E(z)-KD and CBP-KD datasets. Bottom, Violin plot quantification of signature score enrichment across conditions.

**b,** Gene ontology of commonly enriched terms in Zelda dependent and H2A.Z negative genes. Both are enriched in cell fate related processes. Source data are provided as Source Data file.

**c,** Top, Local structure confidence score (pLDDT) predicted by Alphafold3 for CBP and Zelda. Bottom, probability that residues of CBP or Zelda make a coiled-coil structure. A schematic of CBP and Zelda structures is provided with the respective amino acid numbers. Gray boxes indicate potential coiled coil regions, the gray triangle indicates the stretches of amino acids which are predicted to interact between CBP and Zelda.

Supplementary Figure 10

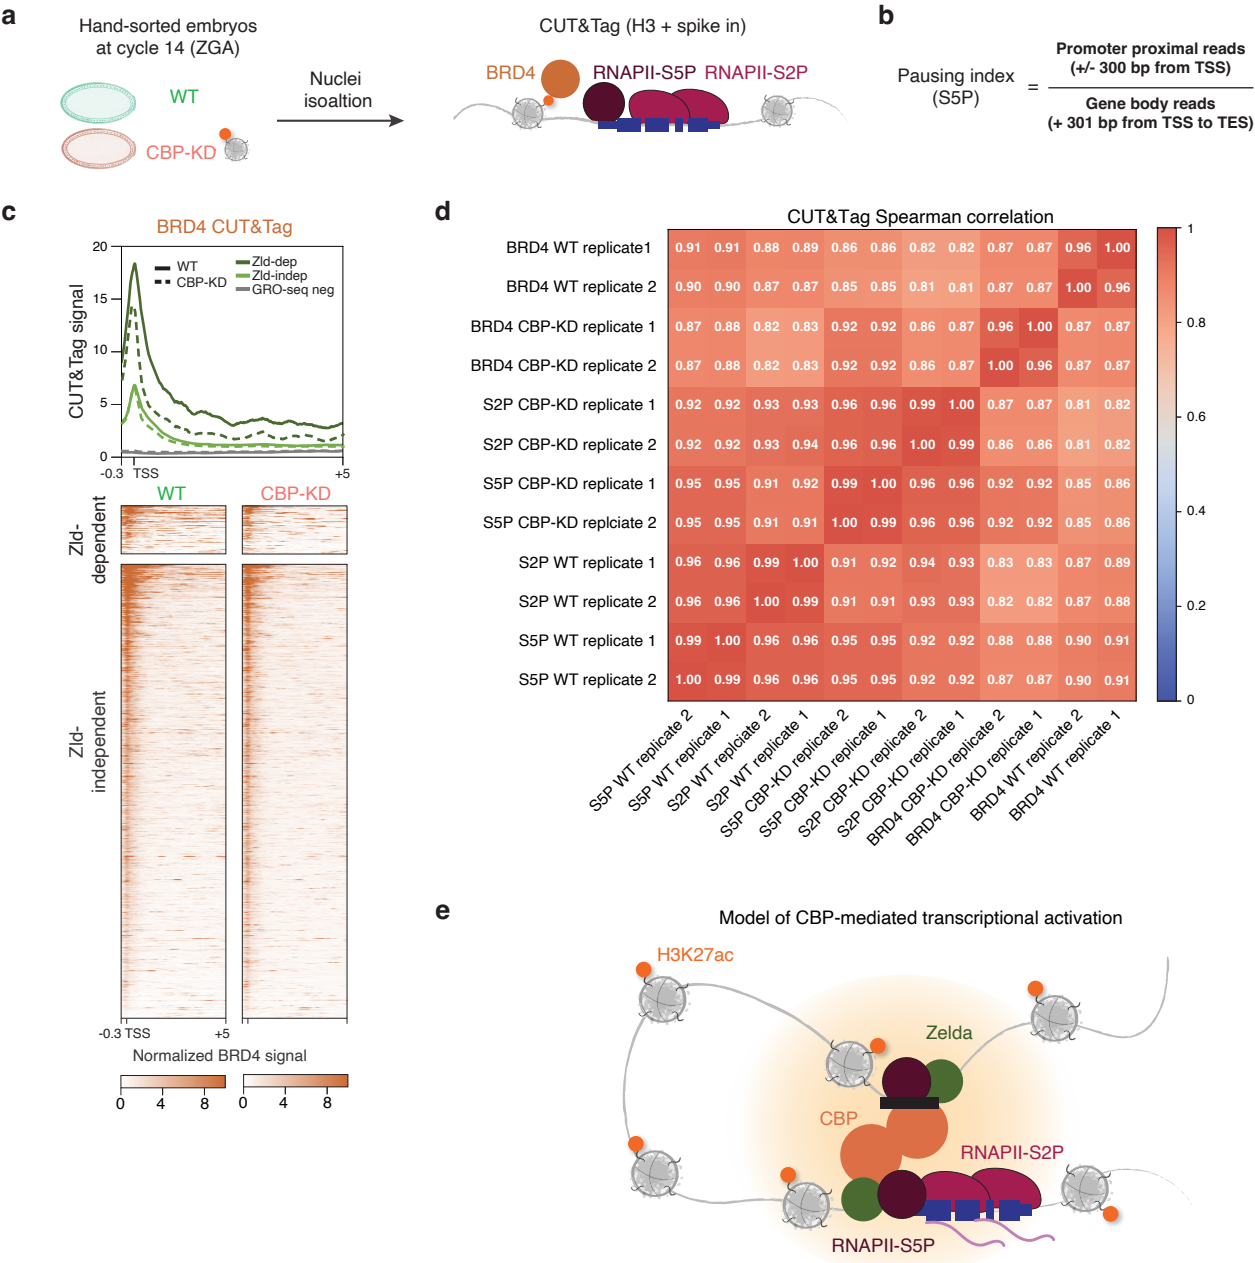

**Supplementary Fig. 10: Loss of productive elongation at ZGA is associated with reduced BRD4 binding in CBP-KD embryos.**

**a**, Experimental design. Wild-type (WT) and CBP-KD embryos are precisely hand-selected at cycle 14. Nuclei are isolated and processed for CUT&Tag. Each experiment is normalized to its H3 CUT&Tag as “input” control and to library spike-in (see Methods).

**b**, Schematic of the pausing index score calculation. Pausing index is computed by doing the ratio of RNAPII-S5P CUT&Tag signal distribution at promoters (+/- 300 bp from TSS) and gene body (+ 301 bp from TSS until TES).

**c**, Heat map of active genes (GRO-seq) at ZGA clustered based on their dependency on Zelda (zld-dep) or independency (zld-independent)<sup>23</sup>. Signal is centred on gene bodies around - 300 bp and + 5kb from TSS. Sorting is based on GRO-seq levels at cycle 14 and shows CUT&Tag signal distribution of BRD4 in both wild-type and CBP-KD at cycle 14 (ZGA).

**d**, Spearman correlation coefficient heat maps across biological replicates and conditions of the different CUT&Tags for RNAPII-S5P, RNAPII-S2P and BRD4.

**e**, Model of CBP's role in pioneer factor binding stabilization and of RNAPII release in productive elongation during ZGA. Gray line sketches the chromatin fiber. H3K27ac is represented by orange dots. Gene region is represented by blue boxes. Enhancer region is represented by a black box. CBP is coloured in orange, Zelda in green, RNA Polymerase II serine 5 phosphorylation (RNAPII-S5P) in dark red, RNA Polymerase II serine 2 phosphorylation (RNAPII-S2P) in purple and nascent mRNA in pink.

## **Supplementary Data legends:**

**Supplementary Data 1. Set of H3K27me3, H3K27ac or H3K27me3/ac peaks at three developmental stages.** List of CUT&Tag peaks used in this study across three developmental stages and their genomic classification, related to Figure 1 and Supplementary Figure 1 and 2.

**Supplementary Data 2. Germ layers marker genes.** List of marker genes used to annotate the germ layers precursors in this study.

**Supplementary Data 3. Highly variable genes or marker genes and their most accessible promoter and highest score linked peak.** List of highly variable genes or germ layer marker genes used in this study with their relative promoter or enhancer at ZGA, related to Figure 2 and Supplementary Figure 3.

**Supplementary Data 4. Highly expressed genes in annotated germ layers from the integrated 10x Multiome.** List of genes that are highly expressed per germ layer across the WT, E(z)-KD and CBP-KD scRNA-seq integration, related to Figure 5. Wilcoxon rank-sum two-sided, corrected with Benjamin-Hochberg.

**Supplementary Data 5. Percentage of cells within each germ layer from 10x Multiome in WT, E(z)-KD and CBP-KD.** List of raw or normalized number of cells within each germ layer across different condition, related to Figure 3 and Supplementary Figure 5.

**Supplementary Data 6. Differential gene expression and differential accessibility between E(z)-KD or CBP-KD and WT of promoter or enhancer regions across germ layers from 10X Multiome.** Differential gene expression or differential accessibility (at promoters or enhancers) of marker genes upon E(z) or CBP depletion, related to Supplementary Figure 5. Wilcoxon rank-sum two-sided, corrected with Benjamin-Hochberg.

**Supplementary Data 7. Fly lines.** Description of all fly lines used in this study.

**Supplementary Data 8. Antibodies.** Description of all antibodies used in this study.

**Supplementary Data 9. 10x Multiome scATAC-seq thresholds.** List of scATAC-seq minimum quality thresholds used in this study.

# Supplementary material for: Chromatin landscape at cis-regulatory elements orchestrates cell fate decisions in early embryogenesis
**Source:** Nat Commun. 2025 Mar 27;16:3007. doi: 10.1038/s41467-025-57719-4
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1. Set of H3K27me3, H3K27ac or H3K27me3/ac peaks at three developmental stages.** List of CUT&Tag peaks used in this study across three developmental stages and their genomic classification, related to Figure 1 and Supplementary Figure 1 and 2.

**Supplementary Data 2. Germ layers marker genes.** List of marker genes used to annotate the germ layers precursors in this study.

**Supplementary Data 3. Highly variable genes or marker genes and their most accessible promoter and highest score linked peak.** List of highly variable genes or germ layer marker genes used in this study with their relative promoter or enhancer at ZGA, related to Figure 2 and Supplementary Figure 3.

**Supplementary Data 4. Highly expressed genes in annotated germ layers from the integrated 10x Multiome.** List of genes that are highly expressed per germ layer across the WT, E(z)-KD and CBP-KD scRNA-seq integration, related to Figure 5. Wilcoxon rank-sum two-sided, corrected with Benjamin-Hochberg.

**Supplementary Data 5. Percentage of cells within each germ layer from 10x Multiome in WT, E(z)-KD and CBP-KD.** List of raw or normalized number of cells within each germ layer across different condition, related to Figure 3 and Supplementary Figure 5.

**Supplementary Data 6. Differential gene expression and differential accessibility between E(z)-KD or CBP-KD and WT of promoter or enhancer regions across germ layers from 10X Multiome.** Differential gene expression or differential accessibility (at promoters or enhancers) of marker genes upon E(z) or CBP depletion, related to Supplementary Figure 5. Wilcoxon rank-sum two-sided, corrected with Benjamin-Hochberg.

**Supplementary Data 7. Fly lines.** Description of all fly lines used in this study.

**Supplementary Data 8. Antibodies.** Description of all antibodies used in this study.

**Supplementary Data 9. 10x Multiome scATAC-seq thresholds.** List of scATAC-seq minimum quality thresholds used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

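Bulk RNA-seq was analysed for 18 libraries of Drosophila melanogaster embryos, with 3 biological replicates of wild type, E(z)-KD and CBP-KD at each of 2 stages, before cycle 9 and cycle 14. Samples were assigned to conditions and replicates from their labels and from the methods of the paper. The other data of the paper, including the single-nucleus multiome, CUT&Tag, ChIP-seq, qPCR and imaging, were not analysed here.

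The authors mapped reads to the dm6 genome with STAR in two-pass mode, keeping reads with many positions, and deposited estimated counts (expected counts) per gene and library, with no normalization and without pooling replicates. The paper's text does not name the annotation. It lists STAR's options TranscriptomeSAM and GeneCounts, and does not say how the deposited counts, some of them not whole, were made. The table holds 16680 gene names, and 2.9% of its values lie more than 0.01 from a whole number. The design fixed beforehand assumed whole-number counts, so the values were rounded and the same tests kept. For the comparison with the paper, log2 fold changes and p-values of the authors' own analysis were read from the source data file of the paper.

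Gene names were matched to Ensembl release 115 on BDGP6.54, which has the coordinates of dm6. Of the 16680 names, 12504 were current symbols, 3992 were older names of a single gene and 184 were not matched, and 98.5% had an exon length. Genome sequence was not used here, so GC content was not tested.

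Library totals lay between 6243485 and 18262562 estimated counts with a median of 15496787. A floor of 3 counts was used for detection, and a fold change against a group whose libraries were all at or under it is given as a lower bound. Counts were tested with edgeR 4.0.16 (limma 3.58.1, R 4.3.3), with TMM normalization, filterByExpr by group, and a quasi-likelihood fit with 1 mean for each of the 6 groups and 12 residual degrees of freedom. The common biological coefficient of variation was 0.115, and 8467 genes were tested. The threshold was a Benjamini-Hochberg adjusted p-value under 0.05 with an absolute log2 fold change of at least 1. Standard errors were taken as the absolute log2 fold change divided by the square root of the F statistic. CPM values are TMM-normalized. Differences of single values between groups were tested with exact permutation tests, whose smallest p for 3 against 3 is 0.1. Principal components were computed on the 500 most variable genes after DESeq2's variance stabilizing transformation (DESeq2 1.42.0). Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

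The genes named in the text follow a rule fixed before the data were examined: nej, E(z), zld, Trl, the 52 marker genes of the paper, toy, opa and oc, and for each comparison the 3 largest increases and the 3 largest decreases in edgeR's fitted log2 fold change among called genes with at least 5 CPM in the higher group and replicates that do not overlap. The Hox genes and y were chosen after their values were seen, and the genes ac, sc and CG32816 are named as neighbours of y.

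The pairing of replicates comes from the shared replicate numbers in the labels. It was checked by the correlation of same-numbered libraries' deviations from their group means, and a fit with the replicate number as a block was run as an alternative. The other alternatives, all set before the data were examined, were DESeq2's size factors and Wald test, library size without TMM factors, no filter on low counts, at least 10 counts in every sample, a fit on only the groups compared, no fold threshold, a test against a log2 fold change of 1, each replicate left out in turn, other transformations and numbers of genes in the principal component analysis, other definitions of zygotic genes, and TPM for zld and Trl. No alternative was added later.

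The fit was tested on simulated counts drawn from the means, dispersions and library sizes of the real libraries, with 200 of 8087 genes changed. Of these 200 genes, 194 were recovered (97%), 1 unchanged gene was called in the changed comparison and 0 in an unchanged comparison.

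In total, 58 tests of explanations were run on the patterns in the closing section, 22 by other splits of the samples and 36 others. Of these tests, 7 were chosen after the result was seen, and of the 36 others, 30 came out against the explanation and 6 for it. These outcomes follow the limit set for each test, and where a test cannot decide, the closing section says so. For the interaction between stage and knockdown, the 32 exchanges of same-numbered libraries were run as fixed beforehand, and a narrower set of 19 was chosen after their counts were seen. Both are reported.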

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

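Among the tests in this part, the narrower set of 19 splits and the test of persisting differences were chosen only after the result was seen. Interaction terms were tested for all genes, and of single genes only nej and E(z) are reported from them. The signals in genes the paper does not discuss are the 3 largest increases of each knockdown comparison by edgeR's fitted log2 fold change, whose order can differ from that of the lower bounds, and many other called genes would meet the same description.

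The effect of E(z)-KD differed between the stages for 1245 genes and that of CBP-KD for 1632 genes. Of 32 exchanges of same-numbered libraries between knockdown and wild type, the real grouping included, 5 gave as many genes for E(z)-KD and 3 for CBP-KD in this count, which was fixed beforehand. The largest other exchange gave 2129 genes for E(z)-KD and 2233 for CBP-KD. All other exchanges that gave as many, 4 for E(z)-KD and 2 for CBP-KD, leave the libraries of a stage together or exchange them together, which keeps the effect of that stage. Among the 19 splits that mix the groups in both stages, a set chosen after these counts were seen, only 1 gave as many genes for each knockdown, the real one, and the largest other gave 2 genes for E(z)-KD and 0 for CBP-KD. With 19 splits the share cannot fall under 0.05, so this set could not have excluded an arbitrary grouping, whatever the data. Among the 32 exchanges the share was over 0.05 for both knockdowns. The other exchanges that gave as many genes keep the effect of a stage, so this share cannot decide on an arbitrary grouping either.

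For E(z), the effect of its own knockdown differed between the stages. The log2 fold change in E(z)-KD was -9.11 before cycle 9 and -2.80 at cycle 14, a difference of 6.31 (standard error 0.46, adjusted p = 3.19e-08 from edgeR's interaction test). In E(z)-KD the level rose from 0.182 to 4.74 CPM while it fell from 103 to 33.1 CPM in wild type. For nej in CBP-KD the corresponding difference was 0.31 (adjusted p = 0.202 in the same test). No technical or biological explanation was tested for E(z).

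Before cycle 9, the largest increases in E(z)-KD were those of CG11453 with 72.6 CPM, Vdup1 with 37.4 CPM and CG14567 with 33.4 CPM, against 0 counts in wild type. Against the floor these are at least 417-fold, at least 215-fold and at least 192-fold. In CBP-KD they were those of DNApol-gamma35 with 12.9 CPM, CG17470 with 9.51 CPM and LM408 with 106 CPM, at least 73.9-fold, at least 54.7-fold and at least 609.9-fold. The counts of DNApol-gamma35 depend on how reads were divided with CG33649, which has the same coordinates and was at 9.91 CPM in wild type and at 0 in CBP-KD. At cycle 14 the largest increases in E(z)-KD were those of CG14131 with 32.9 CPM, CG14567 with 23.4 CPM and CG30059 with 19.3 CPM, at least 100.4-fold, at least 71.4-fold and at least 58.95-fold. In CBP-KD they were those of CG30059 with 31.0 CPM, His3:CG33827 with 25.1 CPM and CG14131 with 17.9 CPM, at least 94.8-fold, at least 76.7-fold and at least 54.6-fold. His3:CG33827 belongs to the repeated histone genes and has counts that are not whole in 61.1% of libraries, and CG30059 in 66.7%. CG30059 was the only gene with at least 5 CPM in all 12 knockdown libraries and at most 3 counts in all 6 wild-type libraries, and 0 genes showed the opposite.

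Differences between the knockdown and wild-type strains are a candidate explanation for such genes before cycle 9, and the design cannot separate them from the knockdown, since the paper lists its wild type as a control line apart from the lines that carry the hairpins. Of the genes called before cycle 9, 48.4% of those in E(z)-KD and 46.5% of those in CBP-KD were called in the same direction in the other knockdown. Both shares lie just under the 50% set as the limit for a background shared by the 2 knockdowns. Both comparisons use the same wild-type libraries, which by itself favours the same direction, so these shares do not decide on a shared background. Neighbouring genes were called together in the same direction in 96 pairs in E(z)-KD, against a median of 50 over 10000 random draws, and in 90 pairs in CBP-KD, against 51 (permutation test, p = 0.0001 for each, the smallest that 10000 draws can give). This is what linked blocks of strain variants would give, although genes that are near each other can also share regulation. Of the 391 genes called in the same direction in both knockdowns before cycle 9, 193 (49.4%) were called in that direction in both at cycle 14, again just under 50%. The comparisons at cycle 14 also share their wild-type libraries, so this share does not decide whether a background difference persists.

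Several technical explanations were tested on the number of called genes. With every library thinned to the smallest total of 6243485 counts, 3841 genes were called between the stages in wild type against 4304, 631 against 808 in E(z)-KD and 548 against 841 in CBP-KD before cycle 9, and 1802 against 2055 and 1969 against 2303 at cycle 14. All 5 counts fell, and that for CBP-KD before cycle 9 fell by more than 1.5 times. The CBP-KD totals before cycle 9, 13918026 to 15245855, all lay below those of wild type, 16107225 to 17545597. Of the 841 genes, however, 636 were higher and 205 lower in CBP-KD, the shallower group. Its libraries also had more genes with counts, 8505 to 9341 against 8078 to 8137 in wild type. With all totals equal 548 genes were still called, which argues against a difference in library size for these genes. Thinning also removes power in every library, so the fall does not show whether such a difference accounts for the other calls. Without the 10 genes with the highest mean count, 4321, 810, 842, 2061 and 2312 genes were called in the same order of comparisons. The Spearman correlation of log2 fold change with exon length across genes, which are not independent replicates, was -0.0146, 0.02, 0.101, 0.0818 and 0.123. The share of called genes with counts that are not whole, divided by that of all tested genes, was 0.827, 1.01, 0.937, 0.835 and 0.773. GC content was not tested. In each of the 5 comparisons, only 1 of the 4 splits that part all same-numbered libraries, the real one, gave as many higher or as many lower genes, and the largest other of all 10 splits gave at most 1 gene. The same held for the marker genes and for the percent of zygotic genes, except that all 4 splits gave at least the 0 markers higher in CBP-KD. With 4 splits the share cannot fall under 0.05, so this count of splits could not have excluded an arbitrary grouping of the libraries, whatever the data.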

How the results depend on the processing

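For the 34 results of the design, 379 of 460 values under the alternatives kept their direction and their side of the threshold, or stayed within the limit set for values without a test. Of 209 log2 fold changes of single named genes, 181 kept direction and side of the threshold under every alternative that gave a value, and 28 did not. Of these 28, 16 lost significance under at least 1 alternative, 10 gained it and 4 changed sign, and a gene can be in more than 1 of these groups. The causes of the changes were not tested.

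The balance of higher and lower genes depends on the normalization, the filter and the fold threshold. With no fold threshold, 52.4% of the called genes were higher between the stages in wild type, and with library size without TMM factors 40.4%. With DESeq2's size factors, the median log2 fold change of all tested genes was 0.39 in place of 0.13 between the stages in wild type, -0.21 in place of -0.03 in E(z)-KD at cycle 14 and -0.16 in place of 0.01 in CBP-KD at cycle 14. Called genes were then 51.9% higher in place of 41.3% in the wild-type comparison, 36.2% in place of 46.5% in E(z)-KD and 34.8% in place of 44.1% in CBP-KD. The same setting gave -1.19 for the median log2 fold change of WT zygotic genes, E(z)-KD vs WT cycle 14.

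Requiring at least 10 counts in every sample removes genes that are absent in a group. It gave 664 genes higher at cycle 14 in wild type, 207 higher and 91 lower in E(z)-KD before cycle 9, 118 and 98 in CBP-KD before cycle 9, 541 and 453 in E(z)-KD at cycle 14, 486 and 535 in CBP-KD at cycle 14, 822 genes whose E(z)-KD effect differs between stages and 901 genes whose CBP-KD effect differs between stages. Of the markers it left 8 higher in wild type, 0 higher and 6 lower in E(z)-KD, and 8 lower in CBP-KD. The median log2 fold change of WT zygotic genes, E(z)-KD vs WT cycle 14, was -1.002, and the median log2 fold change of WT zygotic genes, CBP-KD vs WT cycle 14, was -1.72. E(z) itself gave no value under this filter. It gave a median log2 fold change of all tested genes of -0.07 between the stages in wild type, and it lowered the higher share of called genes to 24.7% in wild type and 54.6% in CBP-KD before cycle 9 and raised it to 54.4% in E(z)-KD at cycle 14. Without any filter the median of zygotic genes in E(z)-KD was -1.08.

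With no fold threshold, 3862 genes were higher in wild type at cycle 14, 1569 higher and 1310 lower in E(z)-KD and 2043 and 628 in CBP-KD before cycle 9, 2749 and 2669 in E(z)-KD and 2996 and 2689 in CBP-KD at cycle 14, and there were 3475 genes whose E(z)-KD effect differs between stages and 4076 genes whose CBP-KD effect differs between stages. Of the markers, 6 were then higher in E(z)-KD and 2 in CBP-KD at cycle 14. With a test against a log2 fold change of 1, 89 genes were lower in E(z)-KD and 308 higher and 85 lower in CBP-KD before cycle 9, 622 higher and 451 lower in E(z)-KD and 633 higher in CBP-KD at cycle 14, these interaction counts were 496 and 913, and 15 markers were lower in E(z)-KD. With only the groups compared in the fit, 282 genes were higher in CBP-KD before cycle 9.

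The replicate number as a block changed no result of the design beyond its limit. It gave 1767 higher and 2524 lower genes in wild type, 606 and 200 in CBP-KD before cycle 9, 947 and 1081 in E(z)-KD and 1002 and 1285 in CBP-KD at cycle 14. Mean correlations of same-numbered libraries were -0.022, -0.0783, -0.0596 and 0.0581 in these 4 comparisons.

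For zld in CBP-KD, the log2 fold change ran from -0.44 to -0.26 across the 6 fits that each left out a replicate, and 3 of the 6 lost significance. For Trl it ran from -0.31 to -0.19, and 1 of the 6 lost it. On the TPM scale Trl had a log2 ratio of -0.061. Across the fits that left out a replicate, 1 to 2 markers were higher in E(z)-KD, and the median of zygotic genes in E(z)-KD ran from -1.10 to -1.01.

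In the principal component analysis, log2 CPM gave 81.6% for PC1 and 4.34% for PC2, all genes that pass the filter 81.1% and 8.73%, and the 2000 most variable genes 84.8% and 7.35%. Across the 3 fits that left out a replicate number PC1 ran from 89.3% to 90.8% and PC2 from 5.23% to 6.28%. The PCA distance between E(z)-KD and WT before cycle 9 was 19.6 over all components, 34.3 with log2 CPM, 15.2 with all genes and 6.98 with 2000 genes, and ran from 0.964 to 1.85 with a replicate number left out. The PCA distance between CBP-KD and WT before cycle 9 was 16.4, 26.4 and 9.38 over all components, with log2 CPM and with all genes, and ran from 1.37 to 6.70. The PCA distance between E(z)-KD and WT cycle 14 was 26.9, 41.5, 53.0 and 37.8 over all components, with log2 CPM, with all genes and with 2000 genes, with a range from 19.8 to 22.5. The PCA distance between CBP-KD and WT cycle 14 was 63.1 with log2 CPM, 74.3 with all genes and 63.6 with 2000 genes, with a range from 42.6 to 50.9. The distance at cycle 14 divided by that before cycle 9 was 1.21 with log2 CPM, 1.37 over all components, 3.48 with all genes and 5.42 with 2000 genes for E(z)-KD, against 13.6 as reported, and 2.39, 2.95, 7.92 and 17.4 for CBP-KD, against 12.7.

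Of the log2 fold changes that changed sign, the log2 fold change of bun, WT cycle 14 vs WT before cycle 9, was 0.10 with DESeq2 and 0.0063 with at least 10 counts in every sample, against -0.15. The log2 fold change of jigr1, E(z)-KD vs WT cycle 14, was -0.16 with DESeq2 and -0.021 with at least 10 counts, and ran from -0.0053 to 0.055 across the 6 fits that left out a replicate. The log2 fold change of tll, E(z)-KD vs WT cycle 14, was -0.10 with DESeq2 and ran from -0.014 to 0.20 across such fits. With DESeq2, the log2 fold change of cnc, CBP-KD vs WT cycle 14, was -0.052.

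The scaling by ERCC spike-ins was not run, since the table as analysed has 0 ERCC rows. Depth limits the low-expressed genes most in wild type at cycle 14, where 3 counts are up to 0.481 CPM. Leaving out a replicate also lowers the group size used by the filter, so that more genes were tested than the 8467 with all replicates.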

Differences from the paper's values

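The paper's values are from its source data, with the standard error of the log2 fold change where it is given. For Trl in CBP-KD at cycle 14 the log2 fold change was -0.25 against the paper's -0.386026 (standard error 0.0759894). It fell within the replicate SD of 0.12, which is larger than the paper's error, with DESeq2 (-0.43), with at least 10 counts in every sample (-0.32), with only the groups compared (-0.28), without wild-type replicate 1 (-0.28) and without CBP-KD replicate 1 (-0.31), and in none of the other alternatives set before the data were examined. The adjusted p-value of Trl in edgeR's test was 0.0119 against the paper's 1.22593e-06, and no alternative came within 1.5 times of it, the nearest being 3.18e-06 with DESeq2. The adjusted p-value of zld in edgeR's test was 0.0229 against the paper's 5.61902e-05, and of the alternatives only DESeq2 came within 1.5 times, with 4.61e-05.

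Between the stages in wild type, the log2 fold change of Mes2 was -1.97 against the paper's -1.68812, and it fell within the replicate SD with DESeq2 (-1.70), with at least 10 counts in every sample (-1.81) and with only the groups compared (-1.82). That of ken was -2.77 against the paper's -2.50757, and it did so with DESeq2 (-2.52), with at least 10 counts (-2.61), with only the groups compared (-2.62), without replicate 2 before cycle 9 (-2.75) and without replicate 3 at cycle 14 (-2.64). That of E(z) was -1.64 against the paper's -1.37332, and only DESeq2 (-1.38) closed the gap. That of cnc was -2.19 against the paper's -1.81309, and none of the alternatives closed the gap, the nearest being -1.93 with DESeq2. For zfh1 the log2 fold change of -2.17 was within the replicate SD of the paper's -2.40821, and it fell outside with DESeq2 (-1.91), with at least 10 counts in every sample (-2.01), with only the groups compared (-2.02) and without replicate 3 at cycle 14 (-1.997). The remaining alternatives set before the data were examined left these differences.

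The paper states that the marker genes are actively expressed at ZGA and not earlier. RNA levels do not separate active expression from maternally deposited RNA. Of the 52 markers, 13 had at least 10 CPM before cycle 9, and 4 (Mes2, zfh1, ken and cnc) were lower at cycle 14 than before cycle 9. The paper proposes that CBP depletion does not act directly on the RNA levels of Zelda and GAF, and these values do not separate direct from indirect effects. In edgeR's test, zld and Trl were lower in CBP-KD, with log2 fold changes of -0.33 and -0.25 and adjusted p-values of 0.0229 and 0.0119, while on the TPM scale exact permutation tests gave p = 0.4 and p = 0.7, in a design whose smallest p is 0.1. The TPM values were not adjusted for differences in library composition. From its principal component analysis, the paper describes the differences before cycle 9 as mild and proposes that the maternal RNA load is not drastically impaired. By another measure, the count of called genes, 808 genes differed in E(z)-KD and 841 in CBP-KD at that stage, against 2055 and 2303 at cycle 14. Before cycle 9, 202 of the 630 genes higher in E(z)-KD and 394 of the 636 in CBP-KD were zygotic in wild type. Those had a mean under 1 CPM in wild type at that stage, so these counts do not measure the maternal load alone.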

Other observations

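Among the tests in this part, those of cycle 14 embryos in the collection, of a single library, of the Hox genes and of the genes around y were chosen only after the result was seen.

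Genes that are zygotic in wild type were detected before cycle 9 in the knockdowns. Of the 1309 such genes, 3, 3 and 6 had at least 1 CPM in the wild-type libraries, 107, 90 and 185 in the CBP-KD libraries, and 104, 117 and 104 in the E(z)-KD libraries. The genes were chosen for being under 1 CPM in these wild-type libraries, so part of the difference is given by the choice. In CBP-KD 394 of them were called higher, and in E(z)-KD 202. A few older embryos in the collection are a candidate explanation. Among the 149 of these genes with at least 10 CPM in CBP-KD at cycle 14, the excess followed the cycle 14 level of the same genotype with a Spearman rho of 0.272 across genes, which are not independent replicates. This lies below 0.5, the limit under which cycle 14 embryos in a fixed proportion were taken not to account for it. Embryos between the 2 stages were not sampled and need not follow the cycle 14 level. The test therefore does not decide on older embryos in general, and it was not run for E(z)-KD. Without replicate 3, the highest, 258 genes were called in CBP-KD, against 372 without replicate 1 and 394 without replicate 2, so the number depends in part on that library, while genes were called without it as well. GC content was not tested, and the pattern cannot be called biological.

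Slower development of the knockdown embryos would move genes at cycle 14 back toward the earlier stage. Of the called genes, 69.4% in E(z)-KD and 69.3% in CBP-KD moved opposite to the wild-type change between the stages, under the 90% set for this explanation and close to the 65.1% and 62.8% over all tested genes. Both comparisons share the wild-type libraries at cycle 14, which by itself favours opposite signs. A share of 90% can be reached only where delay is nearly the whole effect, so these shares do not decide on a delay beside other effects. On PC1 the means at cycle 14 were 57.3 in wild type, 44.0 in E(z)-KD and 25.5 in CBP-KD, toward the earlier stage. From its single-nucleus data the paper reports a strong transcriptional delay in CBP-KD and a mild one in E(z)-KD. Differences already present before cycle 9 accounted for 22% of the genes called at cycle 14 in E(z)-KD and 15.3% in CBP-KD, under the limit of 50%. The 2 knockdowns shared 1423 genes called in the same direction at cycle 14, and 43 were called in opposite directions.

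Slower loss of maternal RNA in CBP-KD was tested on the 2243 genes that fall between the stages in E(z)-KD, against 4688 that change less than 2-fold there. The difference between the medians of the log2 ratio of CBP-KD to wild type at cycle 14 ran from -0.223 to 0.0897 over the 3 CBP-KD replicates, and was not above 0 in each of them.

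Genes that are zygotic in wild type and rose in CBP-KD were shorter than those that did not, with a median span of 3049 against 4552.5 bp over the 1285 genes with a span (permutation test, p = 0.0014). A hypothesis is that short genes may escape CBP depletion more easily. The genes that rose also had a higher median level in wild type at cycle 14, 2.76 against 1.56 CPM, and level and length were not separated. Among the 333 zygotic genes with at least 10 CPM in wild type, the median log2 ratio to wild type was -1.40 in E(z)-KD and -3.33 in CBP-KD, 306 were called lower in CBP-KD and 224 in E(z)-KD, and 50 were under 1 CPM in CBP-KD against 3 in E(z)-KD.

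In E(z)-KD at cycle 14, neighbouring genes were called higher together in 175 pairs, against a median of 107 over 10000 random draws (permutation test, p = 0.0001, the smallest the draws can give), as linked blocks of genes that rise together would give. In CBP-KD there were 179 such pairs against 121, with the same p, so the clustering is not particular to E(z)-KD. GC content was not tested for any of these patterns.

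A rise of the Hox genes was the prediction tested for loss of Polycomb repression by cycle 14. Of 8 Hox genes, 6 were tested, 0 were called higher in E(z)-KD, where all 6 had a negative log2 fold change, and 5 were called lower, with Antp at 8.88 ± 2.92 CPM (SD, n = 3) against 40.7 ± 7.70 CPM (SD, n = 3) in wild type and Ubx at 1.60 against 10.4 CPM. The sixth, Abd-B, had an adjusted p-value of 0.324 in edgeR's test. All 6 were called lower in CBP-KD. Of the 1309 genes that are zygotic in wild type, 587 were also called lower in E(z)-KD at cycle 14. A general fall of zygotic genes could hide a rise, so this test does not decide on loss of Polycomb repression. Before cycle 9, Abd-B was called higher in E(z)-KD, at 0.309 ± 0.214 CPM (SD, n = 3) against 0 in wild type (adjusted p = 0.00781 in edgeR's test), and also in CBP-KD, at 0.358 ± 0.313 CPM (SD, n = 3, adjusted p = 0.00606 in edgeR's test). The other 5 were not called in E(z)-KD at that stage.

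The gene y (chromosome X of dm6, 356509 to 361245) was at 149 ± 11.1 CPM (SD, n = 3) in E(z)-KD at cycle 14 against 1.82 ± 0.391 CPM (SD, n = 3) in wild type. It was also called higher in CBP-KD at cycle 14, at 9.37 ± 2.98 CPM (SD, n = 3, log2 fold change 2.32, adjusted p = 2.44e-05 in edgeR's test). Before cycle 9 it was called higher in E(z)-KD, at 0.579 ± 0.398 CPM (SD, n = 3) against 0 in wild type (adjusted p = 0.00201 in edgeR's test). By their lower coordinates, 3 tested genes lay within 50 kb of y, namely ac, sc and CG32816. Of these, 1 was called higher in E(z)-KD at cycle 14, CG32816 (33.3%, under the limit of 50%). Distance was measured between the lower coordinates of 2 genes, so l(1)sc and CG3777, which lie within 50 kb of y when the nearest ends are compared, were left out. Neither was called in E(z)-KD at cycle 14 (log2 fold change -0.92 for l(1)sc and -0.66 for CG3777). CG32816 spans y itself (316576 to 470726) on the opposite strand and is not an independent neighbour. The test therefore does not decide whether a block of genes around y rose. No biological explanation was tested, and a difference between strains at y was not examined.

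Before cycle 9, of the 52 marker genes, 7 were higher and 1 lower in E(z)-KD than in wild type, and 20 were higher and 3 lower in CBP-KD (21 and 3 with p-values adjusted over the markers alone). Of the markers called higher, 6 in E(z)-KD and 19 in CBP-KD had under 1 CPM in wild type. In CBP-KD the highest of the 20 was peb at 8.42 ± 0.481 CPM (SD, n = 3). The next was sog at 3.22 ± 2.53 CPM (SD, n = 3). Across all 52 markers the median before cycle 9 was 1.02 CPM in CBP-KD, 0.121 CPM in E(z)-KD and 0.0678 CPM in wild type. At cycle 14, 26 were lower in E(z)-KD and 41 in CBP-KD. None was called higher in CBP-KD, where 2 were higher without the fold threshold and also 2 at an unadjusted p-value under 0.05, and in E(z)-KD only Ptx1 was higher, with 15.6 ± 2.59 CPM (SD, n = 3) against 2.55 ± 0.375 CPM (SD, n = 3) in wild type (log2 fold change 2.62, standard error 0.32, adjusted p = 6.76e-06 from edgeR's quasi-likelihood test). Doc2, which the paper gives with Ptx1 as ectopically expressed in E(z)-KD, was among the 26 lower markers. It had 6.93 ± 1.29 CPM (SD, n = 3) against 22.1 ± 2.22 CPM (SD, n = 3) in wild type (log2 fold change -1.67, adjusted p = 0.00024 from edgeR's test). Bulk levels do not show in which germ layers a gene is expressed. The marker twi fell by 1.13 on the log2 scale in E(z)-KD (standard error 0.17, adjusted p = 2.72e-05 from edgeR's test) and by 2.15 in CBP-KD (standard error 0.18, adjusted p = 2.42e-08 from edgeR's test).

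A set of 1309 genes was defined as zygotic in wild type, with under 1 CPM before cycle 9 and a log2 fold change of at least 2 at cycle 14. Of these, 84.6% rose significantly between the stages in E(z)-KD and 80.1% in CBP-KD. Their median log2 fold change against wild type at cycle 14 was -1.03 in E(z)-KD and -1.41 in CBP-KD. Medians per replicate were taken separately, from log2 CPM against the wild-type mean. They ran from -0.962 to -0.912 in E(z)-KD (SD 0.0273, n = 3) and from -1.51 to -0.989 in CBP-KD (SD 0.272, n = 3). These SDs are not errors of the medians from edgeR and leave out the spread of the wild-type libraries. Because these genes were chosen for being high in wild-type libraries that also enter the comparison, part of a negative median is given by the choice. In total, 587 of them were called lower than wild type in E(z)-KD and 694 in CBP-KD, while 100 and 180 were called higher.

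The paper follows toy, opa and oc by other methods. In the bulk libraries at cycle 14, opa was at 546 ± 25.2 CPM (SD, n = 3) in wild type, 141 ± 16.5 CPM (SD, n = 3) in E(z)-KD and 7.18 ± 7.28 CPM (SD, n = 3) in CBP-KD. For oc these levels were 182 ± 3.77, 87.9 ± 11.5 and 49.6 ± 13.9 CPM (SD, n = 3 each), and for toy 6.57 ± 1.39, 2.40 ± 0.813 and 1.34 ± 0.845 CPM (SD, n = 3 each). All of these were called lower than in wild type in edgeR's test. The call of toy in E(z)-KD lost significance in 4 of the fits that left out a replicate. Trl was also lower in E(z)-KD at cycle 14, with a log2 fold change of -0.74 (adjusted p = 9.70e-07 in edgeR's test), which is under the fold threshold.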
